# Replisomes restrict SMC translocation in vivo

**DOI:** 10.1038/s41467-025-62596-y

**Published:** 2025-08-04

**Authors:** Qin Liao, Hugo B. Brandão, Zhongqing Ren, Xindan Wang

**Keywords:** Chromatin structure, Replisome, Bacterial genetics

## Abstract

Structural maintenance of chromosomes (SMC) complexes organize genomes by extruding DNA loops, while replisomes duplicate entire chromosomes. These essential molecular machines must collide frequently in every cell cycle, yet how such collisions are resolved in vivo remains poorly understood. Taking advantage of the ability to load SMC complexes at defined sites in the *Bacillus subtilis* genome, we engineered head-on and head-to-tail collisions between SMC complexes and the replisome. Replisome progression was monitored by genome-wide marker frequency analysis, and SMC translocation was monitored by time-resolved ChIP-seq and Hi-C. We found that SMC complexes do not impede replisome progression. By contrast, replisomes restrict SMC translocation regardless of collision orientations. Combining experimental data with simulations, we determined that SMC complexes are blocked by the replisome and then released from the chromosome. Occasionally, SMC complexes can bypass the replisome and continue translocating. Our findings establish that the replisome is a barrier to SMC-mediated DNA-loop extrusion in vivo, with implications for processes such as chromosome segregation, DNA repair, and gene regulation that require dynamic chromosome organization in all organisms.

## Abstract (web summary)

Replisomes duplicate genomes while SMC complexes organize the DNA. Replisomes and SMC collide frequently but it is unclear how the collisions are resolved. Here, the authors find that in Bacillus subtilis cells, SMC does not affect replisome progression, but replisomes restrict SMC movement by blocking and unloading it.

## Introduction

Structural Maintenance of Chromosomes (SMC) complexes play a key role in shaping the three-dimensional organization of genomes from bacteria to humans^1–3^. The SMC complex binds to DNA, captures a small DNA loop, and enlarges the loop progressively by reeling the flanking DNA regions into the loop^4–7^. This process, known as DNA-loop extrusion, is a conserved mechanism for SMC actions. Through loop extrusion, SMC complexes generate interactions of DNA segments, which have been shown to contribute to many processes such as chromosome organization and segregation, gene expression, DNA replication, DNA recombination, and repair^8,9^. In cells, SMC complexes are capable of traversing thousands to millions of DNA base pairs during loop extrusion and will inevitably encounter other DNA-bound molecules on the crowded chromatin fiber.

One crucial machinery that the SMC complex encounters is the replisome, which duplicates entire chromosomes one nucleotide at a time. In eukaryotes, the SMC cohesin complexes load on the chromosomes during interphase and compact the DNA into topologically associating domains^10–12^. During DNA replication, cohesin complexes establish sister chromatid cohesion, which is important for proper chromosome segregation^13–15^. Thus, cohesins and replisomes collide frequently during replication^16–19^. However, the in vivo consequence of cohesin-replisome collisions and the effect of these collisions on DNA replication and chromosome folding are unknown. One major challenge to investigate these problems in eukaryotes in vivo is the lack of defined sites for replisome-cohesin collisions. This complexity motivated us to use a bacterial model, which has defined replication origin, defined SMC loading sites, and definable replisome-SMC collision sites, to dissect the fundamental principles governing the rules of engagement^20^ between SMC and the replisome in cells.

Across the bacterial domain of life, there are four classes of SMC complexes: the SMC-ScpAB complex, MukBEF complex, MksBEF complex, and WadjetABCD (MksBEFG) complex^21–25^. The SMC-ScpAB complex is widely distributed in bacteria and has the strongest homology to eukaryotic SMC complexes among the four classes of SMCs^1^. Our experimental model bacterium, *Bacillus subtilis*, only has the SMC-ScpAB complex. Therefore, in this study, we refer SMC-ScpAB complex as the SMC complex for simplicity.

In bacteria, DNA replication starts at a single origin and proceeds bidirectionally to the terminus region. Throughout the replication cycle, the SMC complex preferentially loads onto the *parS* sites by the partitioning protein ParB^21,26–28^. Once loaded, SMC travels processively from *parS* to the terminus and “zips” the left and right chromosomal arms^29^. This process connects DNA *in cis* and helps separate the newly replicated sister chromosomes^30,31^ (Fig. 1a). Most bacterial genomes possess multiple *parS* sites, and they all have varying distances from the replication origin^32^. Because SMC and the replisome start their movement at different sites, collisions will occur frequently: SMC and the replisome traveling toward each other will generate a head-on collision; SMC and the replisome traveling in the same direction may generate a head-to-tail collision. Failures to resolve these collisions may have severe consequences on DNA replication and segregation. For instance, SMC could stall or collapse replication forks and perturb DNA replication; premature unloading of SMC by the replisome could impair chromosome segregation. Therefore, SMC-replisome collisions may have strong consequences for genome integrity, but the rules of engagement between SMC and the replisome in bacterial cells remain unclear.

**Fig. 1:**
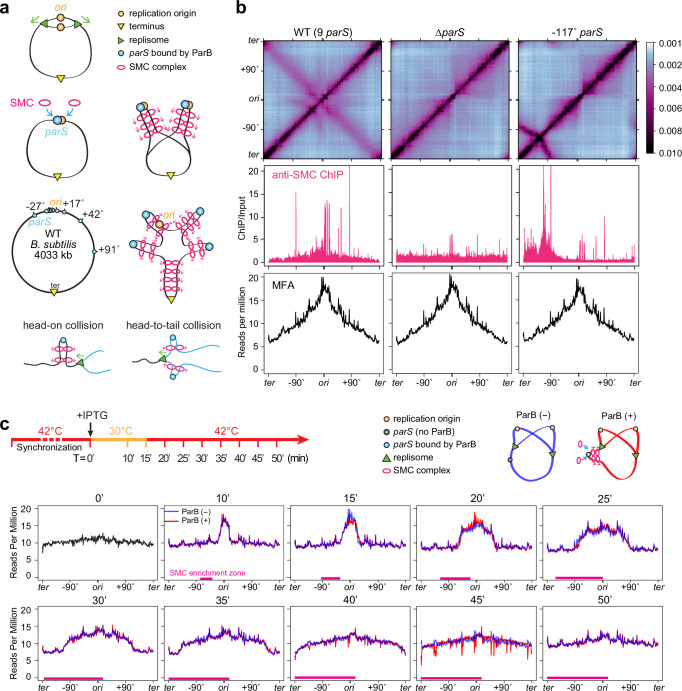
SMC translocation does not affect replication progression. See also Supplementary Figs. 1 and 2. **a** Schematics depicting replisome progression (top row), SMC loading and translocation helping origin segregation (2nd row), location of *parS* sites in WT *B. subtilis* and their effect on SMC loading (3rd row), and head-on and head-to-tail collisions between SMC and the replisome (bottom row). **b** Hi-C maps (top row), ChIP enrichments of SMC (middle row) and marker frequency analysis (MFA) plots (bottom row) of exponentially growing *B. subtilis* strains containing wild-type *parS* sites (PY79, left)^35^, no *parS* site (BWX3212, middle)^29^, or a single *parS* site at −117° (BWX3381, right)^29^. **c** Time-course MFA plots of a *dnaB*(ts) strain containing a single *parS* site at −59° and an IPTG-inducible copy of *parB* as the sole source of SMC loader protein (BWX5297). As indicated in the experimental timeline (top row), cells were arrested in G1 by growing at a non-permissive temperature (42 °C) for 45 min, then shifted to a permissive temperature (30 °C) for 15 min, and finally shifted back to 42 °C for the rest of the time to allow only one round of synchronized replication. See more analyses in Supplementary Fig. 1. Cells were grown with (red) or without (blue) IPTG at the onset of replication (T = 0 min). SMC enrichment zones determined by ChIP-seq plots (Supplementary Fig. 2b) are indicated by magenta bars.

Here, we investigate the collisions between the SMC complex and the replisome in vivo. We have taken advantage of the *B. subtilis* system, which much better tolerates the manipulations of SMC loading than other bacterial species^29,33,34^. We have controlled SMC loading spatially by changing the location of SMC loading sites (*parS*), and temporally by inducing the expression of the SMC loader (ParB) at desired times. Combined with our ability to control the initiation and progression of DNA replication using mutants and drugs, we have assessed the fate of SMC complexes and the replisome when they collide in a head-on or a head-to-tail orientation. Experimentally, we have tracked the changes in chromosome organization, SMC distribution, and DNA replication over time using chromosome conformation capture (Hi-C) assays, chromatin immunoprecipitation with deep sequencing (ChIP-seq) assays, and genome-wide replication profiling. Then, we combine experimental data with simulations of SMC translocation and replisome movement to determine whether SMCs disassociate, stall, continue translocating, or exhibit a combination of these activities when encountering the replisome.

## Results

### SMC distribution does not affect the replication profile

We first investigated the effect of SMC occupancy on replisome progression using experiments. Since SMC is loaded by ParB binding to *parS*, strains containing different *parS* sites have varied SMC occupancy and chromosome folding patterns. We chose three strains: (1) the wild-type *B. subtilis* strain containing 9 *parS* sites, which had a gradient of SMC localization from the origin to the terminus by ChIP-seq, and had a secondary diagonal and a star-shaped interaction pattern near the origin by Hi-C^35^; (2) a strain lacking all 9 *parS* sites, which had uniform SMC distribution along the genome, and lacked a secondary diagonal on the Hi-C map^29^; (3) a strain harboring a single *parS* site at −117°, which had SMC concentrated within one chromosome half with less than half of the chromosomal DNA zipped as observed by Hi-C^29^ (Fig. 1b). 

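Anti-SMC ChIP-seq of the strain lacking all parS sites (BWX3212) in exponential growth is among the deposited data as 1 ChIP library and 1 input library, with mean coverages of 30.8 and 39.4 reads per base. Its SMC signal was close to level along the genome. On the left arm, ChIP/input was 0.886 from the origin to 400 kb, 0.979 from 400 to 800 kb and 1.08 from 1200 to 1600 kb. On the right arm it lay between 0.905 and 1.05. Of the 4032 bins of 1 kb that could be measured, 86 were above 2, and the highest stood at 6.54. The authors mapped the reads to the PY79 genome and deposited read coverage at each base, not scaled to depth. Here ChIP and input were averaged in 5-kb bins and scaled to the same mean, and medians of these bins were taken over windows of 400 kb. The ChIP-seq of the other strains and all of the Hi-C maps named here come from other series and were not examined.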

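DNA from exponentially growing cells was sequenced as 1 library each of the wild type (PY79), of the strain lacking all parS sites (BWX3212) and of the strain with a single parS at −117° (BWX3381), with mean coverages of 48.2, 43.6 and 50.8 reads per base. The input of the BWX3212 ChIP-seq is another library of that strain in the same growth phase, and the difference between both BWX3212 libraries gives the spread between libraries. The authors mapped the reads to the PY79 genome, and the deposited values are read coverage at each base, with no scaling to depth. In MFA, a locus nearer the origin is present in more copies in a growing population. Here the median coverage of each 10-kb bin was divided by the mean of all bins. The origin-to-terminus ratio is the median of the 40 bins within 200 kb of the origin over the median of the 40 bins within 200 kb of the opposite point of the chromosome, and its 95% interval comes from resampling the bins, so it does not cover differences between cultures.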

To understand whether the different SMC occupancy in these three strains affects replication progression in exponentially growing cells, we performed whole-genome sequencing (WGS) coupled with marker frequency analysis (MFA) to examine the genome-wide DNA replication profiles. 

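The origin-to-terminus ratio was 2.67 (95% interval 2.57 to 2.80) in the wild type, 2.80 (2.72 to 2.94) without parS and 2.56 (2.45 to 2.63) with the parS at −117°. The ChIP input library of the strain without parS, whose profile held many low bins, had a ratio of 3.21 (3.00 to 3.39), which differs by 0.411 from that of the other library of the strain. The 2 replicates of BWX4310 with HPUra for 30 min differed by 0.0147. Bin by bin, the median absolute log2 difference was 0.06 between the wild type and the strain without parS, 0.04 between the wild type and the −117° strain, and 0.04 between the strains with −117° and with no parS. Between the 2 libraries without parS it was 0.14, and between the replicates 0.04. A log2 difference above 0.2 was found in 0.993% of bins for the wild type against no parS, in 0.496% for the wild type against −117°, in 35.5% for the 2 libraries without parS and in 0% for the replicates. With 1 library per strain, no test between strains was made.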

Our experimental results showed that these three strains had nearly identical replication profiles, indicating that the distribution and movement of SMC have no effect on replication progression (Fig. 1b).

### Synchronizing replisome progression

To directly test the effect of SMC translocation on the progression of the replication fork, we synchronized DNA replication using a *dnaB*(ts) allele in our experiments^35,36^. Cells were first grown exponentially at a permissive temperature (30 °C), then shifted to a restrictive temperature (42 °C) for 45 min. This step allowed DNA replication to finish but inhibited new rounds of replication, arresting cells in G1 phase. Next, cells were shifted down to 30 °C to initiate replication synchronously. We incubated the cells at 30 °C for only 15 min, then shifted them back to 42 °C. This step allowed the current round of replication to progress, but prevented further initiation events, resulting in a single round of synchronized replication. 

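WGS of the synchronized strain with a single parS at −59° and IPTG-inducible parB (BWX5297) without IPTG comprises 1 library before initiation (T = 0), at a mean coverage of 54.9 reads per base, and 9 libraries from T = 10 to T = 50 min, at 40.9 to 73.3 (median 56.8). The authors deposited coverage at each base from reads mapped to the PY79 genome, without a scaling to depth. Here each profile in 10-kb bins was divided by the T = 0 profile of the same strain and passed through a running median of 5 bins. The fork was placed on each arm where this profile falls through the level halfway between its plateau, within 100 kb of the origin, and its baseline, over 1800 kb from it. Where the profile crosses that level more than once, the crossing with the fewest bins on the wrong side was used. No fork was placed where the plateau was under 1.2 times the baseline. In 80 simulated positions the rule missed the true fork by a mean of 0.93 kb, with an SD of 5.6 kb. A pair of real libraries taken at T = 25 min without IPTG differed by 68.9 kb, which is the spread to be set beside a single position.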

We took samples at the indicated time points and used MFA to analyze replication progression (Fig. 1c). In all the experiments mentioned in this study, we used the same procedure for the replication synchronization.

The MFA plots obtained from experiments showed that cells achieved reasonable synchrony for replication initiation, progression, and termination (Fig. 1c, blue lines). However, there were features indicating that the synchronization was not perfect (Supplementary Fig. 1a). 

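Both forks left the origin together and were farther toward the terminus at each time up to T = 35 min. The mean of the leftward and rightward fork stood 156.6 kb from the origin at T = 10 min, 216.6 kb at T = 15 min, 568.2 kb at T = 20 min, 906.4 kb at T = 25 min, 1129 kb at T = 30 min and 1485 kb at T = 35 min. The 2 forks of a library lay between 1.47 and 79.6 kb apart in distance from the origin at T = 10 to T = 40 min. The line through T = 20 to T = 35 min rose by 59.4 ± 3.5 kb/min (SE, 4 libraries) and met the origin at 10.3 min. The origin-to-terminus ratio fell from 1.83 at T = 35 min to 1.27 at T = 50 min, and no fork could be placed at T = 45 or T = 50 min. Without the division by T = 0, the rate was 49.2 kb/min.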

First, at T = 0 before initiation, instead of a flat line, there was a shallow slope from the origin to the terminus (Fig. 1c at 0 min before replication initiation and Supplementary Fig. 1a, slope 1), indicating that a fraction of cells was not arrested in G1 but had pre-existing replisomes on the chromosome. 

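At T = 0 the scaled profile declined away from the origin, with a slope of −0.0943 ± 0.0031 per Mb (SE of the line over all bins) in BWX5297. The slope was −0.0851 ± 0.0062 in BWX5230, −0.107 ± 0.0037 in BWX5529 and −0.138 ± 0.0034 in BWX4310, the other dnaB(ts) strains used later. Copy number near the origin was between 1.13 and 1.29 times that over 1800 kb away in these 4 strains. Each strain has 1 library at T = 0.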

Secondly, during replication, the peak height was lower than twofold of the baseline (Supplementary Fig. 1a, middle panel), indicating that not all the cells in the population had initiated replication, resulting in a small fraction of cells without replisomes. 

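In the culture without IPTG, the plateau near the origin stood at 1.70 times the baseline at T = 10 min, 1.90 at T = 15 min, 1.69 at T = 20 min, 1.77 at T = 25 min, 1.85 at T = 30 min and 1.89 at T = 35 min. These ratios are of the profiles before division by T = 0, so they contain the slope that was there at T = 0.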

Thirdly, instead of a vertical line connecting the replicated region to the unreplicated region, there was a slope in the experimental profile (Supplementary Fig. 1a, slope 2), indicating that cells started replication within a narrow time window rather than at a precise time. 

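The distance over which the divided profile fell from 0.25 of its step below the plateau to 0.25 above the baseline grew with time. It was 60.7 kb at T = 10 min, 99.8 kb at T = 15 min and 98.6 kb at T = 20 min, then 254.1 kb at T = 25 min, 290.9 kb at T = 30 min and 478.1 kb at T = 35 min. The running median of 5 bins of 10 kb smooths the earliest of these steps.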

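At the end of the time course the origin region remained above the terminus region. The plateau was 1.58 times the baseline at T = 40 min, 1.31 at T = 45 min and 1.29 at T = 50 min. The slope of the profile away from the origin at T = 50 min was −0.132 ± 0.0040 per Mb (SE over bins).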

Finally, after the synchronized round of replication was completed, the replication profile had a slope (Supplementary Fig. 1a, slope 3), indicating that replisomes were still present in a small fraction of cells.

To understand the replisome progression in our experiment, we performed simulations of replisome dynamics to reproduce the distribution of replisomes according to the MFA plots (see details in Supplementary Methods). We varied five parameters of replisome behavior, including the fraction of cells containing replisomes before initiation (e.g., pre-existing replisomes), the average time for a replisome to load to the origin, the speed of replisome movement at 30 °C and 42 °C, and the rate of spontaneous replisome stalling after replication. We identified one set of numbers that reproduced the MFA profiles for all the time points in this experiment (Supplementary Fig. 1b, c), as well as all the MFA plots in later figures (Supplementary Fig. 1d–f). 

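A model with the same 5 quantities was fitted by least squares to 6 profiles of BWX5297 without IPTG, from T = 0 to T = 50 min. The fitted fork speed was 65.4 ± 0.82 kb/min at 42 °C and 26.0 ± 1.1 kb/min at 30 °C (SE from 50 resamplings of 41 blocks of the genome). Replisomes were present before initiation in 12.9% ± 3.1 of cells, and 73.0% ± 7.0 of cells initiated within the 15 min at 30 °C, with a mean time to load of 11.5 ± 2.1 min. The mean time to stall was 58.6 ± 7.2 min. Leaving out 1 time point moved the fork speed at 42 °C to between 63.9 and 67.2 kb/min, the time to load to between 7.46 and 14.1 min, and the cells with replisomes before initiation to between 1.16% and 15.4%. The forks of these cells were held in place, loading was allowed only at 30 °C, and both arms were treated alike. The fitted profiles differed from the measured ones by 0.0556 (root mean square, in units of the mean copy number).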

Our simulations estimated that the fraction of pre-existing replisomes was ~18%, the speed of DNA replication at 42 °C was ~66 kb/min, and the calculated fraction of cells that initiate replication was ~95% (Supplementary Fig. 1b, also see details in Supplementary Methods).

### SMC translocation does not affect replisome progression

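The same strain, BWX5297, was also grown with 1 mM IPTG added at T = 0, which gave WGS libraries at the same 9 times, at mean coverages of 42.0 to 72.1 (median 63.5). Each time thus gives 1 pair of libraries with and without IPTG. Anti-SMC ChIP-seq was made from the culture with IPTG at T = 0 and at the 9 later times, at mean coverages of 20.8 to 59.2 (median 51.4). The WGS library of the same time served as the input. Fork positions and origin-to-terminus ratios were obtained as for the culture without IPTG. The 9 pairs of ratios and the pairs in which a fork could be placed in both cultures were compared by exact sign-flip tests, chosen before the data were examined. The rule that places the fork was changed after the profiles had been seen. Times of one culture are not independent cultures, so the sign-flip tests cover the spread between pairs only. ChIP and input were averaged in 5-kb bins, scaled to the same mean and divided, and each time was set over T = 0 as a log2 ratio. This scaling makes regions far from parS fall when the signal near parS rises.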

To directly test whether SMC translocation affects replisome progression using experiments, we induced SMC loading and translocation in replication-synchronized cells and monitored the difference in replication fork progression with and without translocating SMC (Fig. 1c, red and blue curves, respectively). The location of SMC loading was specified by a single *parS* site at −59°, and the timing of SMC loading was controlled by IPTG-inducible *parB*. We added IPTG at the onset of replication initiation. 

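SMC rose next to the −59° parS within 10 min of induction. Over the 100 kb on the terminus side, the median log2 ratio to T = 0 was 0.83 at T = 10 min, 1.02 at T = 15 min, 1.58 at T = 20 min and 1.73 at T = 25 min. Over the 100 kb on the origin side it was 0.95, 1.07, 1.46 and 1.47 at the same times. From T = 30 to T = 45 min the terminus side stayed between 1.13 and 1.44, and it was 1.61 at T = 50 min. The right arm, which holds no parS, declined to −0.21 at T = 10 min, −1.06 at T = 20 min and −1.65 at T = 50 min. With ChIP/input scaled to the right arm instead, the terminus side stood at 2.70 at T = 20 min and at 3.28 at T = 50 min, and the origin side at 2.58 and 2.83.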

ChIP-seq results showed that SMC was loaded and enriched progressively as expected (Supplementary Fig. 2b). 

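The zone of SMC enrichment, measured from parS to the first run of 5 bins at or below the T = 0 level, ended farther from parS toward the terminus than toward the origin at each of the 9 times. Toward the terminus its end was 590.0 kb from parS at T = 20 min and 820.0 kb at T = 25 min. The parS lies 655.5 kb from the origin. The leftward fork of the culture with IPTG had moved 287.4 kb from the origin at T = 15 min and 555.2 kb at T = 20 min, and it was past parS at T = 25 min, at 811.1 kb. After T = 25 min the terminus-side end showed no steady course, at 580.0, 610.0, 880.0, 600.0 and 555.0 kb from T = 30 to T = 50 min. An uncertainty of 25 kb, 5 bins, was taken for each end, since there is 1 library per time. With ChIP alone, the terminus-side end at T = 25 min was 610.0 kb.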

Judged by the SMC enrichment zone (Fig. 1c, magenta bars determined by Supplementary Fig. 2b) and replisome progression (Fig. 1c, red and blue curves), SMC-replisome collisions occurred from 15 min to 50 min. Nonetheless, in the presence of SMC, the replication progression profiles overlapped with ones in the absence of SMC (Fig. 1c, red and blue curves). These experimental results indicate that SMC translocation does not affect replication progression.

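With and without IPTG, the profiles of the same time lay on each other. The median absolute log2 difference per 10-kb bin was between 0.02 and 0.04 from T = 10 to T = 40 min and at T = 50 min, and 0.09 at T = 45 min. Between the pair of libraries at T = 25 min that were both grown without IPTG it was 0.05. The origin-to-terminus ratio with IPTG was higher at 5 of 9 times, and the mean log2 difference was 0.01 (SD 0.07, exact sign-flip test, two-sided p = 0.691, smallest possible p 0.0039). The forks with IPTG were farther from the origin at 4 of 7 times, with a mean difference of −5.19 kb (SD 48.8, exact sign-flip test, two-sided p = 0.828, smallest possible p 0.0156). The largest differences were 61.8 kb ahead at T = 15 min and −85.7 kb at T = 25 min. The sign of the mean difference changed with the rule for the fork, to 5.12 kb without division by T = 0 and to 5.73 kb in 5-kb bins, and no rule gave a p under 0.48. With the fork at the outermost crossing of the level, the rule first used, it was 13.8 kb (exact sign-flip test, two-sided p = 0.484). From these overlapping profiles, the paper concludes that SMC translocation leaves replication progression unaffected.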

### SMC translocation is affected by replisomes

Conversely, we investigated the impacts of replisome movement on SMC translocation using experiments (Fig. 2 and Supplementary Movie 1). We used a strain that retained the endogenous *parS* at −27° but lacked the other eight *parS* sites. This strain also contained a *dnaB*(ts) allele to allow for synchronization of DNA replication using the procedure described above (Fig. 2a, MFA plots) but had ParB and the SMC complex expressed from their endogenous promoters. 

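This strain (BWX5230) was sampled at T = 0 and at 7 times from T = 10 to T = 40 min, with 1 Hi-C map and 1 WGS library per time. The WGS libraries had mean coverages of 27.2 to 96.1 reads per base (median 77.9). The authors mapped the Hi-C reads to the PY79 genome, counted contacts between 10-kb bins and normalized each map so that the contacts of each bin sum to 1. The read depth behind a map is not recoverable from such values. Here contact is given per 1000. For each distance from parS toward the terminus, the ridge of the secondary diagonal is the position toward the origin and right arm with the largest contact, after smoothing over 3 by 3 bins. The tilt is the slope of the origin-side distance on the terminus-side distance, over the part of the ridge near parS. Its interval is over neighbouring points of a smoothed ridge, which are not independent, and does not cover differences between maps. The zipped region is the connected area on the secondary diagonal above the mean plus 0.65 SD of the map, the threshold the paper states, and its farthest points are the zipping ends. Fork positions were measured as in Fig. 1c. The ridge moves in steps between contact stripes on the map, and the series holds no replicate maps.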

At T = 0, cells were arrested in G1 as indicated by the MFA plot. The Hi-C map had a secondary diagonal emanating from −27°, showing that the DNA regions flanking the *parS* were zipped (Fig. 2a, b, T = 0, line 1). 

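At T = 0 the ridge of the secondary diagonal joined DNA 300 kb from parS on the terminus side to DNA 220 kb away on the origin side, 500 kb to 330 kb, and 700 kb to 470 kb, with contacts of 10.6, 10.00 and 9.32 per 1000. Zipping extended 1730 kb toward the terminus and 1530 kb across the origin into the right arm. The origin-to-terminus ratio of the same cells was 1.13 (95% interval over bins 1.08 to 1.16).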

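The −27° parS lies 296.5 kb from the origin. In BWX5230 the leftward fork stood 137.7 kb from the origin at T = 10 min and 260.5 kb at T = 15 min, and the rightward fork 157.2 and 245.3 kb. The origin-to-terminus ratio was 1.94 at T = 10 min and 2.12 at T = 15 min.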

From 0 min to 15 min, replication initiated and progressed toward the *parS* site. The replisome collided head-on with SMCs. We observed three new features on the Hi-C maps. First, starting at −27°, the secondary diagonal curved downward (Fig. 2a, arc 1), indicating that SMCs colliding with the replisome moved slower than the ones translocating toward the terminus. 

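The part of the secondary diagonal on the origin side drew closer to parS. At 500 kb on the terminus side, the ridge lay 250 kb from parS on the origin side at T = 10 min and 230 kb at T = 15 min. At 700 kb it lay at 300 and 290 kb. From 200 to 500 kb on the terminus side, each step toward the terminus went with 0.539 steps toward the origin at T = 0. It went with 0.235 (95% interval 0.200 to 0.267) at T = 10 min and 0.333 (0.222 to 0.500) at T = 15 min. With contact divided by its mean at the same genomic distance, the slope was 0.222 at T = 10 min and 0.188 at T = 15 min, but at 700 kb the ridge lay at 460 kb at T = 10 min, near the 470 kb of T = 0.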

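Contact along the T = 0 ridge was lost in the middle of the secondary diagonal. At 400 to 600 kb on the terminus side it was 0.598 of the T = 0 value at T = 10 min and 0.466 at T = 15 min, and at 600 to 800 kb it was 0.614 and 0.393. Nearer parS, at 200 to 400 kb, it was 0.786 and 0.646 of the T = 0 value. The band taken was that of the T = 0 ridge, so the move of the ridge toward parS lowers these values as well as a loss of contact.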

Secondly, there was a gap on the secondary diagonal (Fig. 2a, gap), which could be explained by SMC complexes being delayed at the replisome relative to those complexes that were already in motion ahead of the replisome. The delay could be caused by SMC being blocked or dissociated when colliding with the replisome (Fig. 2b, T = 10’−15’). Thirdly, the remaining portion of the secondary diagonal toward the terminus region (Fig. 2a, T = 10’−15’, line 1) maintained its shape/curvature seen at T = 0, indicating that SMCs running ahead of replication forks were unaffected by the replication. It is important to note that arc 1 extended beyond the leftward replisome, which became more evident at later time points. This observation indicates that some SMCs bypassed the replisome and continued translocation.

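At 800 to 1000 kb on the terminus side, contact along the T = 0 ridge was 0.877 of its T = 0 value at T = 10 min and 0.850 at T = 15 min, and at 1000 to 1200 kb it was 0.916 and 0.969. Zipping ended 1740 kb from parS toward the terminus at T = 10 min and 1760 kb at T = 15 min, within 3 bins of T = 0. At the mean plus 0.8 SD, the end was at 1680 kb at T = 0, 1730 kb at T = 10 min and 830 kb at T = 15 min.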

**Fig. 2:**
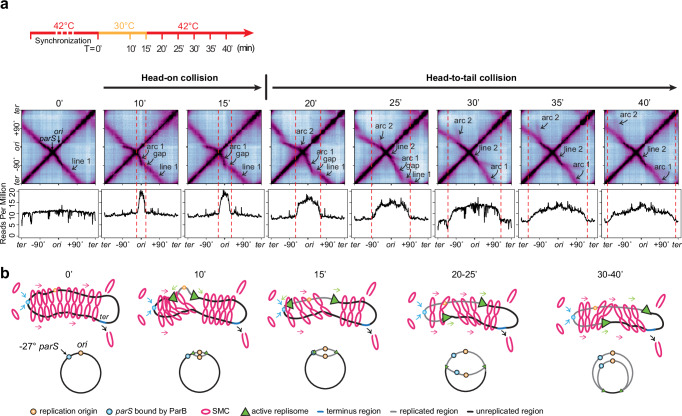
SMC translocation is affected by replisomes. See also Supplementary Fig. 3 and Supplementary Movie 1. **a** Time-course Hi-C maps and MFA plots of a strain containing a single *parS* site at −27° (BWX5230). G1-arrested cells were grown as indicated in the timeline (top row). T = 0’ indicates the onset of replication initiation. Samples were collected at the indicated time points. **b** Schematics depicting major SMC-replisome engagements at the indicated time points (top row). For simplicity, only one copy of the replicated region is shown (gray). Replisome progression is indicated on the bottom row.

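In BWX5230 the leftward fork stood 573.8 kb from the origin at T = 20 min, 862.0 kb at T = 25 min, 1247 kb at T = 30 min and 1335 kb at T = 35 min. Its distance past the −27° parS was 565.5 kb at T = 25 min, 950.2 kb at T = 30 min and 1038 kb at T = 35 min.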

At 20–35 min, the replication fork moved beyond the *parS* site as indicated by MFA (Fig. 2a, T = 20–25’). Thus, the SMCs loaded at the *parS* on the newly replicated DNA would trail behind the replisome and might collide with the leftward replisome in a head-to-tail manner (Fig. 2b, T = 20–25’). 

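Up to 1200 kb on the terminus side, contact along the T = 0 ridge was lowest at 600 to 800 kb at T = 15 and T = 20 min, 0.393 and 0.347 of its T = 0 value, and at 1000 to 1200 kb at T = 25 min, 0.399. At T = 30 min it was 0.590 at 600 to 800 kb, 0.6225 at 800 to 1000 kb and 0.627 at 1000 to 1200 kb. With 1 map per time, these values are too close to place the lowest one. By then contact was back to 0.993 at 200 to 400 kb and to 0.843 at 400 to 600 kb. The connected zipped region ended 1110 kb toward the terminus and 570 kb toward the origin at T = 20 min, against 1380 and 830 kb at T = 25 min. This end depends on the threshold, since with the mean plus 0.8 SD it fell to 990 and 590 kb at T = 25 min.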

The three features discussed above remained despite some minor changes (see schematics in Supplementary Fig. 3): (1) arc 1 continued to grow, and the growing tip of arc 1 still curved down near the replication fork; (2) the gap moved; (3) line 1 retreated toward the terminus. Additionally, we found that the central portion of arc 1 (illustrated as line 2 in Supplementary Fig. 3), which was close to the *parS*, flattened out to a similar curvature as seen at T = 0, indicating that newly loaded SMCs were not affected by the replisome far ahead. In addition to these three features, we found a new, smaller arc (arc 2) emanating from the *parS* (−27°). 

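The ridge near parS was back near its T = 0 course at T = 25 min and somewhat farther out at T = 30 min. At T = 0 it paired 500 kb on the terminus side with 330 kb and 700 kb with 470 kb, at 0.539 steps. At 500 kb on the terminus side it lay 250 kb from parS on the origin side at T = 20 min, 350 kb at T = 25 min and 380 kb at T = 30 min. At 700 kb it lay at 380, 460 and 490 kb. Each step toward the terminus went with 0.267 steps toward the origin at T = 20 min, 0.546 at T = 25 min and 0.667 at T = 30 min.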

Arc 2 curved up and tracked behind the replication fork. Our previous work indicates that each SMC complex (loop-extruding unit) contains two independent motors translocating away from the loading site^29,37–39^. The shape of arc 2 indicates that the SMC motor heading toward the terminus region traveled more slowly than the motor heading toward the replication origin. This is consistent with the idea that SMCs loaded behind the replisome are slowed down by the replisome, whereas the other SMCs translocating toward the origin region (i.e., away from the replisome) are less affected.

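Subtracting the T = 0 map shows a second ridge nearer parS on the terminus side. On it, each step toward the origin and right arm went with 0.421 (95% interval 0.389 to 0.452) steps toward the terminus at T = 25 min, 0.136 (0.103 to 0.167) at T = 30 min and 0.312 (0.214 to 0.381) at T = 35 min. At T = 30 min it ran from 720 to 1390 kb on the origin side, the last distance searched. On the terminus side it moved from 560 to 630 kb. The ridge was sought up to 0.8 of the origin-side distance, a limit set after the maps had been seen. Up to 0.7, the slope was 0.0863 at T = 30 min and 0.0909 (0.00 to 0.375) at T = 35 min, and at T = 40 min the ridge depended on this limit, with a slope of 0.125 (0.00 to 1.15) instead of 0.500. From this slope the paper concludes that the motor toward the terminus moved more slowly than the motor toward the origin.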

These experimental results demonstrate that when encountering the replisome, SMC movement was altered. The Hi-C maps show hints of SMC paused by the replisome (Fig. 2a, arc 1 and gap), and SMC bypassing the replisome (Fig. 2a, 10–30 min after replication initiation, arc 1 extending beyond the leftward replisome). It is also possible that some SMCs dissociated after the collisions. Given the continuous loading of SMCs, continuous movement of replisomes, and concurrent head-on and head-to-tail collisions between SMCs and replisomes, it is difficult to quantify the consequences of SMC-replisome collisions in this experimental setup. In our next sections, we set up simpler scenarios of SMC-replisome collisions to dissect the rules of engagement between SMC and the replisome.

### Engineering an in vivo system for SMC-replisome collisions

To better resolve the effect of the replisome on SMC translocation, we designed an experimental system to exert both temporal and spatial controls over the collisions between SMC and the replisome on the chromosome. For SMC, we inserted a single *parS* site at different genome positions to control SMC loading spatially and an IPTG-inducible *parB* to control the timing of SMC loading. For the replisome, we used a *dnaB*(ts) allele to control the timing of replication initiation. We asked whether we could pause replisomes at specific locations to better manage the collision site. HPUra is a specific inhibitor of DNA polymerase PolC in *B. subtilis*, which has been shown to stall replication but retain the replisome at the replication fork^40–42^. To test the effectiveness of HPUra in our experimental system, we combined HPUra treatment with temperature shift experiments using a *dnaB*(ts) strain. 

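WGS of BWX4310, a dnaB(ts) strain with a single parS at −1° and IPTG-inducible parB, comprises 1 library at T = 0 and 1 at T = 15 min, with mean coverages of 47.4 and 44.9 reads per base. From T = 15 min the culture received IPTG, with or without 162 µM HPUra. With HPUra there is 1 library after 15, 20 and 25 min and there are 2 replicates after 30 min, at 39.0 to 80.5 (median 50.2). Without HPUra there is 1 library after 15, 20, 25 and 30 min, at 39.2 to 49.0. The deposited coverage was binned and the forks were placed as for BWX5297, with the T = 0 library of BWX4310 as the divisor. The replicates after 30 min with HPUra had mean fork positions of 222.9 and 247.4 kb, a difference of 24.5 kb (SD 17.3), and a median absolute log2 difference of 0.04 per bin. The microscopy of Fig. 3 is not part of the deposited series.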

We monitored replication progression using MFA and examined replisome integrity using fluorescence microscopy of DnaX-YFP^35^ (Fig. 3).

**Fig. 3:**
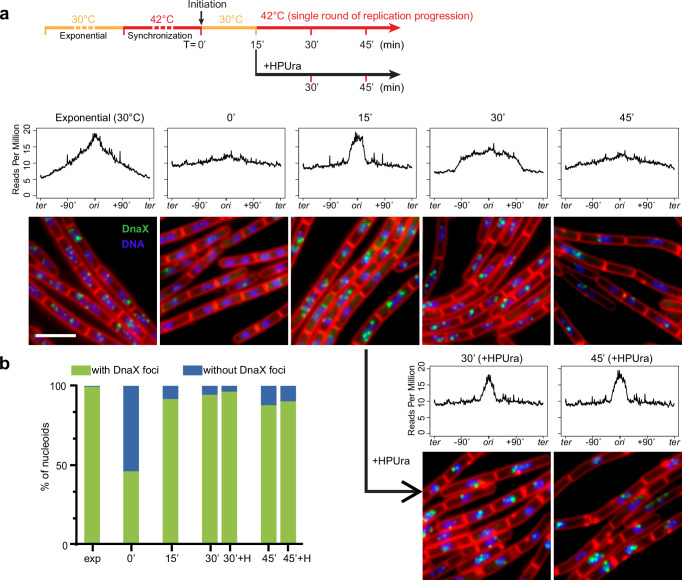
HPUra stalls replication but does not affect replisome assembly. See also Supplementary Fig. 4. **a** As shown in the experiment timeline (top row), a *dnaB*(ts) strain (BWX4310) was grown exponentially at 30 °C for 2 h, shifted to 42 °C for 45 min to synchronize DNA replication. At T = 0’, cells were shifted to 30 °C for 15 min to initiate replication, then back to 42 °C to allow a single round of replication. HPUra was added at 15 min after replication initiation (T = 15’). Middle panel: MFA plots are shown for the indicated time points. Bottom panel: representative images of a *dnaB*(ts) strain (BWX2533) grown as described above. The images contain DAPI-stained nucleoid (blue), FM-4-64-stained membrane (red), and YFP-tagged DnaX (green). Scale bar represents 4 μm. **b** Analysis of imaging results in (**a**). Nucleoids with or without DnaX foci were quantified at the indicated time points, and the percentages were plotted. Source data are provided as a Source Data file.

Cells were synchronized as described above (Fig. 3a, timeline). At 15 min after replication initiation, the cell cultures were treated with or without HPUra. 

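Without HPUra the forks of BWX4310 moved from 264.5 kb at T = 15 min to 1141 kb after 15 more min, 1422 kb after 20 min and 1734 kb after 25 min, a rate of 58.5 ± 0.54 kb/min (SE, 4 libraries). After 30 min the origin-to-terminus ratio had fallen to 1.46, and no fork could be placed.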

In the absence of HPUra, replication progressed as expected (Fig. 3a, MFA plots). In the culture treated with HPUra, the DNA content remained unchanged over time (Fig. 3a, bottom panel +HPUra). These results indicate that HPUra stalled replication nearly immediately, and the DNA remained intact without degradation.

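With HPUra the forks of BWX4310 stayed near the origin. The mean of both forks was 172.1 kb after 15 min, 222.8 kb after 20 min and 240.1 kb after 25 min. Over the 6 libraries from T = 15 min on, the position changed by −0.38 ± 1.4 kb/min (SE), and the 5 libraries with HPUra had an SD of 29.4 kb, larger than that of the replicates. The leftward fork was at 255.2 kb and the rightward fork at 186.9 kb on average with HPUra. For the 2 replicates after 30 min the mean position was 235.1 kb, and 284.7 kb at a level 0.25 of the way up the step.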

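The origin-to-terminus ratio of the cells with HPUra was 1.70 after 15 min, 2.00 after 20 and 25 min, and 1.88 and 1.89 in the replicates after 30 min, against 2.03 when HPUra was added. From the unchanged profiles the paper concludes that HPUra stalled replication almost at once and left the DNA intact.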

To test whether the replisome remains bound to the replication forks after HPUra treatment, we visualized the DnaX-YFP foci using fluorescence microscopy (Fig. 3a, micrographs). Since our cells were sensitive to temperature but microscopy sample preparation and visualization were performed at room temperature, we attempted to fix the cells before visualization. However, all the fixation procedures we tried generated visualization artefacts that affected the quantification of replisome foci numbers. Thus, we performed these experiments in live cells without fixation. In the exponential growth phase, DnaX-YFP foci were detected in 99.4% of nucleoids, indicating active replication. After G1 arrest, we observed that 46.2% of nucleoids contained replisome foci, much higher than the 18% of cells with pre-existing replisomes as indicated by MFA (Supplementary Fig. 1b). The higher percentage was derived from a portion of *dnaB*(ts) cells that had initiated replication during sample preparation and imaging at room temperature. At 15 min after initiation, we observed replisome foci in 91.7% of nucleoids, consistent with our earlier estimation by MFA results that ~95% of cells initiated replication (Fig. 1c and Supplementary Fig. 1). At 45 min, the percentage of nucleoids containing replisome foci dropped slightly due to the cells completing replication. In the presence of HPUra, the percentage of cells containing replisome foci remained largely unchanged over time (Fig. 3a, b). These results indicate that the addition of HPUra stalled replication effectively and replisomes remained at the replication forks, consistent with previous reports^41,42^.

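Hi-C of BWX4310 held in G1 at 42 °C comprises 1 map after 15 min of IPTG, 1 after 30 min, and 1 after 30 min with HPUra for the last 15 min. The maps hold contacts between 10-kb bins, normalized by the authors to a sum of 1 per bin, and their read depth is not known. Zipping ends were measured on each side of the −1° parS, which lies 11.2 kb from the origin, at the mean plus 0.65 SD of each map after smoothing over 3 by 3 bins. On simulated ends of 400, 800 and 1200 kb added to the T = 0 map of BWX5297, this rule gave means of 420.0, 820.0 and 1210 kb, and of 1468 kb for 1600 kb. The simulated ridge had even strength and a sharp end. Measured contact declines gradually, in G1 after 30 min of IPTG from 10.45 per 1000 at 100 to 300 kb to 2.68 at 1500 to 1700 kb, through a threshold of 4.10. The simulation thus does not test how an end is placed on such a ridge. With no replicate maps, an uncertainty of 20 kb, 2 bins, was taken for each end.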

To test whether HPUra has an off-target effect on SMC translocation, we performed Hi-C on *dnaB*(ts) cells that were constantly arrested in G1 (Supplementary Fig. 4a). 

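In G1-arrested BWX4310, zipping had reached 590 kb on the left arm and 680 kb on the right arm 15 min after IPTG, a mean of 635.0 kb. With the mean plus 0.5 SD as the threshold, the mean was 670.0 kb.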

At 15 min after ParB induction (+IPTG 15 min), ~730 kb of DNA from each of the left and right arms was zipped by SMC. 

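After 30 min of IPTG, the zipping ends were at 1030 kb on the left arm and 1110 kb on the right arm without HPUra, and at 860 and 990 kb with HPUra for the last 15 min, a mean difference of −145 kb. The labels give 30 min at 42 °C before IPTG for the map without HPUra and 45 min for the map with HPUra, and this was not separated from HPUra. The direction of this difference changed with the threshold. It was −170 kb at the mean plus 0.8 SD, but 15.0 kb at the mean plus 0.5 SD and 40.0 kb without smoothing. Contact on the diagonal with HPUra was 0.976 of that without at 100 to 300 kb from parS, 0.882 at 500 to 700 kb, 0.920 at 700 to 900 kb and 0.991 at 1100 to 1300 kb.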

After another 15 min, with or without HPUra, DNA zipping proceeded to the same distance (Supplementary Fig. 4a). Therefore, in the absence of active DNA replication, HPUra does not affect SMC translocation; the effect of HPUra on SMC movement reported in the following sections is due to HPUra’s effect on the replisome.

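At 1300 to 1500 kb from parS, beyond the zipping ends of both maps at the mean plus 0.65 SD but not with the thresholds from distant pairs, contact with HPUra was 1.03 of that without, and at 1500 to 1700 kb it was 0.981. From the zipping with and without HPUra in G1, the paper concludes that HPUra acts on SMC only through the replisome.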

### Head-to-tail collisions between SMC and the replisome (two-sided)

In *B. subtilis*, SMC translocation is faster than DNA replication: in exponentially growing cells, SMC translocation is at ~50 kb/min while the replisome progresses at ~40 kb/min^29,43^. In our current experimental setup at 42 °C, we measured that SMC translocates at ~71 kb/min (Supplementary Fig. 4b) while the replisome progression is estimated to be at ~66 kb/min (Supplementary Fig. 1b). Thus, SMC that loads behind the replisome may catch up and collide with the replisome in a head-to-tail orientation. 

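In BWX4310 with IPTG and moving forks, zipping ends at 15, 20, 25 and 30 min advanced by 47.2 ± 6.9 kb/min on the left arm and 47.0 ± 4.8 kb/min on the right arm (SE, 4 maps). Between 15 and 20 min alone the rates were 54.0 and 60.0 kb/min. These rates depend on the threshold. At the mean plus 0.5 SD they were 54.6 and 57.4 kb/min, and at the mean plus 0.8 SD 40.2 and 44.2 kb/min. With thresholds from pairs over 100 and 200 kb apart, chosen after seeing the data, they were 62.2 and 65.0, and 78.4 and 77 kb/min, the last 2 with ends at 30 min at the limit of 2000 kb that the search allows. Over 15 to 25 min they were 59.0 and 55.0 kb/min. The lines met parS at 2.06 and 1.49 min after IPTG.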

Below, we set up two experiments to examine this type of collision.

Many bacteria have *parS* sites that are very close to the replication origin^32^. *B. subtilis* has five origin-proximal *parS* sites at −1°, −3°, −4°, −5°, and +4°, respectively (Fig. 1a). After replisomes travel past these sites, SMCs loaded at these sites will track behind both replisomes and may catch up, colliding with both at about the same time. To understand the consequences of such two-sided head-to-tail collisions, we used a strain containing a single *parS* at the endogenous −1° site and a *dnaB*(ts) allele to allow for synchronization of DNA replication. In a control condition in which the replisome was synchronized but far ahead of the SMC, there was little chance of SMC-replisome collision, and the chromosome arms were gradually zipped at ~71 kb per minute (Fig. 4a, Supplementary Fig. 4b, Supplementary Movie 2). 

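Hi-C of BWX4310 with IPTG from T = 15 min and moving replisomes comprises 1 map each at 15, 20, 25 and 30 min, made and normalized like the G1 maps, and the WGS libraries are those of Fig. 3a without HPUra. Zipping reached 580 kb on the left arm and 600 kb on the right arm at 15 min, 850 and 900 kb at 20 min, 1170 kb on the left arm at 25 min, and 1260 and 1300 kb at 30 min. The ridge at 20 min paired 300 kb on the left with 270 kb on the right, 500 kb with 510 kb, and 700 kb with 710 kb.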

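The collision series of BWX4310 has 1 Hi-C map and 1 ChIP-seq library each after 15, 20, 25 and 30 min of HPUra and IPTG, and the WGS libraries with HPUra described for Fig. 3a. The ChIP libraries had mean coverages of 21.7 to 33.9 reads per base (median 27.7), and the second WGS replicate was the input at 30 min, as the paper's sample list gives it. The mean fork positions with HPUra put the rightward fork 198.1 kb from parS, and the leftward fork somewhat farther. Contact was averaged over 5 bins about the ridge of the control map at the same IPTG time, and the parts over 30 kb inside and over 50 kb beyond the forks were compared as collision over control. These margins were set after the maps had been seen.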

To set up an experiment for SMC-replisome collision, we allowed replication to initiate synchronously for 15 min, then added HPUra to pause replication forks (Fig. 4b, MFA plots). At the same time, we induced expression of ParB to load SMC, then monitored DNA zipping over time (Fig. 4b, Hi-C plots, Supplementary Movie 2). Compared to the control, the secondary diagonal in the collision experiment had three major features: (1) The Hi-C intensity had a sharp drop beyond the replisomes, suggesting that the majority of SMCs did not bypass the replisomes, but were either blocked or removed by the replisomes. 

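Beyond the stalled forks, contact on the secondary diagonal was less than that of the control at each time. It was 0.492 of the control (middle 50% of bins 0.392 to 0.572) at 15 min, 0.456 at 20 min, 0.413 at 25 min and 0.439 at 30 min. Between parS and the forks, contact was 1.04, 1.23, 0.987 and 0.954 of the control at the same times. At 50 to 200 kb beyond the forks the share was 0.561 at 15 min and 0.574 at 30 min, and at 200 to 400 kb it was 0.400 and 0.483. With 1 map per condition, the bins give the only spread. From the lower contact the paper proposes that most SMCs were blocked or removed by the replisomes.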

(2) Although the intensity was faint, the secondary diagonal extended beyond the replisomes, suggesting that some SMCs were able to bypass the replisomes and continue zipping up the arms. 

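Zipping in the collision series ended at 340 kb on the left arm and 310 kb on the right arm at 15 min, 410 and 380 kb at 20 min, 420 and 390 kb at 25 min, and 360 and 360 kb at 30 min. These ends lie beyond the mean position of both forks at each time, by 111.9 to 191.9 kb for the rightward fork. The SD of 29.4 kb between the libraries does not cover the spread of forks among cells. In BWX5297 without IPTG the step in the profile was 99.8 kb wide at T = 15 min. In BWX5297 before ParB was induced, the same rule already gave ends 250 and 180 kb from its parS on the terminus and origin side. How clearly zipping passed the forks is thus uncertain. No steady advance was seen after 20 min at this threshold. With thresholds from pairs over 100 kb apart, chosen after seeing the data, the mean end was at 435, 560, 590 and 630 kb, and from pairs over 200 kb apart at 520, 645, 700 and 850 kb, an advance at each time. The latter threshold placed a simulated end of 400 kb at 629 kb (SD 211.8) and one of 800 kb at 834 kb (SD 8.43). The shorter of these ends are thus unreliable.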

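SMC rose over time in the DNA at some distance past the stalled forks. At 300 to 600 kb beyond the leftward and rightward fork, the median log2 ratio of ChIP/input to that at 15 min was 0.06 and 0.12 at 20 min, 0.16 and 0.19 at 25 min, and 0.19 and 0.29 at 30 min. At 600 to 900 kb beyond the forks it was −0.12 and −0.13 at 20 min and 0.10 and 0.18 at 30 min. Within 300 kb it was 0.08 and 0.11 at 20 min and −0.03 and 0.00 at 30 min. Between the origin and the forks, the ratio at 30 min was −0.20 (95% interval over bins −0.23 to −0.13) on the left and −0.44 on the right. With ChIP alone it was −0.021 and −0.33, so the fall on the left rests on input division. Over all DNA beyond a fork it was −0.04 on the left and 0.01 on the right at 30 min, and the bands were added after the data were seen. The share of all enrichment between the forks was 32.0% at 15 min and 30.2% at 30 min, on 10.8% of the genome. With ChIP/input scaled to the DNA over 1500 kb from the origin, the left arm beyond the fork stood at 0.06, so its sign rests on the scaling.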

Consistent with this idea, ChIP-seq experiments showed that SMC enrichment progressed beyond the replisomes to the same end positions of Hi-C zipping (Fig. 4c). Since the replisomes did not fall apart in HPUra-treated cells (Fig. 3), we think these Hi-C and ChIP-seq signals were from SMCs bypassing the stalled replisomes rather than SMCs unimpeded due to fork collapse. (3) The end positions of DNA zipping in the collision condition (Fig. 4b) lagged behind that of the control (Fig. 4a), indicating that the SMCs that bypassed the replisomes were delayed by the replisomes before bypassing. 

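Zipping ends in the collision series were nearer parS than in the control by 240 kb on the left arm and 290 kb on the right arm at 15 min. The mean difference grew to 480 kb at 20 min, 755 kb at 25 min and 920 kb at 30 min.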

To estimate this delay, we measured that at 15 min after IPTG addition, with the replisomes, the DNA zipping distance on each replication arm was ~183 kb shorter than that of the control (Supplementary Fig. 5a). Using the measured extrusion rate of ~71 kb per minute, we inferred that a small fraction of SMCs paused for about three minutes before bypassing the replisomes (Supplementary Fig. 5a).

**Fig. 4:**
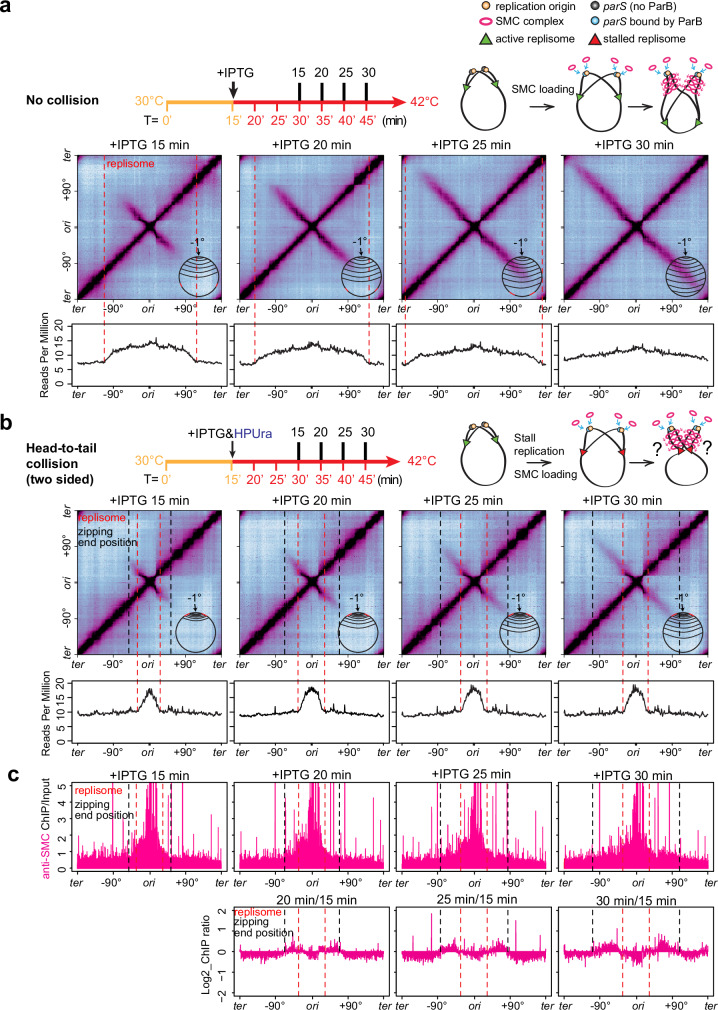
Two-sided head-to-tail collisions between SMC and stalled replisomes. See also Supplementary Figs. 4 and 5 and Supplementary Movie 2. A two-sided head-to-tail collision between SMC and the replisome was set up by controlling SMC loading (using IPTG-inducible *parB*) and replication stalling (using HPUra) in cells synchronized for DNA replication (using a *dnaB*(ts) allele). The timeline for each experiment is shown on the top panels. Numbers below the timeline indicate synchronization status, in which T = 0’ is the onset of replication initiation; numbers above the timeline indicate the time after IPTG or HPUra addition as indicated. Schematics of experimental setups are shown in the top right panel. **a** A control experiment with no SMC-replisome collisions, in which the replisome is far ahead of SMC. A *dnaB*(ts) strain containing IPTG-inducible *parB* and a single *parS* at −1° (BWX4310) was grown as indicated by the timeline (top panel). Hi-C contact maps were generated from cells at 15 min, 20 min, 25 min, and 30 min after IPTG addition. Schematics of the zipped region are superimposed on the Hi-C maps (middle panel). MFA plots from the same samples in Hi-C experiments are shown (bottom panel). The positions of replication forks are indicated with red dashed lines. **b** A two-sided head-to-tail collision in which both SMC motors encounter stalled replisomes. In the same strain shown in (**a**), HPUra was added to stall replication at 15 min after replication initiation. At the same time, IPTG was added to induce SMC loading. The positions of replication forks and the end positions of DNA zipping are indicated with red dashed lines and black dashed lines, respectively. **c** anti-SMC ChIP-seq was performed on the same samples as in (**b**). ChIP enrichment (ChIP/input) was plotted in 1-kb bins (top panel). The ratio of ChIP enrichments at indicated time points relative to +IPTG 15 min was plotted in log_2_ scale in 5-kb bins to track SMC translocation beyond the stalled replisomes (bottom panel). The positions of replication forks and the end positions of DNA zipping are indicated with red dashed lines and black dashed lines, respectively.

### Head-to-tail collisions between SMC and the replisome (one-sided)

Many bacterial genomes contain *parS* sites far away from the replication origin^32^. *B. subtilis* has four origin-distal *parS* sites at +17°, +42°, +91°, and −27°, respectively (Fig. 1a). After a replisome passes these sites, SMCs loaded behind the replisomes may catch up with only one replisome, generating a one-sided head-to-tail collision. To investigate this situation, we engineered a single *parS* site at −59° site (Fig. 5a, b). In the control experiment, SMC loading was induced in cells arrested in G1 without replication (Fig. 5a, MFA plots). 

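This control (BWX5297 in G1 with IPTG) has 1 Hi-C map and 1 WGS library each at 15, 20 and 25 min of IPTG, and the T = 0 samples before IPTG. The WGS libraries had mean coverages of 66.9, 80.0 and 44.3 reads per base at these times. A ChIP library at 25 min had a mean coverage of 7.87 and a median of 4. The origin-to-terminus ratio was 1.12 at 15 min, 1.08 at 20 min and 1.25 at 25 min, so this population also held some replicating DNA. Hi-C maps, normalized by the authors to a sum of 1 per bin, were measured with the threshold used for BWX4310, on the side of the −59° parS toward the terminus and on the side toward the origin.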

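Zipping on the terminus side of the −59° parS reached 810 kb at 15 min, 1080 kb at 20 min and 1260 kb at 25 min of IPTG. On the origin side it reached 560, 700 and 830 kb. The ends advanced by 45.0 ± 5.2 kb/min toward the terminus and 27.0 ± 0.58 kb/min toward the origin (SE, 3 maps), and between 15 and 20 min by 54 and 28 kb/min. The fitted lines meet parS at −3.33 and −5.80 min, before IPTG was added, so these rates cannot hold from loading on. The terminus side was ahead at each time under each threshold tried.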

The time-course Hi-C experiment showed that DNA zipping proceeded at ~71 kb per minute toward the terminus and ~49 kb per minute toward the origin, and the zipping was completed after 25 min of the induction (Fig. 5a, Supplementary Fig. 5b, Supplementary Movie 3). The asymmetry in SMC translocation speed toward the terminus versus toward the origin is consistent with previous observations and is likely caused by the arrangement of highly transcribed genes on the chromosome. Namely, in *B. subtilis*, the most highly transcribed genes are codirectional with DNA replication. For these genes, RNA polymerases in high density move in the same direction as the replisome. In the absence of DNA replication, SMCs translocating from the terminus to the origin still move against these dense RNA polymerases and might be slowed down by them^29,37,39,44^.

**Fig. 5:**
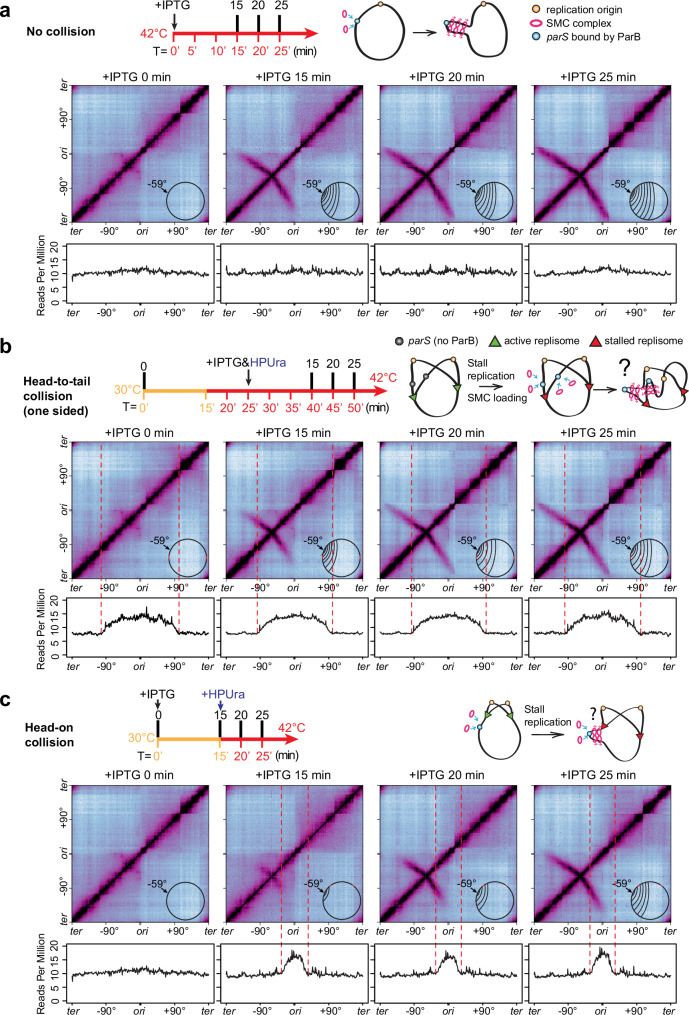
One-sided head-to-tail and head-on collisions between SMC and stalled replisomes. See also Supplementary Fig. 5 and Supplementary Movie 3. **a** A control experiment with no SMC-replisome collision using a *dnaB*(ts) strain containing IPTG-inducible *parB* and a single *parS* at −59° (BWX5297). This control was set up by growing G1-arrested cells at 42 °C constantly (see the timeline in the top panel). Hi-C contact maps (middle panel) and the MFA plots (bottom panel) are shown for samples at 0 min, 15 min, 20 min, and 25 min after IPTG addition. **b** A one-sided head-to-tail collision in which one motor of the SMC complex encounters a stalled replisome. In the same strain shown in (**a**), after the leftward replication fork moved beyond the *parS* site, the replisomes were stalled by the addition of HPUra. At the same time, SMC loading was induced by IPTG. Hi-C contact maps (middle panel) and the MFA plots (bottom panel) are shown for samples at 0 min, 15 min, 20 min, and 25 min after IPTG addition. The positions of replication forks are indicated with red dashed lines. **c** A head-on collision between SMC and a stalled replisome. In the same strain shown in (**a**), the replisomes were stalled before colliding with SMC. Hi-C contact maps (middle panel) and the MFA plots (bottom panel) are shown from samples at 0 min, 15 min, 20 min, and 25 min after IPTG addition. The positions of replication forks are indicated with red dashed lines.

To set up a one-sided head-to-tail collision in our experiment, we initiated replication and allowed the replisome to progress beyond the *parS* site (Fig. 5b, MFA plots). 

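This one-sided collision (BWX5297, HPUra and IPTG added at T = 25 min) has 1 Hi-C map and 1 WGS library just before the addition and after 15, 20 and 25 min. The WGS libraries had mean coverages of 37.6 before and 44.9 to 79.1 after the addition (median 64.7). ChIP-seq after 25 min had a mean coverage of 12.6. The leftward fork stood 998.5 kb from the origin before the addition, and 925.3, 918.5 and 894.1 kb from it after 15, 20 and 25 min. The rightward fork stood at 952.2, then 919.4, 904.9 and 885.0 kb. The 3 libraries with HPUra put the leftward fork at 912.7 kb on average, 257.2 kb past parS on the terminus side.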

We added HPUra to pause replication and added IPTG to induce the SMC loading (Fig. 5b). In the time-course Hi-C experiment, compared with the control experiment without replisome present (Fig. 5a, Supplementary Movie 3), the secondary diagonal in the collision experiment had the same major features observed in the two-sided head-to-tail collision (Fig. 4b): DNA zipping extended beyond the collision site, but the intensity was much lower than that in the control, suggesting that the majority of SMCs were removed or paused by the replisome, and some SMCs bypassed the replisome. Moreover, the end position of DNA zipping lagged behind that of the control, indicating that the SMCs that bypassed the replisome had experienced some delay before bypassing. 

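On the terminus side past the stalled fork, contact on the secondary diagonal was 0.662 of that in the control without replisomes (middle 50% of bins 0.594 to 0.704) at 15 min, 0.645 at 20 min and 0.675 at 25 min. Between parS and the fork it was 1.04, 0.953 and 0.960 of the control. At 200 to 400 kb past the fork it was 0.650, 0.603 and 0.647. Zipping reached 480 kb toward the terminus at 15 min and 620 kb at 20 and 25 min, which is 222.8 kb past the fork and then 362.8 kb. With the threshold from pairs over 100 kb apart, chosen after seeing the data, it reached 720, 1010 and 1240 kb, the last 982.8 kb past the fork. With contact divided by its mean at the same genomic distance, the share past the fork at 25 min was 0.745.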

At 15 min after IPTG addition, we measured that with or without replisomes, the difference in zipping distance was ~129 kb toward the terminus and ~72 kb toward the origin (Supplementary Fig. 5b). 

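At 15 min, zipping in the collision was 330 kb shorter than in the control toward the terminus and 210 kb shorter toward the origin, where it ended 350 kb from parS. The difference was 460 and 280 kb at 20 min, and 640 and 410 kb at 25 min, so that it grew at this threshold. With the threshold from pairs over 100 kb apart, chosen after seeing the data, it shrank to 220 and 100 kb at 20 min and 100 and 10 kb at 25 min. On the origin side that threshold already placed the end at 670 kb before HPUra and IPTG were added, against 700 and 840 kb in the collision at these times. From the difference at 15 min and the extrusion rates, the paper concludes that SMCs bypassed the replisome after a short delay.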

Using the terminus-directed extrusion rate of ~71 kb/min and origin-directed extrusion rate of ~49 kb/min, we inferred that bypassing happened after a ~two-minute delay in this one-sided head-to-tail collision (Supplementary Fig. 5b). Consistent with the Hi-C results, ChIP-seq analyses revealed that SMC enrichment decreased beyond the collision site compared with the control (Supplementary Fig. 5c). 

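Past the leftward fork, ChIP/input was 0.752 in the collision and 0.808 in the control, a median log2 ratio of −0.05 (95% interval over bins −0.09 to 0.00). Between parS and the fork it was 2.14 in the collision, a log2 ratio to the control of 0.01 (−0.06 to 0.10). The value past the fork depends on the scaling. It was −0.34 for ChIP alone, and −0.59 when both were scaled to the right arm beyond the rightward fork, a scaling chosen after the data were seen. That scaling put parS to the fork at −0.54. The control library was shallow, and its ChIP is the one with a median coverage of 4.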

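On the origin side of the −59° parS, up to the origin, ChIP/input was 0.940 in the collision and 1.39 in the control, a median log2 ratio of −0.47 (95% interval over bins −0.50 to −0.40, 130 bins). On the right arm, across the origin, ChIP/input was 0.421 in the collision and 0.302 in the control, and the log2 ratio was 0.47 (0.43 to 0.50). Beyond the rightward fork it was 0.57. Relative to T = 0, the collision stood at −0.25 from parS to the origin and at −1.04 on the right arm, and the control at 0.33 and −1.49. The fall from parS to the origin was −0.12 for ChIP alone and −1.02 when scaled to the right arm.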

Importantly, SMC enrichment not only decreased on left side of the *parS*, but also decreased on the right side (Supplementary Fig. 5c). This effect is similar to SMC being unloaded by a sequence-specific unloader, XerD^38^.

### Head-on collisions between SMC and the replisome

Since all the *parS* sites have some distance from the replication origin, as the replisome travels from the origin toward the terminus, SMC loaded at the *parS* will collide with the replisome head-on. To explore the consequence of head-on SMC-replisome collisions in a simple experimental setup, we used the same strain containing a single *parS* site at −59° but changed the timing of ParB induction and replisome stalling. We induced SMC loading at the onset of replication initiation and added HPUra at 15 min after replication initiation, which was before the replisome encountered SMC (Fig. 5c). 

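In this head-on series of BWX5297, IPTG was added at T = 0 and HPUra at T = 15 min. Hi-C maps and WGS libraries at T = 20 and T = 25 min, after 5 and 10 min of HPUra, number 1 each, with WGS at mean coverages of 67.0 and 53.6 reads per base. The samples at T = 15 min without HPUra are those of the culture with moving replisomes. ChIP libraries at T = 20 and T = 25 min had 22.6 and 27.1. The leftward fork stood 246.3 kb from the origin after 5 min of HPUra and 283.5 kb after 10 min, a mean of 264.9 kb. It was thus 390.6 kb from parS on the origin side. The rightward fork was at 245.5 and 225.4 kb. The control was the G1 series of Fig. 5a at the same IPTG times. It was kept at 42 °C, while the head-on culture spent the first 15 min of IPTG at 30 °C, so temperature was not separated from the collision.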

We found that although the end position of DNA zipping lagged behind that of the control at each time point, the DNAs were zipped beyond the replisome, indicating that some SMCs bypassed the replisome. However, the intensity beyond the collision point was lower than that of the control in Fig. 5a, indicating that some SMCs were unloaded or paused at the collision site.

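On the origin side, zipping in the head-on series ended 320 kb from parS at 15 min of IPTG, 430 kb at 20 min and 520 kb at 25 min. This end lay −70.6 kb from the fork, short of it, at 15 min, and 39.4 kb past it at 20 min and 129.4 kb past it at 25 min. At 15 min it lay −0.56 kb from the fork at the mean plus 0.5 SD, and 79.4 and 279.4 kb past it with the thresholds from pairs over 100 and 200 kb apart, chosen after seeing the data. At T = 0, before ParB was induced, the distant-pair thresholds already placed the origin-side end of BWX5297 at 670 and 690 kb. The 15-min ends at these thresholds lay no farther out, so they do not show zipping past the fork. The fork taken here is the mean of the libraries with HPUra. At T = 15 min itself it stood 287.4 kb from the origin, nearer parS. Relative to that fork, the ends at 15 min lay farther out than given. The control was ahead by 240, 270 and 310 kb on the origin side. On the terminus side, where no fork stood in the way, zipping reached 390, 650 and 790 kb and the control was ahead by 420, 430 and 470 kb.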

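Past the stalled fork on the origin side, contact on the secondary diagonal was 0.425 of the control (middle 50% of bins 0.375 to 0.469) at 20 min of IPTG and 0.516 (0.353 to 0.683) at 25 min. Between parS and the fork it was 0.848 and 0.896 of the control. At 50 to 200 kb past the fork the share was 0.452 at 20 min and 0.657 at 25 min, and at 200 to 400 kb it was 0.372 and 0.399. From the lower intensity the paper concludes that some SMCs were unloaded or paused at the collision site.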

### Framework of simulations

Next, we used simulations to understand what rules of engagement between SMC and the replisome generated the observed Hi-C and ChIP-seq results. As described earlier, we first simulated replisome dynamics to reproduce the experimental replication profiles (Supplementary Fig. 1, also see details in Supplementary Methods). For SMC dynamics, we adapted a framework based on previous measurements and simulations^37,39,45^ and included parameters specific to this study (see details in Supplementary Methods). Briefly, we set the number of SMC complexes (loop-extruding unit) to be 40 per chromosome. We considered that one loop-extruding unit contained two independent extrusion motors translocating away from the loading site. If translocation by one motor was blocked by an encounter with the replisome, the other continued its extrusion^29,37,39^. SMC complexes were allowed to load anywhere on the chromosome, with a loading preference at the *parS* site, so that they most often loaded at the *parS*. In addition, we determined two parameters that were specific for this study’s experimental conditions: by simulating SMC distribution to match the experimental ChIP-seq result, we estimated that SMC’s spontaneous disassociation rate at 42 °C was about 1200 s (Supplementary Fig. 6, also see details in Supplementary Methods); by directly measuring experimental Hi-C results, we determined that the SMC translocation rates at 42 °C was ~71.5 ± 2 kb/min per motor (i.e., for a total rate of loop growth of ~143 ± 4 kb/min) (Supplementary Fig. 4b).

When SMC reached a replisome, we first considered three outcomes^20^ in our simulations: blocking, in which only the collided SMC motor was stopped by the replisome^29,37,39^; unloading, in which both motors of the whole SMC complex were removed by the replisome^38^; and bypassing, in which SMC traversed the replisome and continued translocating. Given the indications from experiments, we next extended these simple models by allowing SMC to pause in a blocked state for a varying amount of time before unloading or bypassing. We simulated SMC dynamics and calculated SMC occupancy on the chromosome to compare with the experimental ChIP-seq results. Using the chromosomal positions of SMCs, we generated simulated contact frequency maps to compare with experimental Hi-C results (see details in Supplementary Methods).

### Determining the rules for head-to-tail SMC-replisome collisions

We simulated the rules of engagement for SMC and the replisome in the head-to-tail collision shown in Fig. 5b. We used the experimental data at 25 min following IPTG treatment (Fig. 6a) and first explored the three basic rules of engagement: bypassing-only, blocking-only, and unloading-only (Fig. 6b–d). In each model, the simulated SMC ChIP enrichment profiles (Fig. 6b–d, orange lines in top panels) and Hi-C maps (Fig. 6b–d, bottom panels) displayed specific features that were different from the experimental data (Fig. 6a).

**Fig. 6:**
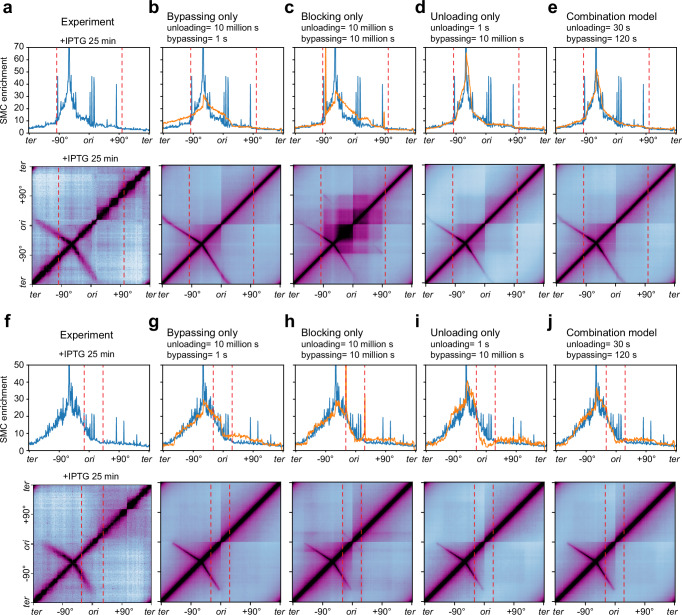
Simulation results for head-to-tail and head-on SMC-replisome collisions. See also Supplementary Figs. 6, 7, and 8. **a** Experimental data for the head-to-tail collision shown in Fig. 5b (+IPTG 25 min). Top: anti-SMC ChIP-seq was filtered as described in Supplementary Methods and plotted as reads per million in 10-kb bins. Bottom: Hi-C contact map. The positions of replication forks are indicated with red dashed lines. **b**–**e** Top: simulated SMC distributions (orange curves) plotted on top of experimental ChIP-seq result (blue curves). Bottom: simulated Hi-C maps. Four models are shown respectively for bypassing-only (**b**), blocking-only (**c**), unloading-only (**d**), and the combination model (**e**). The complete parameter sweep is shown in Supplementary Fig. 7. (**f**) Experimental data for the head-on collision shown in Fig. 5c (+IPTG 25 min). Top: anti-SMC ChIP-seq was filtered as described in Supplementary Methods and plotted as reads per million in 10-kb bins. Bottom: Hi-C contact map. The positions of replication forks are indicated with red dashed lines. (**g**–**j**) Top: simulated SMC distributions (orange curves) plotted on top of experimental ChIP-seq result (blue curves). Bottom: simulated Hi-C maps. Four models are shown respectively for bypassing-only (**g**), blocking-only (**h**), unloading-only (**i**), and the combination model (**j**). The complete parameter sweep is shown in Supplementary Fig. 8.

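ChIP-seq was taken alone, scaled to depth, in 10-kb bins, without the authors' filter, whose effect on these bins was not examined. At the forks of the head-on collision, the median ChIP signal within 30 kb over that of the DNA 50 to 150 kb away was 0.960 for the leftward fork and 1.00 for the rightward fork. Over other positions of the same library on both arms, the middle 95% of this ratio lay between 0.781 and 1.18 away from the leftward fork. Away from the rightward fork it lay between 0.793 and 1.21. With input division the ratio was 0.805 and 1.07.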

In the bypassing-only model, the simulated SMC enrichment beyond the collision site was much higher than the experimental ChIP result (Fig. 6b, top panel). The simulated Hi-C map had the DNA regions flanking the *parS* site fully zipped, with intensities very similar to the control which had no collision between SMC and the replisome (the simulated Hi-C map in Fig. 6b compared with the experimental Hi-C map in Fig. 5a). These results indicate that the bypassing-only model allowed too many SMCs to move beyond the replisome.

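In the experimental ChIP-seq of the head-to-tail collision, the median signal in 10-kb bins within 30 kb of the leftward fork was 1.05 times that of the DNA 50 to 150 kb away on both sides. At the rightward fork it was 0.940. Over other positions of this library on both arms, the middle 95% of the ratio lay between 0.738 and 1.21 away from the leftward fork. Away from the rightward fork it lay between 0.733 and 1.23. Divided by input, the ratio was 1.18 at the leftward fork and 1.01 at the rightward fork.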

In the blocking-only model, simulated SMC occupancy showed a sharp peak at the collision site (near −90°), which was absent from experimental ChIP-seq data. Additionally, SMC enrichment on the right arm was much higher than the experimental data (Fig. 6c, top panel). The simulated Hi-C map showed an intense “square” of interactions at the center of the map (Fig. 6c, bottom panel), which was absent from the experimental Hi-C map (Fig. 6a, bottom panel). Therefore, we ruled out the blocking-only model.

The unloading-only model exhibited a better match to the experimental data, but the ChIP signal near the loading site was higher than the experimental data (Fig. 6d, top panel). The simulated Hi-C interaction frequency beyond the collision site diminished much faster than the experimental Hi-C data (Fig. 6d, bottom panel).

Our simulation results indicate that the single rule of engagement (bypassing, blocking, or unloading) did not fully reproduce the experimental data. We next explored a combination of these engagement modes in the simulation to achieve a better fit to the experimental data (Supplementary Fig. 7). We assumed that when SMC collided with a replisome, the collided SMC motor was blocked, then it either bypassed the replisome or unloaded from the chromosome at specific rates (see details in Supplementary Methods). We generated simulated SMC occupancy profiles across a broad range of bypassing and unloading times to compare with the experimental data (Supplementary Fig. 7a). Intuitively, when the bypassing time was short and the unloading time was long, the simulated result resembled the bypassing-only model (Fig. 6b, Supplementary Fig. 7a); when both the bypassing and unloading times were long, the result resembled the blocking-only model (Fig. 6c, Supplementary Fig. 7a); when the unloading time was short and the bypassing time was long, the result resembled the unloading-only model (Fig. 6d, Supplementary Fig. 7a). To find the optimal model matching the experimental data, we performed the goodness-of-fit analysis (Supplementary Fig. 7b, also see details in Supplementary Methods) and visual inspections of the overall shape of SMC enrichment profiles to assess the similarity between the simulations and the experiment. We found that if the unloading was more than two-fold faster than the bypassing, the simulation produced a better fit than otherwise (Supplementary Fig. 7b, 1:2 ratio line). A few combinations produced a very good fit (Supplementary Fig. 7b, black asterisks). Since the experimental Hi-C analysis estimated the bypassing time to be about two minutes for this one-sided head-to-tail collision (Supplementary Fig. 5b), the best combination in the range was unloading at 30 s and bypassing at 120 s (Supplementary Fig. 7b, black check mark in the white rectangle), which produced simulated ChIP and Hi-C results better matching the experimental data than models involving the single rule of engagement (Fig. 6e compared with Fig. 6b–d).

### Determining the rules of SMC-replisome head-on collisions

Next, we investigated the rules of engagement for SMC and the replisome in the head-on collision shown in Fig. 5c. We simulated SMC occupancy profiles and Hi-C results at 25 min after IPTG induction (Fig. 6f–j). In a trend similar to the simulations of the head-to-tail collision, simple models of bypassing, blocking, or unloading did not reproduce the experimental results (Fig. 6f–i). Next, we swept a wide range of unloading and bypassing times (Supplementary Fig. 8a). The goodness-of-fit analysis and visual inspections identified four combinations that produced much better fits than each of the simple models (Supplementary Fig. 8b, black asterisks). Among these combinations was the same rule of engagement seen for the head-to-tail collision (unloading = 30 s and bypassing = 120 s) (Fig. 6j, Supplementary Fig. 8b, black check mark).

Although our simulations did not narrow the unloading and bypassing times to one specific set of numbers, we found that unloading is the major rule, and bypassing is less frequent. Although it is possible that SMC-replisome head-on collisions and head-to-tail collisions use different unloading and bypassing rates, we found certain combinations, such as unloading at 30 s and bypassing at 120 s, can explain both types of collisions. This set of numbers signifies that, when SMC encounters the replisome, on average, it first pauses for ~24 s which is much shorter than the spontaneous dissociate rate of ~1200 s we estimated (Supplementary Fig. 6b). Then with a ~80% chance, SMC unloads from the chromosome, and with a ~20% chance, SMC bypasses the replisome and continues translocation.

### SMC colliding with a moving replisome

Previous experiments (Figs. 4 and 5) and simulations (Fig. 6) used stalled replisomes. Although this simplified the collision scenarios, it did not account for replisome movement and activity. Our earlier experimental results show that the replisome moves unhindered when it collides with SMCs (Fig. 1c). We therefore hypothesized that when a SMC is blocked by a moving replisome, head-on collisions will result in the replisome pushing the SMC; while in head-to-tail collisions, the replisome will slow the SMC to match the speed of the replisome. To test this hypothesis and determine if the rules of engagement established using stalled replisomes apply to unperturbed, moving replisomes, we conducted two SMC-replisome collision experiments with active replisomes (Supplementary Movie 4).

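With moving replisomes, BWX5297 was sampled by Hi-C and WGS with 1 map and 1 library per time from T = 10 to T = 40 min after IPTG at T = 0, and by ChIP-seq up to T = 50 min. WGS and ChIP libraries are those of Fig. 1c. The maps were normalized by the authors to a sum of 1 per 10-kb bin. Ridge, zipping ends and forks were measured as for Fig. 2a, and the stalled series of Fig. 5c at T = 20 and T = 25 min and the G1 control of Fig. 5a at the same IPTG time were set beside them. The first 15 min of IPTG were at 30 °C with moving and stalled forks, and at 42 °C in the control.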

In the first experiment, using the same strain as in Fig. 5, we induced SMC loading upon replication initiation and allowed replisomes to progress through the cell cycle (Fig. 7a). 

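In BWX5297 with IPTG, the leftward fork was still between the origin and the −59° parS at T = 15 and T = 20 min. Zipping ended 390 kb from parS on the terminus side and 320 kb on the origin side at T = 15 min, and at 610 and 390 kb at T = 20 min.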

MFA and Hi-C results at T = 15–20 min showed SMCs colliding head-on with the moving replisome. Compared with experiments containing stalled replisomes, collisions with moving replisomes exhibited more pronounced features (Supplementary Movie 4). Specifically, as indicated by the Hi-C maps, DNA zipping progressed more slowly, and the secondary diagonal displayed a stronger downward tilt (Supplementary Fig. 9a, b); on ChIP-seq plots, SMC enrichment had a slower progression and stronger buildup at the collision zone (Supplementary Fig. 9c, d, black arrows), although SMC enrichment on the terminus-proximal side remained unaffected. These experimental results support a model in which the SMC motor in a head-on collision is blocked and pushed back by the moving replisome, while the unblocked SMC motor continues translocating. 

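With moving forks the secondary diagonal tilted more toward the terminus at T = 20 min than with stalled forks. At 300 kb on the terminus side the ridge lay 160 kb from parS on the origin side with moving forks and 220 kb with stalled forks, at 500 kb it lay at 240 and 360 kb, and at 700 kb at 350 and 390 kb. On maps divided by the mean contact at the same distance, it lay at 220 kb in both at 300 kb, and the values at 500 and 700 kb stayed. Zipping ended 610 and 390 kb from parS with moving forks and 650 and 430 kb with stalled forks. At the mean plus 0.5 SD the terminus-side end was at 660 kb in both. SMC on the origin side fell off closer to parS with moving forks. The median log2 ratio of ChIP/input to T = 0 was 0.66 with moving and 0.85 with stalled forks at 100 to 200 kb, 0.10 and 0.55 at 200 to 300 kb, and −0.46 and 0.26 at 300 to 400 kb. The zone ended nearer parS with moving forks. On the terminus side it was 1.16 with moving and 0.65 with stalled forks at 200 to 300 kb, and 0.15 and 0.36 at 500 to 600 kb, and the zone ended at 590 and 610 kb. For ChIP alone, the difference of moving minus stalled forks in this end was −80.0 kb. Each condition has 1 library.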

Despite the blocking and pushback, DNA zipping eventually extended beyond the replisome, albeit at lower Hi-C intensity, indicating that some SMCs bypassed the moving replisome after the head-on collision. 

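Zipping with moving forks ended 530 kb from parS on the origin side at T = 25 min and 570 kb at T = 30 min, with 850 and 860 kb on the terminus side. By then the leftward fork had passed parS and was 155.6 kb beyond it at T = 25 min and 487.1 kb at T = 30 min. With stalled forks at T = 25 min the ends were 790 kb on the terminus side and 520 kb on the origin side.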

Following these head-on collision events, the intensity of the secondary diagonal was reduced (compare 25 min with 20 min in Fig. 7a; compare the moving replisomes with the stalled replisomes in Supplementary Fig. 9a, b, 25 min), suggesting that some SMCs were unloaded from the chromosome upon the head-on collisions. 

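From T = 20 to T = 25 min with moving forks, contact on the ridge at 300 kb on the terminus side went from 8.70 to 6.12 per 1000, and at 500 kb from 7.24 to 6.02. At 700 kb it rose from 3.12 to 5.46. At T = 25 min, contact on each map's own ridge over that of the control was 0.629 with moving and 0.947 with stalled forks at 200 to 400 kb, and 0.694 and 0.809 at 400 to 600 kb. At 600 to 800 kb it was 0.776 and 0.711. At T = 20 min the shares at 200 to 400 kb were 0.923 and 0.935. The paper proposes from the lower intensity that some SMCs were unloaded in the head-on collisions.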

After the replisome passed the −59° *parS* site (Fig. 7a, T = 25–40 min), SMCs loaded at the *parS* trailed the replisome in a head-to-tail orientation. 

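In BWX5297 with moving forks, a second ridge in the map minus T = 0 was found at T = 30 min. On it each step toward the origin went with 0.235 (95% interval 0.00 to 0.429) steps toward the terminus, over 390 to 610 kb on the origin side. At T = 25, T = 35 and T = 40 min the ridge changed place or slope with the search limit, and no slope is given.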

The upward tilt of arc 2 on the Hi-C maps (Fig. 7a, T = 25–40 min, black arrows) indicates that SMCs were slowed down behind the moving replisome. 

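At T = 30 min the second ridge of BWX5297 began 187.1 kb and ended 147.1 kb behind the leftward fork. With the search up to 0.7 of the origin-side distance, these distances were 207.1 and 127.1 kb.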

Arc 2 lagged considerably farther behind the leftward replisome, suggesting that SMCs did not catch up with or bypass the replisome under these conditions. Therefore, in a head-on collision, the rules of engagement established with stalled replisomes appear to apply to the case of active replisomes; in a head-to-tail collision, additional rules appear to be at play, leading to the formation of arc 2.

**Fig. 7:**
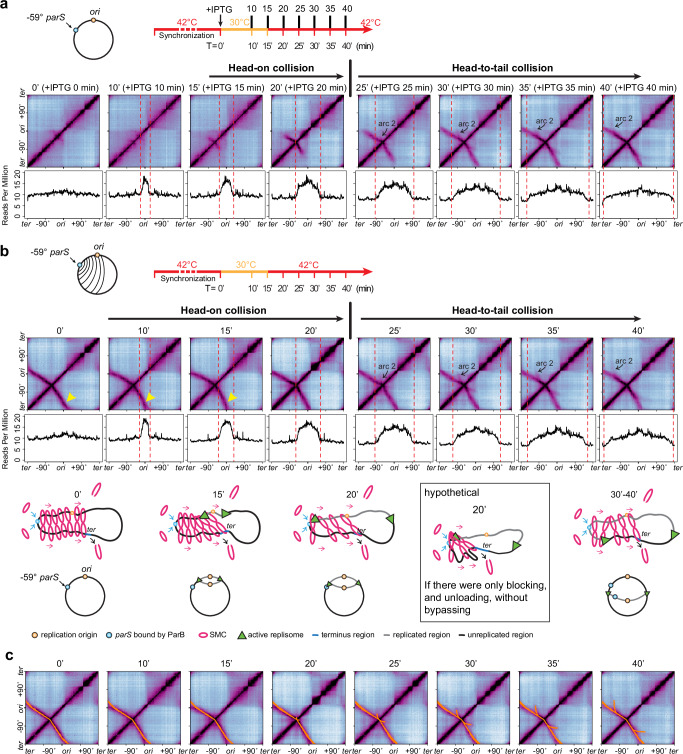
The collisions between SMCs and moving replisomes. See also Supplementary Figs. 9–11 and Supplementary Movie 4. **a** Hi-C maps and MFA plots generated from a time-course experiment using a *dnaB*(ts) strain containing IPTG-inducible *parB* and a single *parS* at −59° (BWX5297), which is the same strain used in Fig. 5. SMC loading was induced at the onset of replication initiation. Here, replisomes were allowed to progress through the cell cycle, in contrast to Fig. 5 in which replisomes were stalled using HPUra. **b** Hi-C maps and MFA plots generated from a time-course experiment using a *dnaB*(ts) strain containing a single *parS* at −59° *parS* (BWX5529). In this strain, SMC was loaded constantly, in contrast to IPTG-induced SMC loading seen in (**a**). Schematics depicting SMC translocation at indicated time points are shown in the lower panel. **c** Simulations of SMC colliding with a moving replisome to reproduce Hi-C maps shown in (**b**). At the indicated time points, the final position of each SMC complex was simulated and plotted as an orange dot. Because of the high number of sampled SMC complexes, the dots are not individually resolvable but form lines. A fork memory time of 700 s was used. See Supplementary Fig. 11 and Supplementary Methods for details.

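BWX5529, a dnaB(ts) strain with a single parS at −59° and parB under its own promoter, was sampled at T = 0 and at 7 times from T = 10 to T = 40 min, with 1 Hi-C map and 1 WGS library per time. The WGS libraries had mean coverages of 36.3 to 100.9 reads per base (median 47.8). Maps and profiles were deposited and measured as for BWX5230. The leftward fork was 188.8 kb from the origin at T = 10 min, 353.1 kb at T = 15 min, 532.7 kb at T = 20 min and 870.2 kb at T = 25 min, so it passed the parS after T = 20 min.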

In a second experiment, we used a strain with continuous SMC loading at the −59° *parS* site (Fig. 7b, Supplementary Movie 4). This strategy allowed SMC to pre-load on the chromosome, thereby increasing the frequency of SMC-replisome collisions, particularly head-on encounters (T = 0–20 min). Hi-C analyses revealed evidence of blocking, bypassing, and unloading (Supplementary Movie 4). 

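In BWX5529 the ridge of the secondary diagonal paired 300, 500 and 700 kb on the terminus side with 230, 370 and 470 kb on the origin side at T = 0 and at T = 10 min, and with 240, 350 and 460 kb at T = 15 min. At T = 20 min it had moved to 150, 240 and 370 kb, and on the map divided by the mean contact at the same distance to 220, 240 and 370 kb. Farther out, the zipping end on the origin side drew in from 1040 kb at T = 0 to 930 kb at T = 10 min and 780 kb at T = 15 min, while the end on the terminus side stayed at 1410 to 1380 kb.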

First, the secondary diagonal showed a pronounced downward curve at 10–15 min (Fig. 7b, compare with 0 min, yellow carets), indicating that the moving replisome blocked and pushed SMCs in the head-on orientation (Fig. 7b, schematics 0 min and 15 min). 

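Zipping in BWX5529 ended 820 kb from parS on the origin side and 1380 kb on the terminus side at T = 20 min. The origin lies 655.5 kb from parS, so the zipped DNA reached across it. At T = 30 min the ends were at 560 and 860 kb with the mean plus 0.65 SD, and at 870 and 1390 kb with the mean plus 0.5 SD.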

Second, from 10 to 20 min, despite the replisome traversing the region between the origin and the *parS*, this left arm region remained zipped with the terminus-proximal region (Fig. 7b, schematic 20 min). This persistent interaction indicates that some SMCs bypassed the replisome after the head-on collisions, as blocking and unloading alone would preclude such zipping (Fig. 7b, schematic inset). 

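Contact along the T = 0 ridge of BWX5529 fell over the whole secondary diagonal. At 200 to 400 kb on the terminus side it was 0.827 of its T = 0 value at T = 10 min, 0.862 at T = 15 min, 0.881 at T = 20 min and 0.623 at T = 25 min. At 600 to 800 kb it was 0.831, 0.782, 0.679 and 0.604, and at 1000 to 1200 kb 0.625, 0.502, 0.540 and 0.671. Values are means over a band of 5 bins of 1 map per time, and a move of the ridge out of the band lowers them too.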

The fainter secondary diagonal generated by these bypassing SMCs (Fig. 7b, compare 10–25 min with 0 min after replication initiation) suggests that a fraction of SMCs was unloaded upon the collisions. 

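After the fork had passed parS, the map of BWX5529 minus T = 0 held a second ridge. Each step toward the origin went with 0.125 (95% interval 0.0741 to 0.214) steps toward the terminus at T = 25 min, 0.333 (0.290 to 0.360) at T = 30 min, 0.236 (0.167 to 0.294) at T = 35 min and 0.302 (0.208 to 0.375) at T = 40 min. Up to 0.7 of the origin-side distance, the slope was again 0.125 at T = 25 min, 0.342 at T = 30 min, 0.0909 at T = 35 min and 0.739 at T = 40 min, so the last 2 depend on this limit.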

Finally, arc 2 also appeared, consistent with the observations in Fig. 7a.

Collectively, our experiments demonstrate that SMC complexes, upon colliding with moving replisomes, undergo momentary blocking followed by either unloading from the DNA or bypassing the replisome. This set of engagement rules can also explain the results in our earlier experiment in Fig. 2a, where we used a strain containing a −27° *parS* with continuous loading of SMC and moving replisomes. Finally, it is noteworthy that in the three different time-course experiments with the moving replisomes (Figs. 2, 7a, b), the replication profiles were similar regardless of the *parS* location and the timing of SMC loading, reinforcing the notion that SMC translocation does not affect replisome progression.

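Forks in the time courses advanced at like rates from T = 20 to T = 35 min. The rate was 57.6 ± 8.7 kb/min (SE, 4 libraries) in BWX5230, 64.4 ± 2.8 kb/min in BWX5297 with IPTG and 57.7 ± 3.4 kb/min in BWX5529. With the culture of BWX5297 without IPTG, the mean of the 4 rates was 59.8 kb/min with an SD of 3.2, smaller than the SE of BWX5230. The lines met the origin at 9.70, 11.9 and 10.2 min. Without the first time point the rate was 69.0 kb/min in BWX5297 with IPTG and 51.9 kb/min in BWX5529.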

### Simulations to understand the formation of arc 2 on the Hi-C map

In the three independent experiments with moving replisomes discussed above (Figs. 2, 7a, b), we observed the formation of arc 2, a feature absent when SMC collided with stalled replisomes (Fig. 5). Arc 2 only formed after the leftward replisome passed the *parS* site. This suggests that arc 2 was generated by SMCs loaded at the *parS*, which then chased the replisome toward the terminus in a head-to-tail manner (Fig. 7b, schematic of 30–40 min after replication initiation). Generally, the angle of SMC zipping reflects the relative speed of SMC movement on the two DNA arms flanking the loading site (Supplementary Fig. 10a–d)^29,37^. For example, a secondary diagonal perpendicular to the primary diagonal (Supplementary Fig. 10a, −1° *parS*) indicates similar speeds of SMC movement on both chromosome arms. 

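In BWX5297 held in G1, the ridge 15 min after IPTG paired 300, 500 and 700 kb on the terminus side with 220, 360 and 480 kb on the origin side. Each step toward the terminus went with 0.478 (95% interval 0.200 to 0.667) steps toward the origin at 15 min, 0.333 (0.167 to 0.500) at 20 min and 0.500 at 25 min. For the −1° parS of BWX4310 with moving forks far ahead, the same slope at 20 min was 1.17 (1.00 to 1.24).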

A downward tilt (Supplementary Fig. 10b, −59° *parS*) indicates faster SMC movement toward the terminus than toward the origin. Conversely, an upward tilt (Supplementary Fig. 10c, d) indicates slower SMC movement toward the terminus than toward the origin. Measurements from experimental Hi-C data indicate that on arc 2, the SMC motor chasing the replisome toward the terminus moves at ~0.2× speed of the SMC motor moving toward the origin (Supplementary Fig. 10c, d). Given that SMC translocates toward the origin at ~49 kb/min (Supplementary Fig. 5b), the SMC motor chasing behind the replisome slowed to an average speed of ~10 kb/min. This is ~0.14× of SMC’s standard translocation speed toward the terminus in a situation where SMC is unhindered by replisomes (~71 kb/min). Since the estimated replisome speed is ~66 kb/min (Supplementary Fig. 1b), our experimental results indicate that SMCs tracking behind the moving replisome translocated at a speed much slower than the replisome itself. Thus, the slowdown cannot be explained solely by SMCs being blocked by the replisome itself, because that would retard SMC speed to match the replisome speed (~66 kb/min) and result in SMCs tracking immediately behind the replisome. 

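In BWX5230 the second ridge ended 155.5 kb behind the leftward fork at T = 25 min, 320.2 kb at T = 30 min and 238.3 kb at T = 35 min. In BWX5529 it ended 82.04 kb behind the fork at T = 30 min and 168.4 kb at T = 35 min, and at T = 35 min 488.4 kb behind it with the ridge sought up to 0.7 of the origin-side distance. At T = 30 and T = 35 min in BWX5230 the ridge ran to 1390 kb on the origin side, the last distance searched. These ends are thus set by the search and not by the ridge. All of these distances use the fork at 0.5 of the step in the profile.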

Consistent with this, the end positions of arc 2 were distant from the replisomes at all time points (Supplementary Fig. 10e, f). One possibility is that other factors associated with the moving replisome impede SMCs. For example, precatenanes, which form behind the replication fork and take ~15 min to be resolved by topoisomerases^46,47^ may create a topological barrier for SMC passage. If this is the case, the slowdown would be temporary and confined to the region immediately behind the replication fork, creating a transient “memory effect” on the recently traversed DNA.

To investigate how transient alterations in SMC speed within regions recently traversed by a replication fork could generate arc 2, we developed a specialized, stand-alone simulation. This model tracked pairs of SMC motors and a moving replication fork, focusing on the concept of “fork memory” – a lingering effect of the fork’s passage that temporarily modified the rate of the affected SMC motor. To specifically isolate this effect, the model simplified certain interactions. Namely, we did not include SMC-SMC interactions, or SMC being paused and pushed by the replisome (see Supplementary Methods). Instead, inspired by factors like precatenanes and based on the hypothesis that SMC’s speed is progressively reduced when it translocates through a region recently passed by a replication fork, our model incorporated this slowdown (conceptualized in Supplementary Fig. 11a): far from the replisome, SMC’s speed is unaffected (i.e., SMC retains its standard speed); upon an SMC motor entering the “fork memory zone”, the motor’s speed decreases with decreasing distance to the fork; when the SMC motor reaches the replisome’s current position from behind, the motor’s speed falls to zero. Our model captured this behavior using a parameter defining the distance of this memory zone behind the fork, the “fork memory distance”, or equivalently, the “fork memory duration”. Other than this new parameter, the simulation included parameters that were used in our earlier simulations, such as the speed of the replisome, the stochastic DNA polymerase loading time at replication initiation, SMC’s spontaneous dissociation rate, and SMC’s loading rate at the *parS* versus elsewhere (see Supplementary Methods).

Using experimental Hi-C data as the basis (Supplementary Fig. 11b), we performed parameter sweeps. These sweeps varied two simulation parameters, the “fork memory duration” and the effective simulation time, to reproduce the observed positions and angles of arc 2 (see Supplementary Methods). We found that a memory duration of approximately 700 ± 100 s (10–13 min) provided the best fit to the experimental data in these examples (Supplementary Fig. 11c, d). This duration corresponds to a conceptual “memory distance” of 660–880 kb, assuming a fork speed of ~66 kb/min as obtained experimentally. A “fork memory” in this range (e.g., ~700 s of duration, or ~770 kb in distance), reproduced the arc 2 feature across all relevant time points in the time-course Hi-C experiments (Fig. 7c and Supplementary Fig. 11e). To validate these simulation-derived parameters, particularly the fork memory distance, we experimentally identified the position where SMCs began to slow down (i.e., where arc 2 diverged from line 2; Supplementary Fig. 10e, f). 

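The second ridge began 355.5 kb behind the leftward fork at T = 25 min in BWX5230, 390.2 kb at T = 30 min, 348.3 kb at T = 35 min and 371.3 kb at T = 40 min, a mean of 366.4 kb. The value at T = 40 min is uncertain, since the 2 forks of that library lay 524.9 kb apart and the ridge depended on the limit, and without it the mean was 364.7 kb. In BWX5529 it began 408.4 kb behind it at T = 35 min, and the mean of T = 30 and T = 35 min was 335.2 kb. The times averaged are those of the paper. Up to 0.7 of the origin-side distance, the start in BWX5230 was 238.3 kb behind the fork at T = 35 min and 1201.3 kb at T = 40 min. The start is the nearest point to parS at which the map minus T = 0 held a ridge within 0.8 of the origin-side distance, and 50 kb was taken as its uncertainty. In BWX5230 the starts lay at or near this limit, as at T = 30 min, with 560 kb on the terminus side and 720 kb on the origin side. In BWX5529 at T = 30 min the start lay at 250 kb on the origin side, where the search begins. These starts are thus set by the search and do not measure where arc 2 leaves line 2.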

Our measurements indicate that SMCs started slowing ~605–705 kb behind the replisome, corresponding to ~9–10 min of SMC translocation at the unaffected speed (~71 kb/min) (Supplementary Fig. 10e, f). This experimental estimation of SMC slowdown is largely consistent with the simulation-derived optimal fork memory (~660–880 kb in distance or ~10–13 min in time). Our experiments and simulations suggest that SMCs catching up with a moving replisome from behind indeed experience a significant slowdown for a duration of ~9–13 min, corresponding to a physical distance of a ~605–880 kb behind the active replication fork.

We note that arc 2 was absent from the head-to-tail collision experiments with stalled replisomes in Fig. 5b. This suggests that the unknown factor associated with moving replisomes, which slowed SMCs to generate arc 2, was resolved before SMCs reached the stalled replisome. To estimate this timeframe, we measured the time for SMCs to reach the stalled replisome using experimental MFA and Hi-C data. In Fig. 5b, before replisome stalling (by HPUra) and ParB induction (by IPTG), the leftward replisome had progressed ~1169 kb from the origin. This position is ~517 kb from the −59° *parS* site, which would take SMC ~7 min to traverse (517/71≈7 min). However, considering the ~5 min lag time for SMC loading after IPTG addition (Supplementary Fig. 4b), the total time for SMCs to reach the stalled replisome is ~12 min after IPTG addition. The absence of arc 2 in Fig. 5b implies that the slowdown factor must be resolved within ~12 min. This duration is consistent with our earlier estimates that the unknown factor slows SMCs for ~9–13 min behind the replisome.

## Discussion

SMC complexes are major chromosome organizers in all domains of life. They load on the DNA and extrude DNA loops up to millions of base pairs in size, during which they encounter various DNA-bound molecules on the crowded chromatin fiber. Except for specific regulators, such as CTCF, which blocks cohesin movement^48–51^, a cohesin interaction motif in the minichromosome maintenance (MCM) complexes that pauses cohesin^52^, and the bacterial XerD protein, which unloads SMC at the terminus region^38^, SMC can bypass many molecules, including nucleosomes^53^, RNA polymerases^37,54^, nucleoid-associated proteins^55^, and other SMC molecules^39,56,57^. The ability for SMCs to bypass barriers not only promotes chromosome compaction and segregation, but also facilitates the trafficking of other factors along the chromosome^45,58,59^. One important molecular machine that SMCs frequently encounter is the replisome. The in vivo consequence of their collisions and how these collisions affect DNA replication and chromosome compaction were unknown. Here, taking advantage of well-controlled SMC loading and replisome progression in *B. subtilis*, we have determined the in vivo consequences of collisions between SMC and the replisome, and investigated the effects of SMC-replisome collisions on DNA replication and chromosome folding. Our experiments and simulations have demonstrated that the progression of DNA replication is unaffected by SMC-mediated loop extrusion. By contrast, replisomes restrict loop extrusion by blocking and then unloading SMC complexes (with a ~80% chance). However, occasionally (with a ~20% chance), SMC complexes can bypass the replisome and continue translocating.

### A head-on collision versus a head-to-tail collision

Our experiments with stalled replisomes (Figs. 4, 5, and Supplementary Movies 2, 3) indicate that for both head-on and head-to-tail SMC-replisome collisions, a combination of blocking, unloading, and bypassing must happen to generate the observed results (Fig. 8a–c). Our simulations show that unloading is more frequent than bypassing, and a combination of these modes of engagement (unloading = 30 s and bypassing = 120 s, on average) (Supplementary Figs. 7b, 8b) can reproduce the prominent features of the experimental results for both head-on and head-to-tail collisions. These matching parameters suggest that when SMC encounters a stalled replisome, regardless of the orientation, the replisome itself presents as an obstacle to SMC movement. In the case of moving replisomes, our experiments indicate that when SMC collides with a replisome in a head-on orientation, a combination of blocking, unloading, and bypassing must happen to generate the observed results (Figs. 2, 7, head-on collision). However, when it trails behind a moving replisome in a head-to-tail orientation, SMC is further slowed down and with little chance to reach or bypass the replisome (Figs. 2, 7, head-to-tail collision). Our experiments and simulations suggest that SMC is delayed for an average of 11 min (~9–13 min) behind the moving replisome (Supplementary Figs. 10e, f, 11), which is about the time needed to resolve precatenanes generated behind the replication forks^46,47^ (Fig. 8d). However, the exact mechanism of this further slowdown is unknown. Behind the replication fork, there are single-stranded DNAs and their binding proteins, Okazaki fragments, precatenated sister chromatids, hemimethylated DNAs, and more. Any of these factors or a combination of them may contribute to the slowdown.

**Fig. 8:**
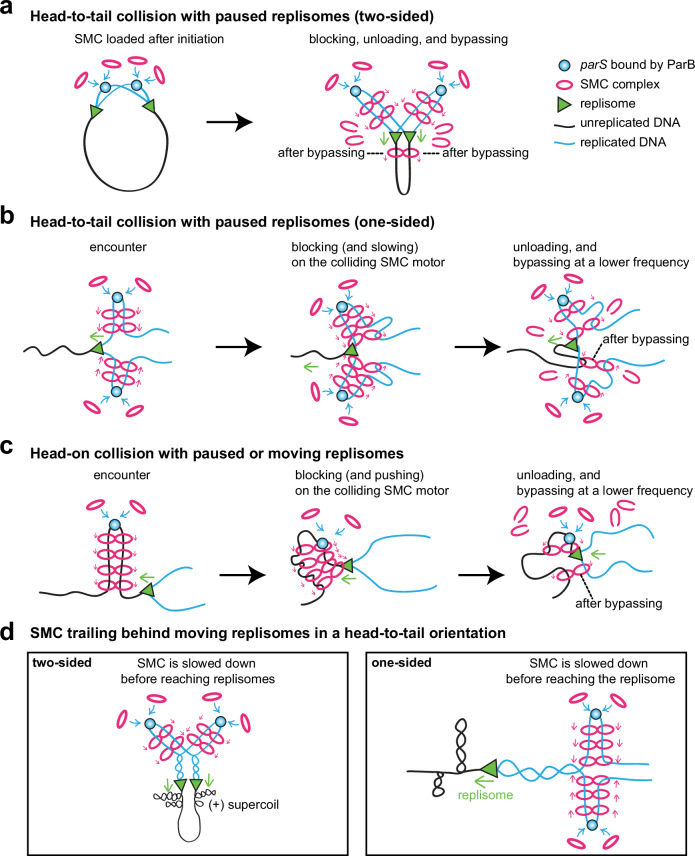
Schematic models for the consequence of SMC-replisome collisions. Models for SMC interacting with stalled replisomes in a two-sided head-to-tail collision (**a**), a one-sided head-to-tail collision (**b**), or a head-on collision (**c**). Models for SMC trailing behind moving replisomes in a head-to-tail orientation (**d**).

### SMC bypassing the replisome

Although the probability of SMC to bypass the replisome is low (~20% or less), it is clear that bypassing is happening, as evidenced by DNA zipping beyond the stalled replisome in both head-on and head-to-tail collisions (Figs. 4, 5 and Supplementary Movies 2, 3), and DNA zipping beyond the moving replisome in head-on collisions (Figs. 2, 7 and Supplementary Movies 1, 4). SMC bypassing the replisome could hinder chromosome segregation because this allows SMC to tether newly replicated DNA with unreplicated DNA (see black dashed lines noting “after bypassing” in Fig. 8b, c). Fortunately for cells, SMC loading is strongly biased to the *parS* sites that are close to the replication origin, because *parS* sites are frequently very close to the replication origin^32^, the most origin-proximal *parS* sites have higher binding affinity for ParB^60^, and the origin region has the highest copy number in the chromosome (Fig. 1b, MFA). Moreover, the rates of movement of the SMC complex and the replisome are closely matched in different species: for example, in *B. subtilis* growing at 42 °C, the replisome moves at ~66 kb/min and the SMC complex moves at ~71 kb/min (determined in the study); in *Caulobacter crescentus*, the replisome moves at ~21 kb/min and the SMC complex moves at ~16-19 kb/min^61,62^. The matching translocation rates of the two machines and the origin-biased SMC loading indicate that in wild-type cells, the vast majority of SMC complexes are “chasing” the replisome in a head-to-tail orientation (Fig. 8a). This combination should result in few cases of SMCs bypassing the replisome, and if they do so, it should still not result in unwanted chromosomal tethers or chromosome segregation issues (Fig. 8a, after bypassing). Additionally, our experiments and simulations suggest that SMCs chasing the replisome are slowed down even before reaching the replisome (Fig. 8d, Supplementary Figs. 10e, f, 11), further lowering the chance of SMCs bypassing the replisome in real life.

### SMC-replisome collisions in eukaryotes

In eukaryotes, SMC cohesins establish sister chromatid cohesion during DNA replication; thus, the engagement between cohesin and the replisome has fundamental implications for DNA replication and segregation. Several recent in vitro single-molecule studies examined the outcomes of cohesin-replisome collisions. Using *Xenopus* egg extracts and a naked DNA substrate, it has been found that when colliding with the replisome head-on, cohesin is frequently blocked and pushed by the replisome to the converging point of replication forks. But at some frequency, cohesin unloads from the replisome, and at a lower frequency, cohesin bypasses the replisome^63^. A separate study using *Xenopus* egg extract and a recent report using budding yeast cohesin both showed cohesin-replisome collision outcomes similar to the study mentioned above, although at different frequencies of pushing, unloading, and bypassing^64,65^. In vivo, the MCM complex, which is a DNA translocase and a catalytically inactive DNA helicase until S phase, was shown to restrict cohesin-mediated DNA-loop extrusion and allow cohesin to bypass it with a ~80% chance^52^. However, these results were from G1-arrested cells, where MCM was inactive for DNA unwinding and did not represent the effect of an active replisome. Our in vivo findings for SMC-replisome collisions in bacteria mirror the in vitro observations for cohesin-replisome collisions^63–65^, establishing that the single-molecule results reflect what is happening inside cells. Moreover, our study provides interaction rules between SMCs and active replisomes occurring in the presence of all the other DNA transactions in vivo, which have not been investigated previously.

### Replisome movement is unaffected by SMC

Although SMC movement is restricted by the replisome, our experiments show that regardless of the location and the timing of SMC loading, the progression of DNA replication is unaffected (Figs. 1c, 2a, 7a, 7b). Single-molecule experiments also showed that replisomes were rarely affected by cohesins^63,65^. These findings highlight the mechanical prowess of the replisomes to clear or bypass protein roadblocks^66,67^, which is essential for DNA replication and genome integrity. A future challenge is to understand the molecular mechanism for SMC unloading and bypassing at the replisome, for instance, to identify the replisome component(s) responsible for SMC unloading, to understand whether the ring-shaped SMC complex opens when it bypasses the replisome, and to investigate the factor(s) that further slows down SMCs trailing behind the replication fork. Future biochemical, structural, and single-molecule experiments are needed to address these questions.

In summary, replisome-mediated DNA replication and SMC-mediated chromosome organization and segregation are essential for cell viability. The resolution of collisions between the replisome and SMC complexes ensures faithful chromosome replication and segregation. Our experiments show that SMC complexes exhibit blocking, unloading, and bypassing behaviors when encountering the replisome in vivo, similar to in vitro results obtained for eukaryotic cohesin-replisome engagements. This convergence suggests that the interplay between SMC complexes and the replisome may represent a conserved mechanism for coordinating DNA replication and chromosome organization across diverse organisms.

## Methods

### General methods

*B. subtilis* strains were derived from the prototrophic strain PY79^68^. Cells were grown in defined rich Casein Hydrolysate (CH) medium at 22 °C, 30 °C, or 42 °C as specified. ParB production was induced by the addition of 1 mM IPTG (Dot Scientific, DS102125). To arrest replisome movement, 162 µM HPUra^40–42^ was used. Lists of strains, plasmids, and oligonucleotides can be found in Supplementary Table 1. The list of Next-Generation-Sequencing samples can be found in Supplementary Data 1. Plasmids and strains generated in this study are available from the corresponding author with a completed Materials Transfer Agreement.

### Hi-C

The Hi-C procedure was carried out as previously described^35,69^. Specifically, cells grown under the desired conditions were crosslinked with 3% formaldehyde (Sigma, F8775-500ML) at room temperature for 30 min, then quenched with 125 mM glycine (Fisher Scientific, 02-002-947). Cells were lysed using Ready-Lyse Lysozyme (Lucigen, R1802M) and treated with 0.5% SDS. Solubilized chromatin was digested with HindIII (NEB, R0104M) for two hours at 37 °C. The digested ends were filled in with Klenow (NEB, M0210L) and Biotin-14-dATP (Fisher Scientific, 19-524-016), dGTP (Fisher Scientific, 10-297-018), dCTP (Fisher Scientific, 10-297-018), and dTTP (Fisher Scientific, 10-297-018). The products were ligated with T4 DNA ligase (NEB, M0202M) at 16 °C for about 20 h. Crosslinks were reversed at 65 °C for about 20 h in the presence of EDTA, proteinase K (NEB, P8107S), and 0.5% SDS. The DNA was then extracted twice with phenol/chloroform/isoamylalcohol (25:24:1) (PCI) (Fisher Scientific, BP1752I-400), precipitated with ethanol, and resuspended in 40 µl of 0.1× TE buffer. Biotin from non-ligated ends was removed using T4 polymerase (NEB, M0203L) (4 h at 20 °C), followed by the extraction with PCI. The DNA was then sheared by sonication for 12 min with 20% amplitude using a Qsonica Q800R2 water bath sonicator. The sheared DNA was used for library preparation with the NEBNext UltraII kit (E7645). Biotinylated DNA fragments were purified using 5 µl streptavidin beads (Fisher Scientific, 65001). DNA-bound beads were used for PCR in a 50 µl reaction for 14 cycles. PCR products were purified using Ampure beads (Beckman, A63881) and sequenced at the Indiana University Center for Genomics and Bioinformatics using NextSeq500 or NextSeq2000. Paired-end sequencing reads were mapped to the genome of *B. subtilis* PY79 (NCBI Reference Sequence NC_022898.1) using the same pipeline described previously^35^. The genome was divided into 10-kb bins. Subsequent analyses and visualization were done using R scripts.

### ChIP-seq

Chromatin immunoprecipitation (ChIP) was performed as described previously^35^. Briefly, cells were crosslinked using 3% formaldehyde (Sigma, F8775-500ML) for 30 min at room temperature and then quenched using 125 mM glycine (Fisher Scientific, 02-002-947), washed using PBS, and lysed using lysozyme. Crosslinked chromatin was sheared to an average size of 170 bp by sonication using Qsonica Q800R2 water bath sonicator. The lysate was precleared using Protein A magnetic beads (GE Healthcare/Cytiva 28951378) and was then incubated with anti-SMC antibodies^70^ overnight at 4 °C. The next day, the lysate was incubated with Protein A magnetic beads for one hour at 4 °C. After washes and elution, the immunoprecipitate was incubated at 65 °C overnight to reverse the crosslinks. The DNA was further treated with RNaseA (Promega, A7973), Proteinase K (NEB, P8107S), extracted with PCI (Fisher Scientific, BP1752I-400), resuspended in 100 µl EB (Qiagen), and used for library preparation with the NEBNext UltraII kit (E7645). The library was sequenced at the Indiana University Center for Genomics and Bioinformatics using NextSeq500 or NextSeq2000. The sequencing reads were mapped to the genome of *B. subtilis* PY79 (NCBI Reference Sequence NC_022898.1) using CLC Genomics Workbench (CLC Bio, QIAGEN). Sequencing reads from each ChIP and input sample were normalized by the total number of reads. The ChIP enrichment (ChIP/Input) was plotted and analyzed using R scripts. For comparisons of experimental ChIP enrichment profiles to the ones generated from simulations, the experimental data were filtered and plotted as described in the Supplementary Method section “Filtering of ChIP-seq and MFA data for goodness-of-fit calculations and visual comparisons”.

### Whole genome sequencing (WGS)

Cells were grown and collected at the indicated time points under the desired conditions. Collected cells were crosslinked with 3% formaldehyde (Sigma, F8775-500ML) at room temperature for 30 min, then quenched with 125 mM glycine (Fisher Scientific, 02-002-947). Cells were lysed using Ready-Lyse Lysozyme (Lucigen, R1802M) and treated with 0.5% SDS. Cell lysate was incubated at 65 °C overnight to reverse the crosslinks. The DNA was further treated with RNaseA (Promega, A7973), Proteinase K(NEB, P8107S), extracted with PCI (Fisher Scientific, BP1752I-400), and resuspended in 200 µl of 0.1× TE buffer. The extracted DNA was sonicated using a Qsonica Q800R2 water bath sonicator, prepared using the NEBNext UltraII kit (E7645), and sequenced at the Indiana University Center for Genomics and Bioinformatics using NextSeq500 or NextSeq2000. The reads were mapped to the genome of *B. subtilis* PY79 (NCBI Reference Sequence NC_022898.1) using CLC Genomics Workbench (CLC Bio, QIAGEN). The mapped reads were normalized by the total number of reads. Plotting and analyses were performed using R scripts. For comparisons of experimental WGS profiles to the ones generated from simulations, the experimental data were filtered and plotted as described in the Supplementary Method section “Filtering of ChIP-seq and MFA data for goodness-of-fit calculations and visual comparisons”.

### Fluorescence microscopy and quantification of replisome foci

Cells were grown in the conditions indicated in the experimental timeline shown in Fig. 3a (top). To prepare samples for imaging, 0.2 OD unit of cells was collected, spun down at 6000 rpm for 30 s, then resuspended in 10 µl of PBS solution containing 3 μg/ml of FM4-64 (Molecular Probes) for staining cell membranes and 2 μg/ml of DAPI (Molecular Probes) for staining DNA. 2.5 µl of cells were spotted on a glass slide for imaging. Fluorescence microscopy was performed on a Nikon Ti2E microscope equipped with a Plan Apo 100×/1.4NA phase contrast oil objective and an sCMOS camera. Sample preparations and imaging were performed at room temperature. The number of DnaX-YFP foci was manually quantified using the counting tool in NIS Elements analysis software. 883 to 1457 nucleoids were analyzed at each time point.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The Hi-C, ChIP-seq, and WGS data generated in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE282455. Unprocessed microscopy images are available at Mendeley data (https://data.mendeley.com/datasets/7hrspzt89y/1). Any additional information required to analyze the data reported in this paper is available from the corresponding author upon request. Source data are provided with this paper.

## Code availability

The codes used to simulate the SMC-replisome interactions were deposited to GitHub (https://github.com/hbbrandao/bacterialSMCtrajectories)^71^.

# Supplementary material for: Replisomes restrict SMC translocation in vivo
**Source:** Nat Commun. 2025 Aug 4;16:7151. doi: 10.1038/s41467-025-62596-y
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information For

Replisomes restrict SMC translocation *in vivo*

Qin Liao, Hugo B. Brandão, Zhongqing Ren, and Xindan Wang

Inventory of Supplementary Information:

11 Supplementary Figures and Figure Legends

- **Supplementary Fig. 1:** Determining replisome dynamics by simulating experimental MFA data. Related to Fig. 1.
- **Supplementary Fig. 2:** SMC enrichment upon ParB expression in a strain containing a single *parS* at -59° (BW5297). Related to Fig. 1.
- **Supplementary Fig. 3:** Illustrations of Hi-C features. Related to Fig. 2.
- **Supplementary Fig. 4:** HPUra does not affect SMC translocation rate. Related to Figs. 3 and 4.
- **Supplementary Fig. 5:** Measuring the delay of SMC before bypassing the replisome in the collisions. Related to Figs. 4 and 5.
- **Supplementary Fig. 6:** Calibration of SMC spontaneous disassociation rate at 42°C. Related to Fig. 6.
- **Supplementary Fig. 7:** Sweeping of bypassing rates and unloading rates in the one-sided head-to-tail collision. Related to Fig. 6a-e.
- **Supplementary Fig. 8:** Sweeping of bypassing rates and unloading rates in the head-on collision. Related to Fig. 6f-j.
- **Supplementary Fig. 9:** Moving replisomes have a stronger effect on SMC translocation than stalled replisomes. Related to Figs. 5 and 7.
- **Supplementary Fig. 10:** SMC was further slowed down by moving replisomes in the head-to-tail collision. Related to Fig. 7.
- **Supplementary Fig. 11:** Simulations to generate arc 2 on Hi-C maps. Related to Figs. 2 and 7.

Supplementary Table 1: Bacterial strains, plasmids and oligonucleotides used in this study.

Supplementary Methods

Supplementary References: This includes the references cited in the Supplementary Information.

Supplementary Figure 1

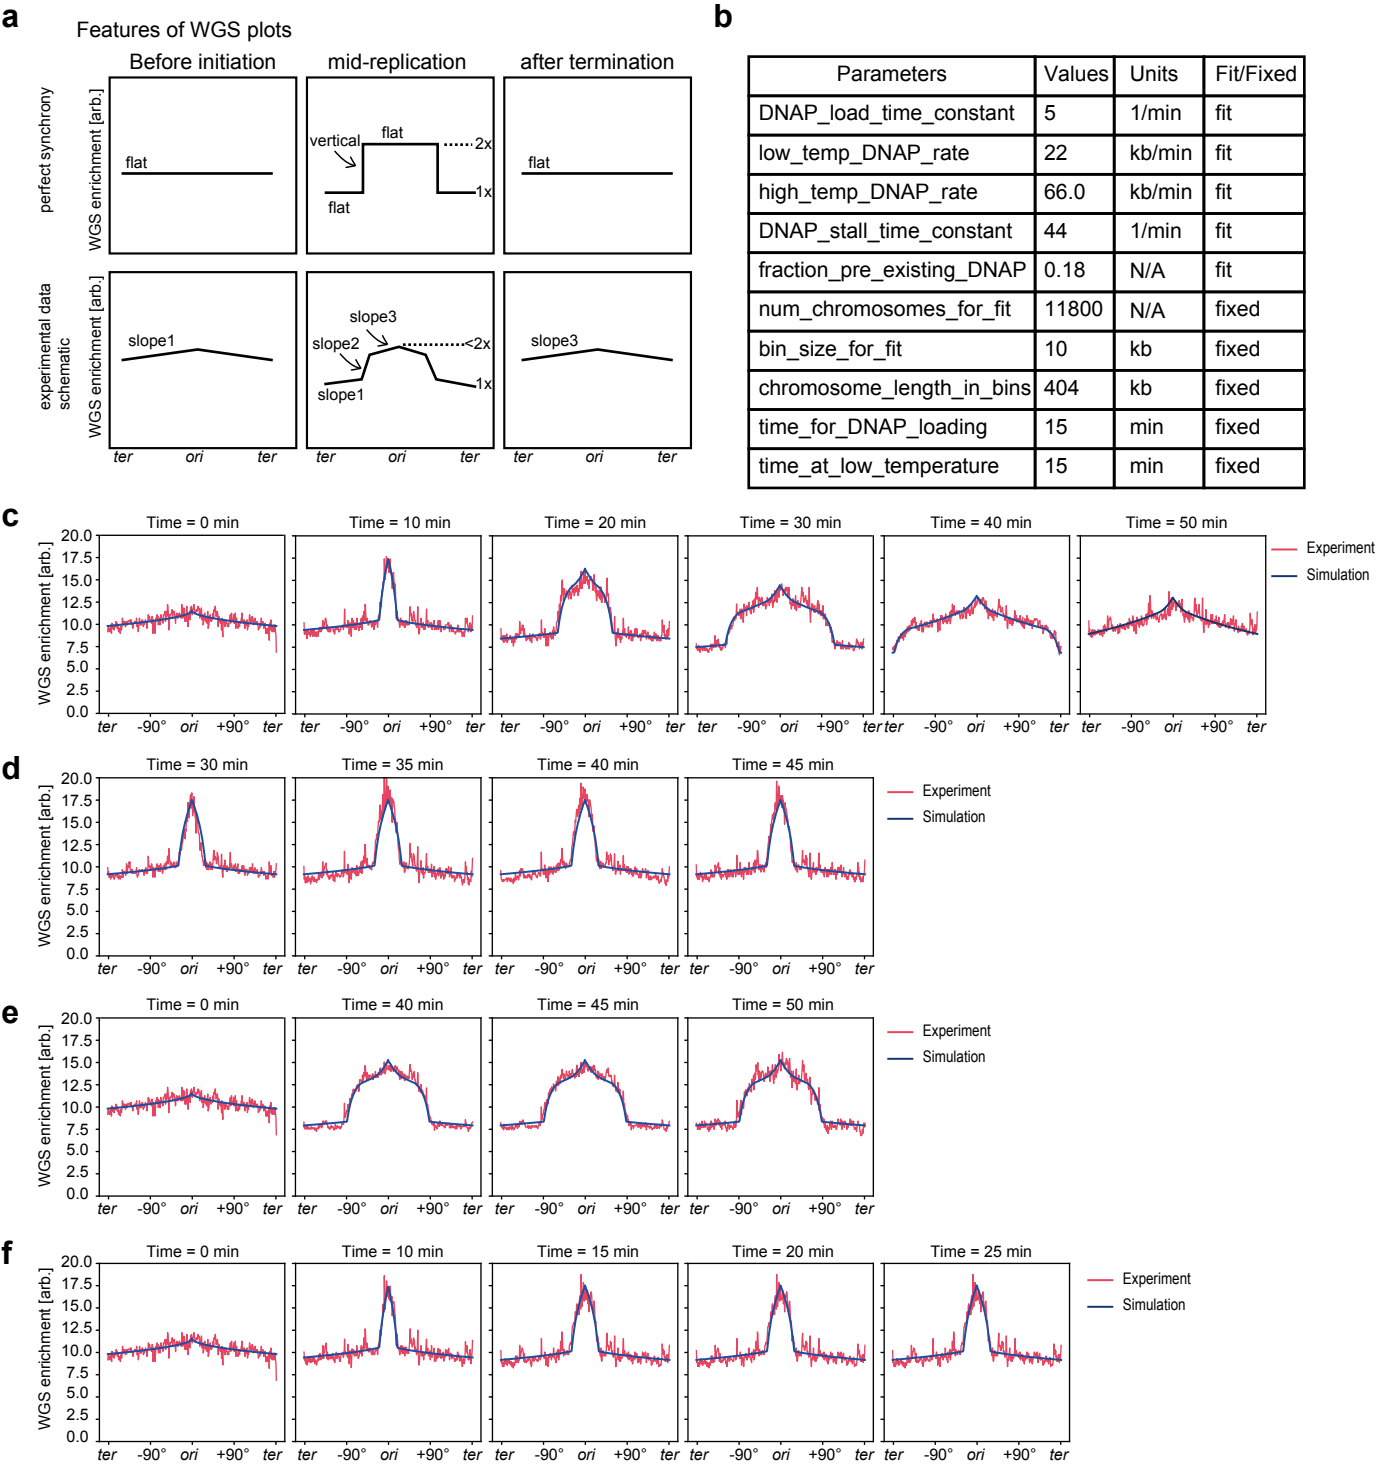

**Supplementary Fig. 1: Determining replisome dynamics by simulating experimental MFA data.
Related to Fig. 1.**

- (a)** Illustrations depicting features of perfect replication synchrony (top) and the MFA plots in this study.
- (b)** Parameters that produced the best fit for MFA plots (see c-f below and Supplementary Methods under “calibration of replisome dynamics model” for details)
- (c)** Comparison of simulated replication profiles (blue curves) with experimental MFA plots (red curves) for data in Fig. 1c.
- (d-f)** Comparison of simulated replication profiles (blue curves) with experimental MFA plots (red curves) for experiments presented in Figs. 4b, 5b and 5c, respectively.

Supplementary Figure 2

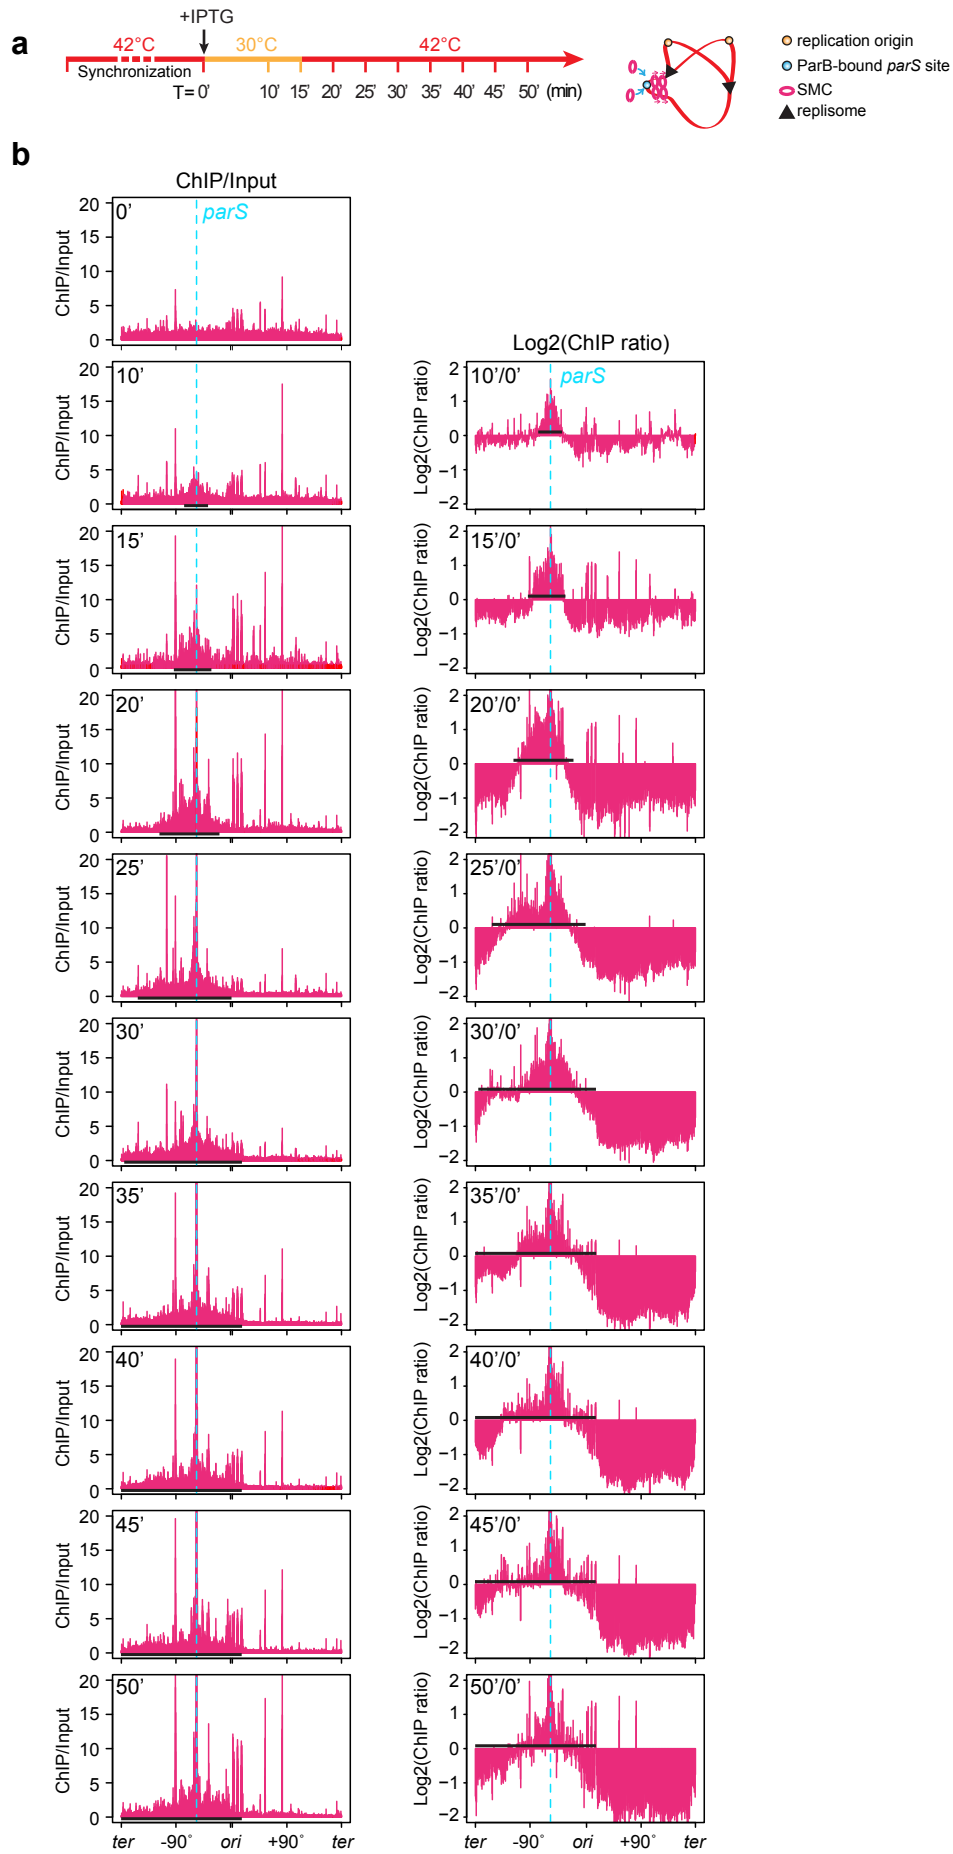

Supplementary Fig. 2: SMC enrichment upon ParB expression in a strain containing a single *parS* at -59° (BWX5297). Related to Fig. 1.

(a) Experimental timeline as shown in Fig. 1c.

(b) SMC ChIP-seq enrichment profiles of the samples used in Fig. 1c. anti-SMC ChIP enrichments (ChIP/input) were plotted in 1-kb bins (left panel). The ratio of ChIP enrichment at indicated time points relative to the onset of replication initiation (0') were plotted in log₂ scale in 5-kb bins (right panel). The *parS* site is indicated with cyan dashed lines. SMC enrichment zones are indicated as black bars in this figure, but as magenta bars in MFA plots in Fig. 1c.

Supplementary Figure 3

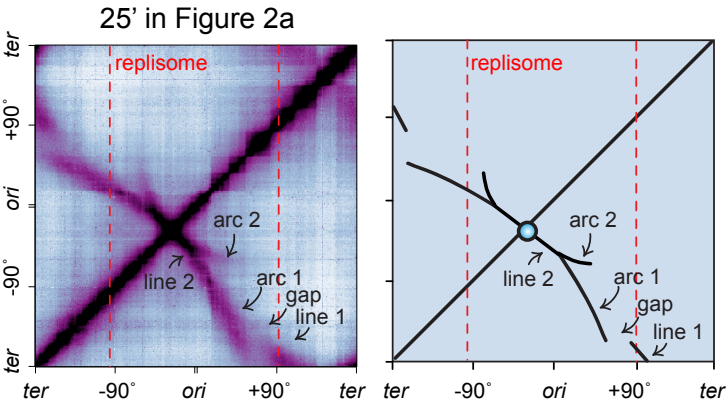

Supplementary Fig. 3: Illustrations of Hi-C features. Related to Fig. 2.

Left: Hi-C map shown in Fig. 2a (25'). Right: a schematic depicting major Hi-C features.

Supplementary Figure 4

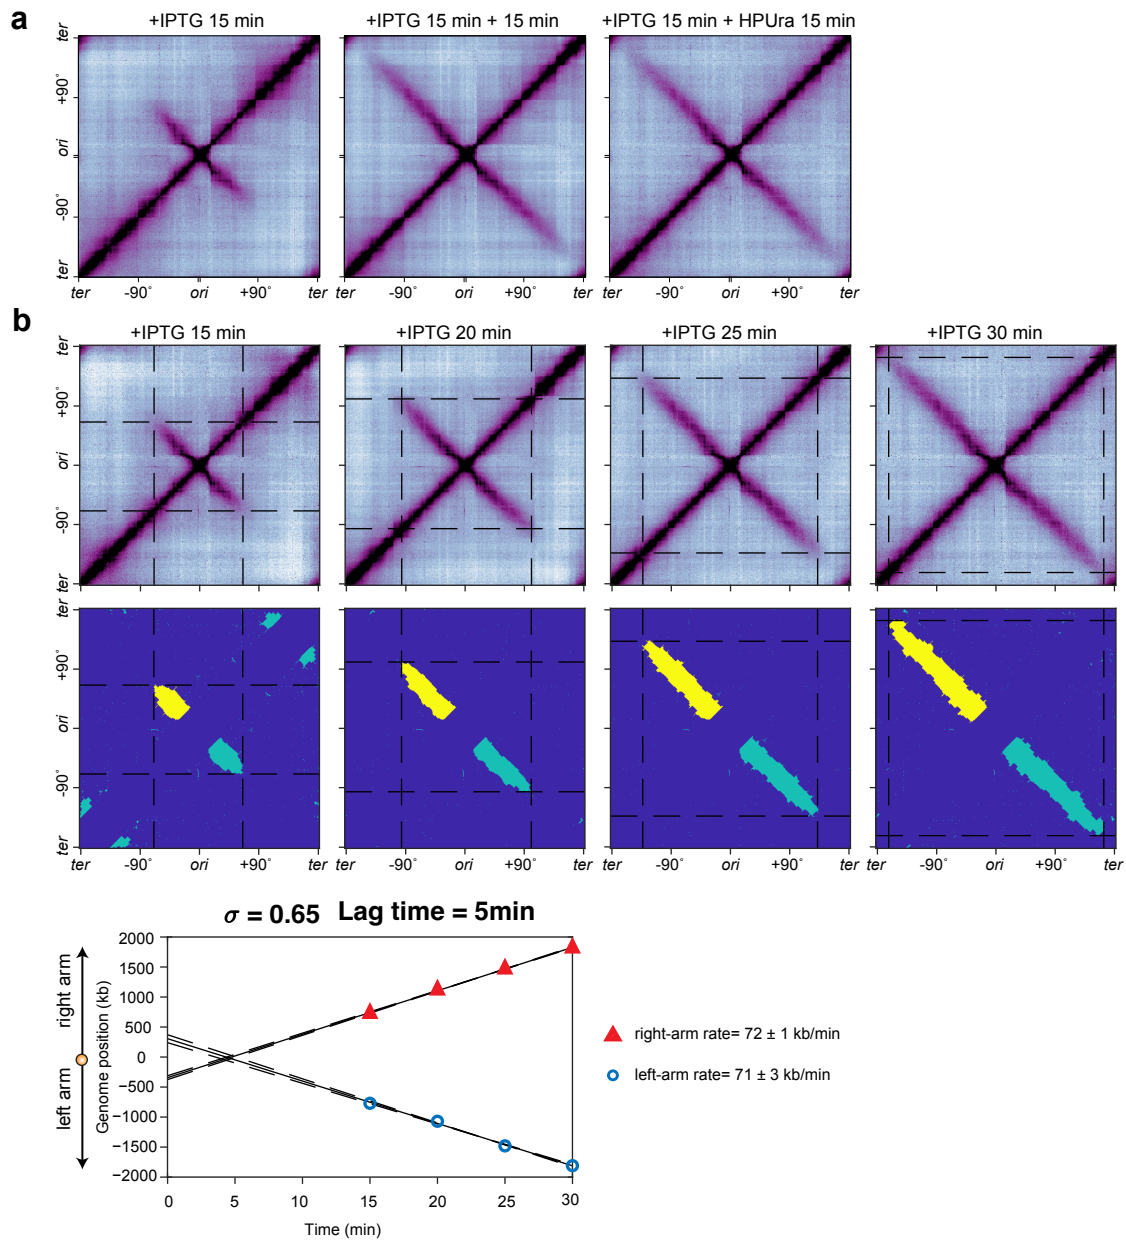

Supplementary Fig. 4: HPURa does not affect SMC translocation rate. Related to Figs. 3 and 4.

(a) Hi-C maps of a strain containing a single *parS* site at -1° and IPTG-inducible *parB* (BW4310). Cells were arrested in G1. IPTG was added for 15 min to induce SMC loading, then cells were treated with or without HPURa for another 15 min. Without ongoing replication, SMC-mediated DNA zipping was not affected by HPURa.

(b) The DNA zipping rate at 42°C without SMC-replisome collisions was determined as described previously¹. 0.65x standard deviation (s) above the averaged Hi-C contact score was used as the threshold. Top: time-course Hi-C maps shown in Fig. 4a. Middle: binary maps showing points with Hi-C contact scores higher than the threshold. Bottom: quantified DNA zipping at indicated time points. The SMC extrusion rate was calculated from the slope of the lines in the plot. Source data are provided as a Source Data file.

Supplementary Figure 5

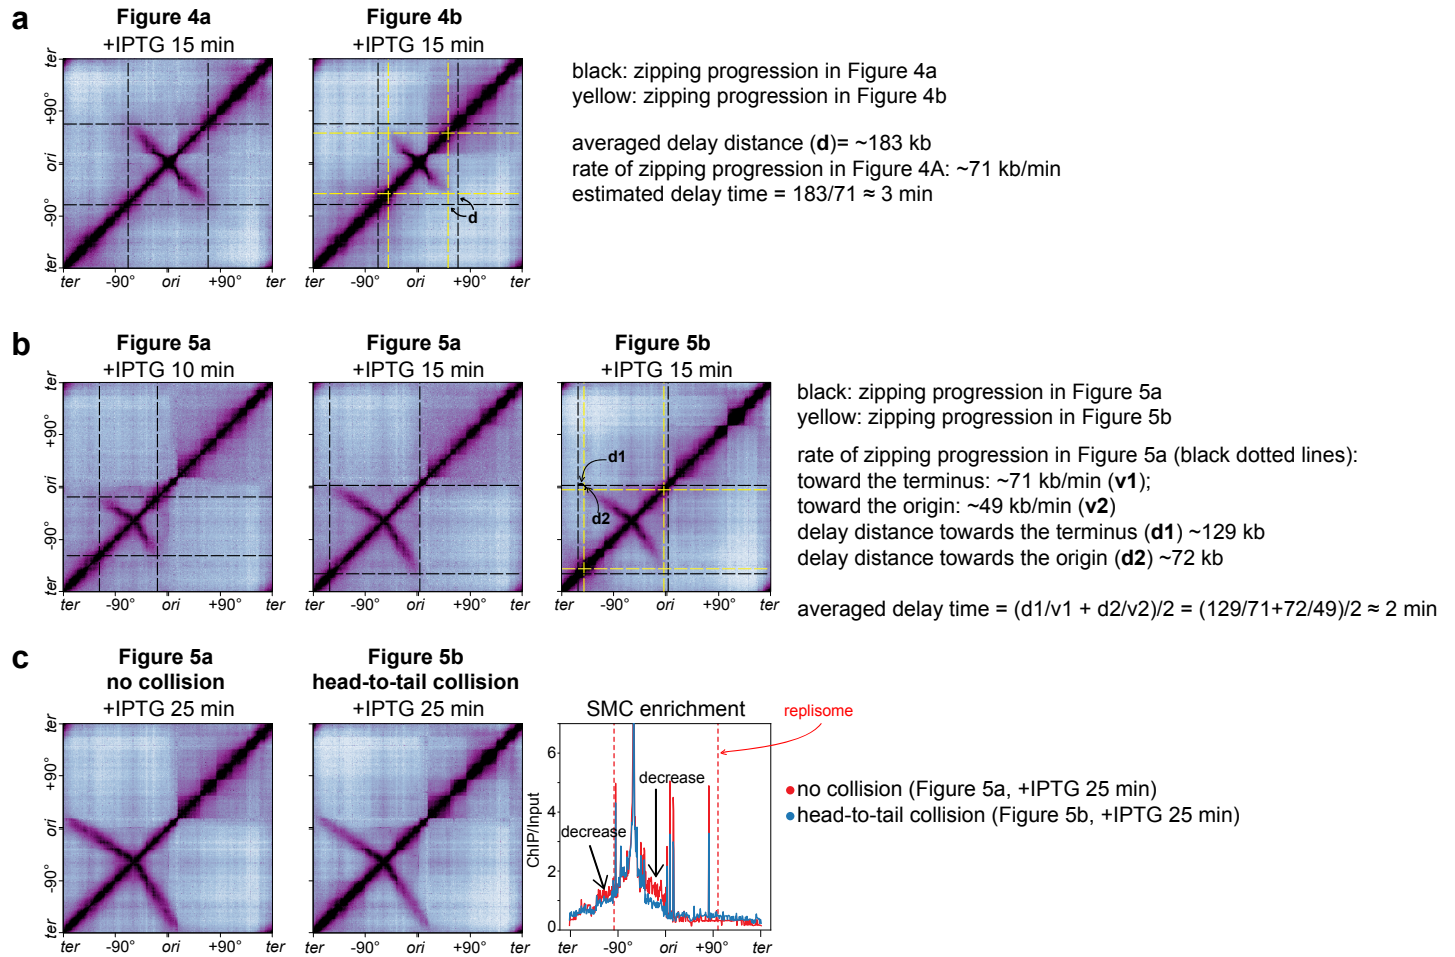

Supplementary Fig. 5: Measuring the delay of SMC before bypassing the replisome in the collisions. Related to Figs. 4 and 5.

(a) Experimental Hi-C maps for the control (no collision) and the two-sided head-to-tail collision at indicated time points shown in Fig. 4a and Fig. 4b, respectively. The strain contained a single *parS* site at -1°. DNA zipping progression in two conditions are indicated with black dashed lines and yellow dashed lines, respectively. The delay time $T_{\text{delay}} = d/v \approx 3$ min, where d is the distance between end points of DNA zipping in two conditions and v is the SMC extrusion rate determined in Supplementary Fig. 4b.

(b) Experimental Hi-C maps for the control (no collision) and the one-sided head-to-tail collision at indicated time points shown in Fig. 5a and Fig. 5b, respectively. The strain contained a single *parS* site at -59°. DNA zipping progression in the control and the collision are indicated with black dashed lines and yellow dashed lines, respectively. SMC extrusion rates, v_1 and v_2 , were determined by dividing terminus-directed and origin-directed traveling distance by traveling time (5 min), respectively. d_1 and d_2 are the delaying distances towards the terminus and the origin, respectively. The averaged delay time $T_{\text{delay}} = (d_1/v_1 + d_2/v_2)/2 \approx 2$ min.

(c) SMC enrichment decreased beyond the collision site in the one-sided head-to-tail collision. Left and middle panels: experimental Hi-C maps for the control (no collision) and the one-sided head-to-tail collision shown in Fig. 5a and Fig. 5b, respectively. Right panel: a comparison of SMC ChIP enrichment profiles from samples shown on the left. ChIP enrichments (ChIP/input) were plotted in 10-kb bins. The positions of stalled replication forks are indicated by red dashed lines.

Supplementary Figure 6

a

Immediate bypassing limit

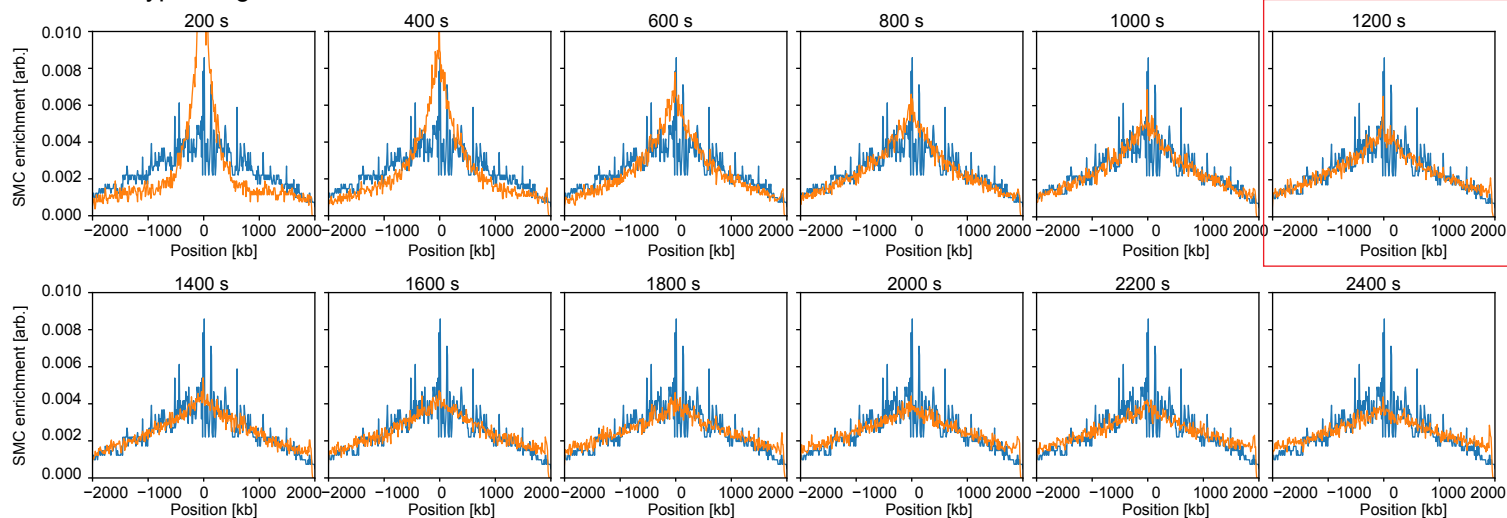

Immediate unloading limit

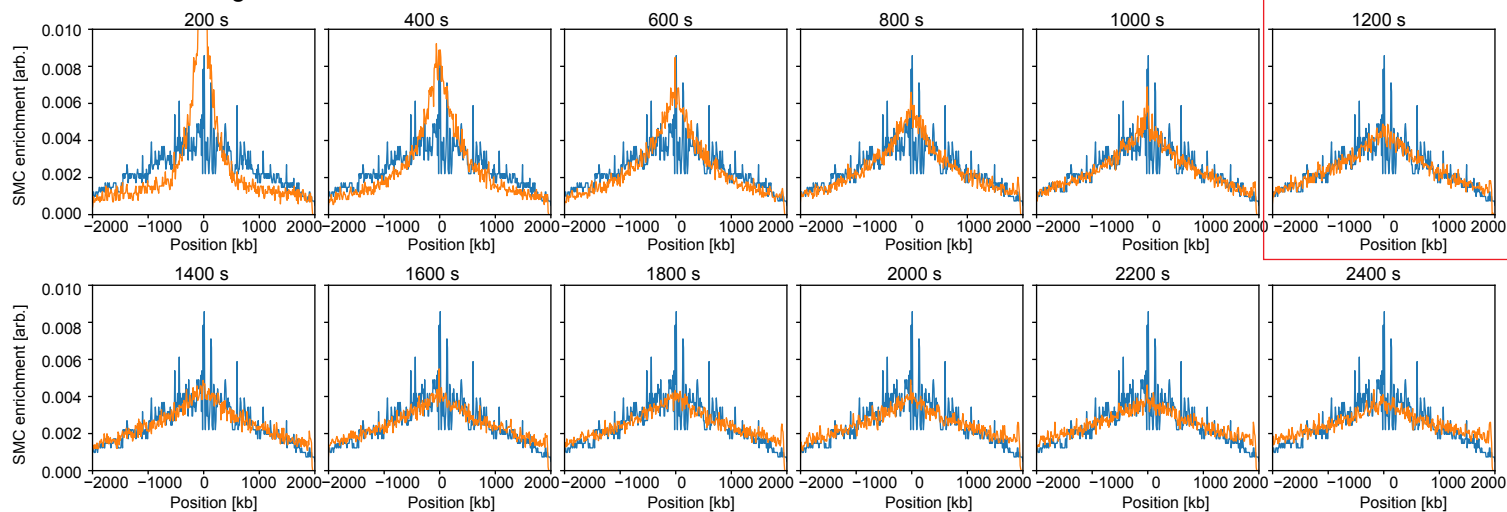

No unloading or bypassing limit

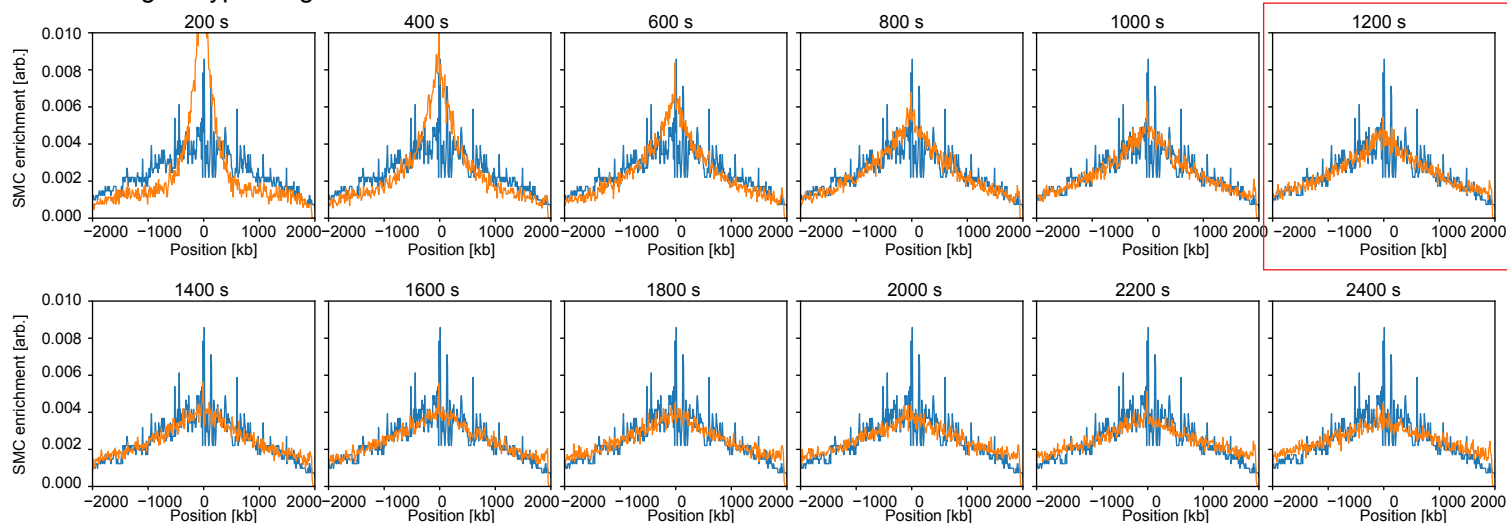

b

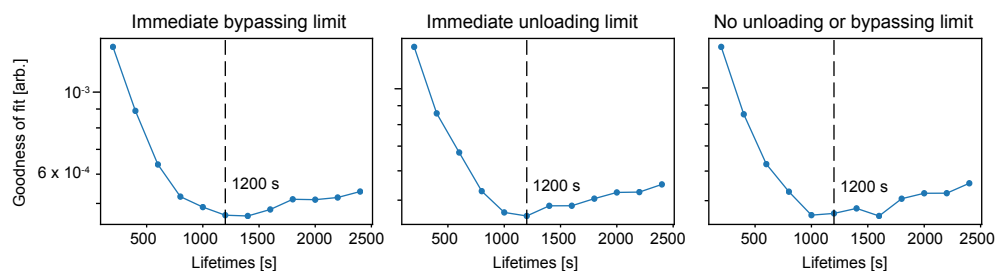

Supplementary Fig. 6: Calibration of SMC spontaneous disassociation rate at 42°C. Related to Fig. 6.

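The strain with a single parS at −1° and IPTG-inducible sirA (BWX4504) has 1 ChIP library and 1 WGS library after 60 min of IPTG, with mean coverages of 15.3 and 69.7 reads per base. SirA blocks initiation, and the origin-to-terminus ratio of these cells was 1.06 (95% interval over bins 1.04 to 1.06). SMC declined from the origin to the terminus on both arms. The median ChIP/input was 1.15 within 250 kb of the origin on the left arm and slightly higher on the right arm, 0.822 and 0.758 at 500 to 750 kb, 0.618 and 0.654 at 1000 to 1250 kb, and 0.370 and 0.264 at 1750 to 2000 kb. ChIP and input were averaged in 5-kb bins and scaled to the same mean.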

(a) SMC occupancy (orange curves) was simulated and compared with experimental ChIP-seq result (blue curves) that was obtained using G1-arrested cells growing at 42°C. This strain contained a single *parS* site at -1° and IPTG-inducible *sirA* (BW4504), which inhibited replication initiation after 1 h of 1 mM IPTG addition. Since a small portion of cells had pre-existing replisomes as indicated in MFA results, we considered three scenarios of SMC-replisome interaction upon the encounter: 1) SMC bypasses the replisome; 2) SMC unloads from the chromosome; 3) SMC is blocked by the replisome. Simulated SMC occupancy was obtained by varying the SMC spontaneous dissociation rate from $1/200 \text{ s}^{-1}$ to $1/1200 \text{ s}^{-1}$. See details in the Supplementary Methods under “calibration of spontaneous dissociation rate of SMC complexes”.

(b) Goodness-of-fit analysis to compare the deviations between simulated SMC enrichments and the experimental ChIP data shown in (a). The best fit is the one with the minimum score. Combined with visual inspections of SMC enrichment profiles, we chose $1/1200 \text{ s}^{-1}$ as the spontaneous dissociation rate in all simulations.

Supplementary Figure 7

a

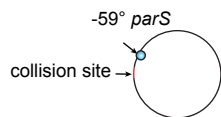

Simulation
Experiment

bypassing time (s)

unloading time (s)

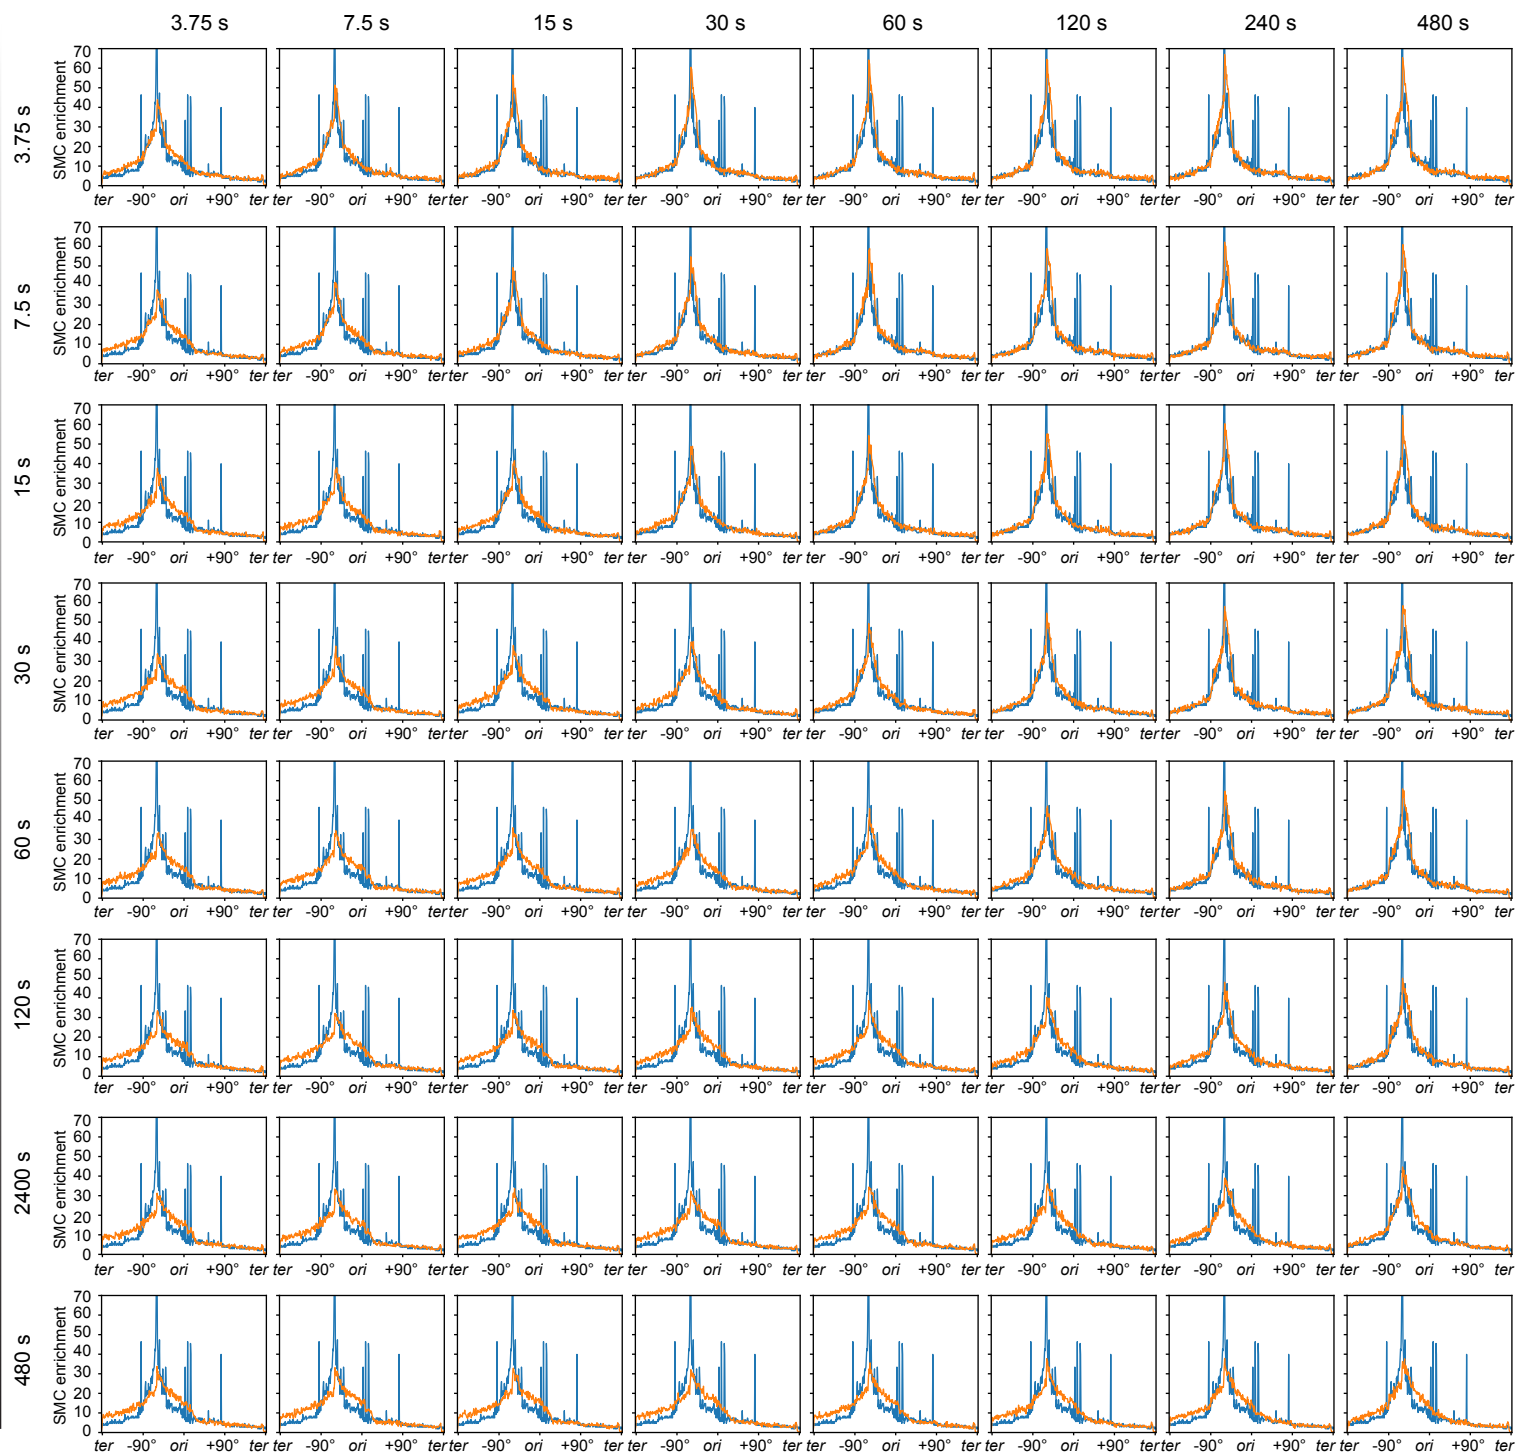

b

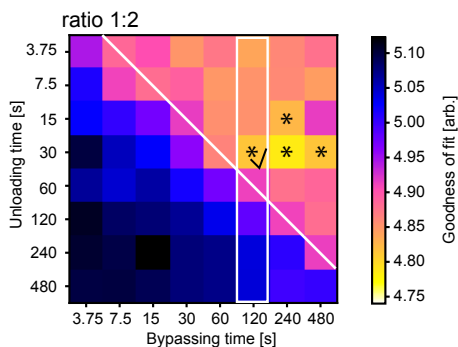

Supplementary Fig. 7: Sweeping of bypassing rates and unloading rates in the one-sided head-to-tail collision. Related to Fig. 6a-e.

(a) SMC occupancy (orange curves) was simulated by varying bypassing time and unloading time, and compared with the experimental ChIP-seq result (Fig. 5b, +IPTG 25 min time point; Fig. 6a) (blue curves). See details in Supplementary Methods under “parameter sweeps for interaction rules between SMC and the stalled replisome”.

(b) A goodness-of-fit heatmap generated from simulations in **(a)**. The white diagonal line indicates the 1:2 ratio of unloading time to bypassing time. The four combinations that produced the best fit are highlighted with stars. Since the experimental Hi-C analysis estimated the bypassing time to be about two minutes for this one-sided head-to-tail collision (white rectangle), the best combination in the range is unloading at 30 s and bypassing at 120 s (black check mark).

Supplementary Figure 8

a

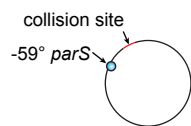

— Simulation
— Experiment

bypassing time (s)

unloading time (s)

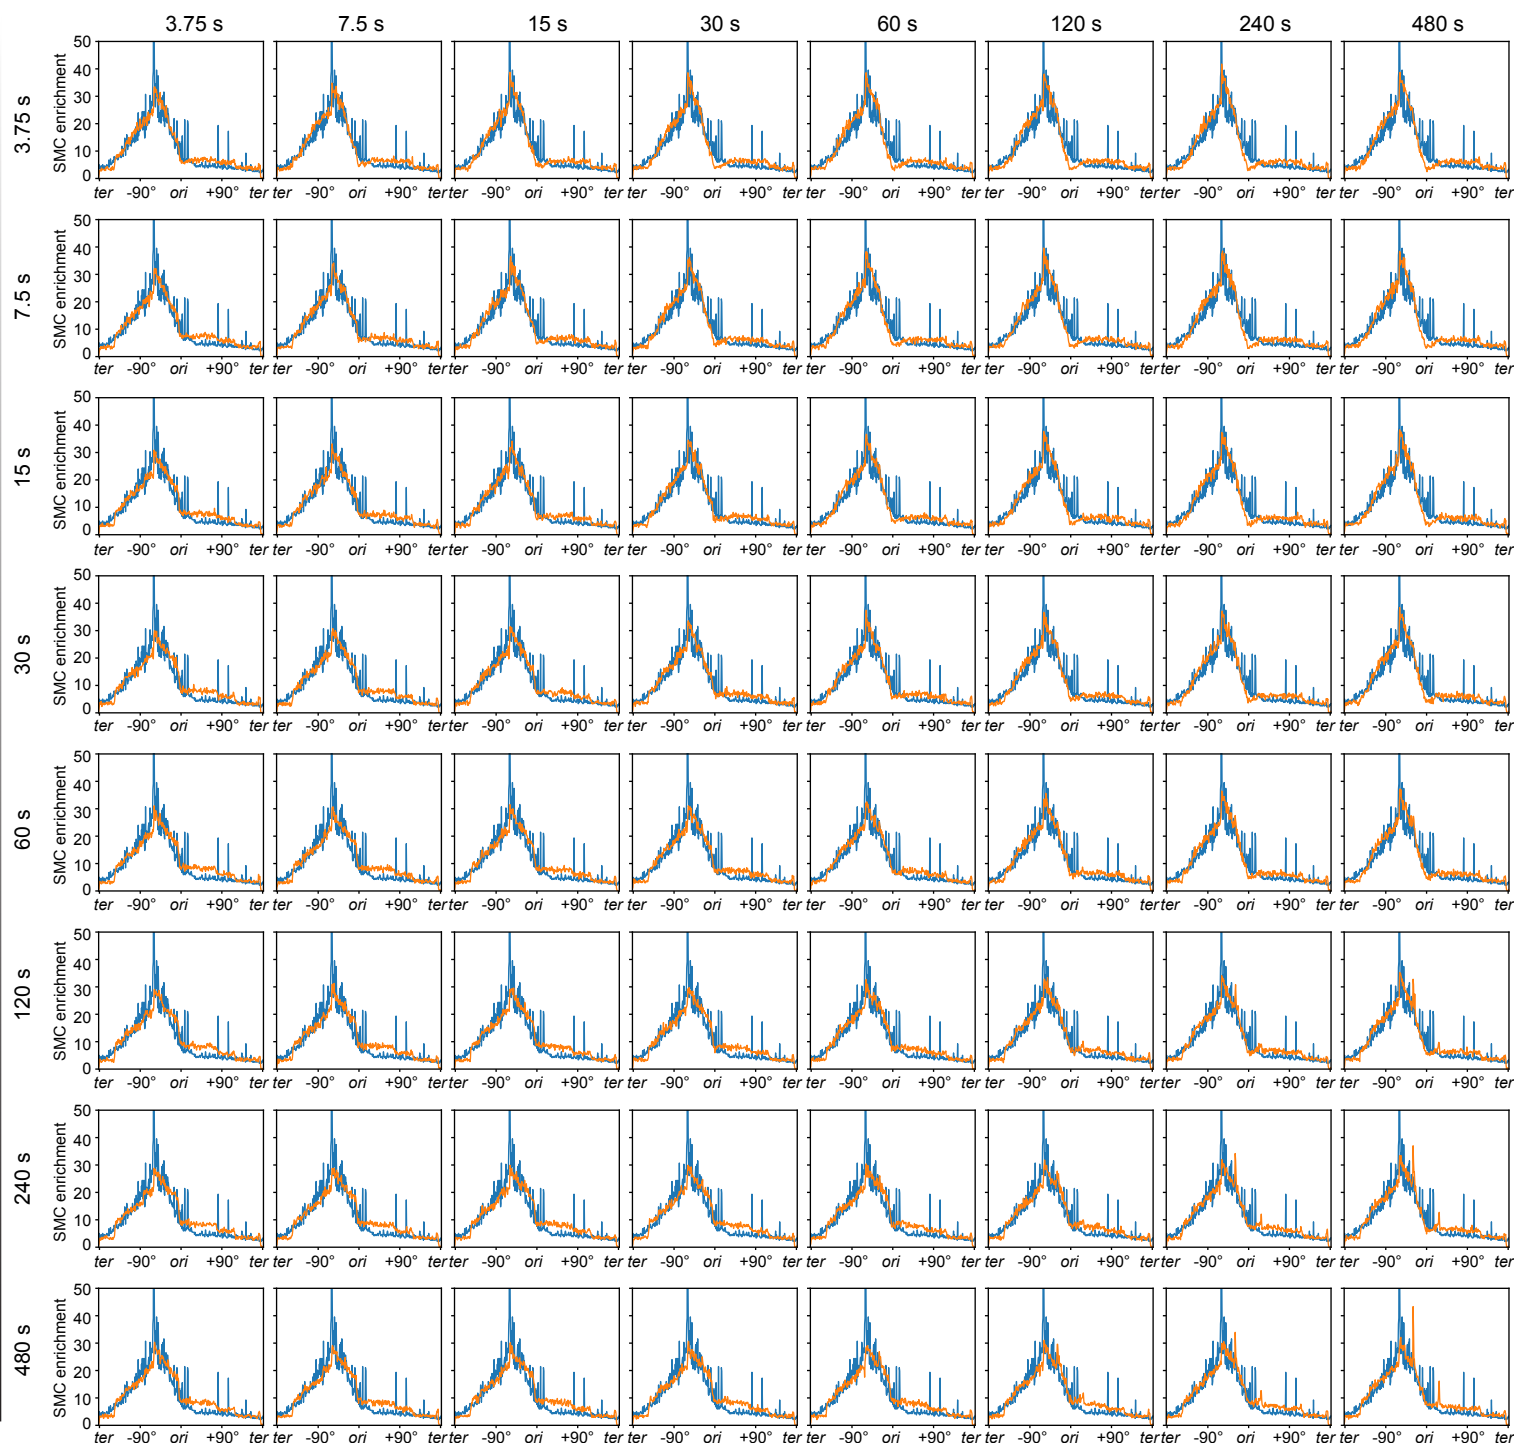

b

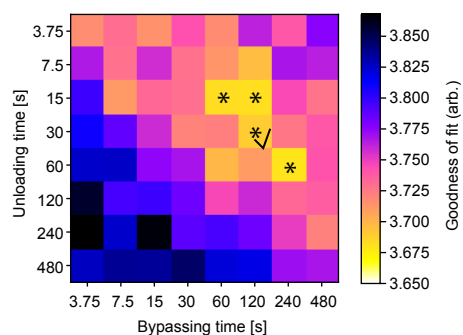

Supplementary Fig. 8: Sweeping of bypassing rates and unloading rates in the head-on collision. Related to Fig. 6f-j.

(a) SMC occupancy (orange curves) was simulated by varying bypassing time and unloading time, and compared with the experimental ChIP-seq result (Fig. 5c, +IPTG 25 min time point; Fig. 6f) (blue curves). See details in Supplementary Methods under “parameter sweeps for interaction rules between SMC and the stalled replisome”.

(b) A goodness-of-fit heatmap generated from simulations in (a). The four combinations that produced the best fit are highlighted with stars. The same combination used for the head-to-tail collision in Supplementary Fig. 7 (unloading = 30 s and bypassing = 120 s) is indicated by a black check mark.

Supplementary Figure 9

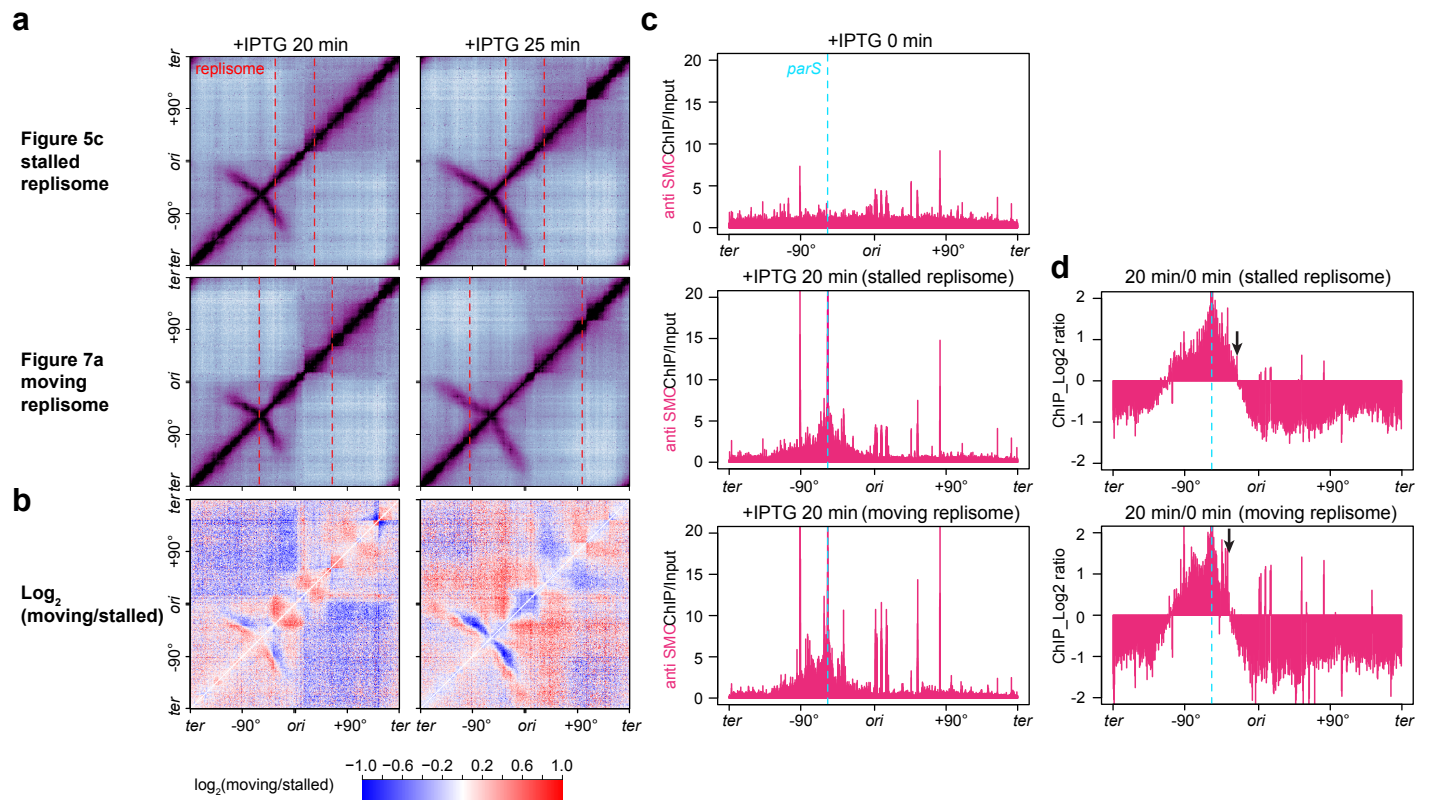

Supplementary Fig. 9: Moving replisomes have a stronger effect on SMC translocation than stalled replisomes. Related to Figs. 5c and 7a.

(a) Hi-C maps obtained from SMC collisions with stalled replisomes (top, Fig. 5c, time points +IPTG 20 min and 25 min) and from SMC collisions with moving replisomes (bottom, Fig. 7a, time points + IPTG 20 min and 25 min). Red dashed lines indicate the position of replisomes determined by MFA plots.

(b) Log₂ ratio of Hi-C matrices between “moving replisome” and “stalled replisome” shown in (a). Red pixels designate increased interactions while blue pixels indicate decreased interactions.

(c) anti-SMC ChIP enrichment before IPTG induction (top), or after 20-min IPTG induction in Fig. 5c which had stalled replisomes (middle), or 20-min IPTG induction in Fig. 7a which had moving replisomes (bottom). Cyan dashed lines indicate the position of the *parS* site.

(d) The ratio of ChIP enrichment at 20 min relative to 0 min were plotted in log₂ scale in 5-kb bins to track SMC translocation after IPTG induction. The top plot used cells containing stalled replisomes and the bottom plot used cells containing moving replisomes. Black arrows indicate the endpoints of SMC enrichment toward the replication origin.

Supplementary Figure 10

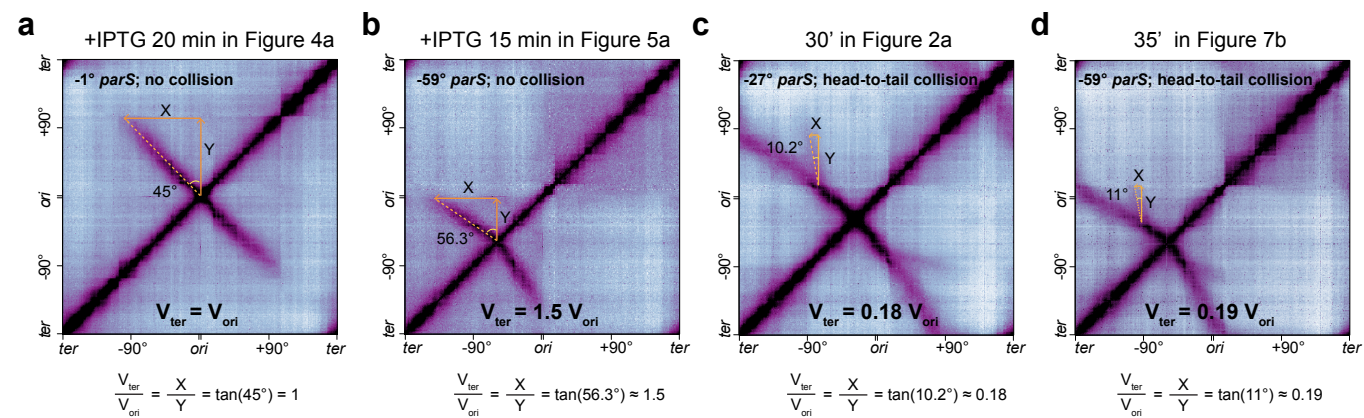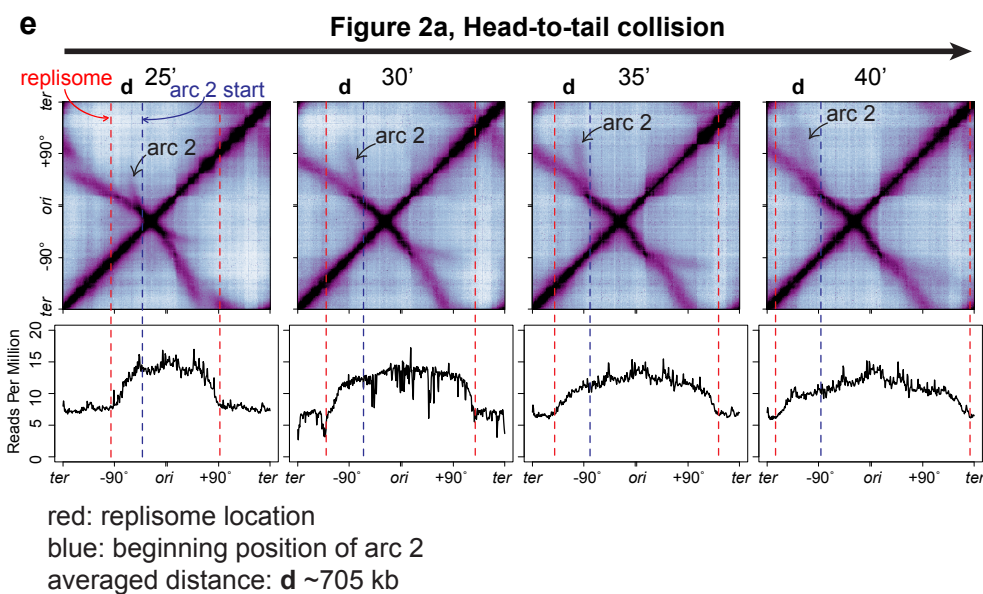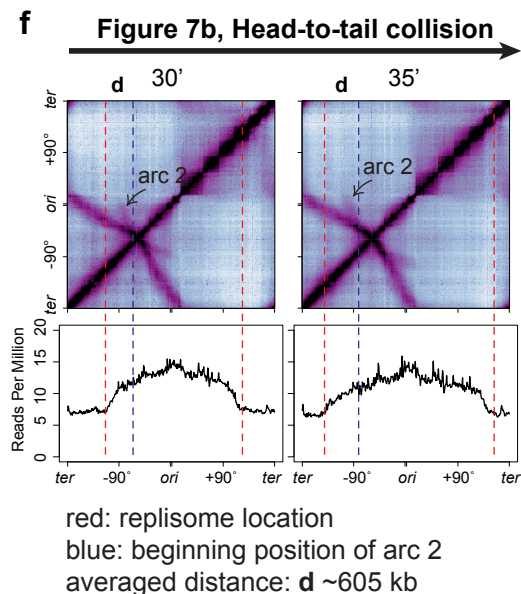

Supplementary Fig. 10: SMC was further slowed down by moving replisomes in the head-to-tail collision. Related to Fig. 7.

(a-d) The angle of DNA zipping on the Hi-C map represents the relative speed of the two independent SMC motors. X and Y indicate the translocation distance on the x-axis (toward the terminus) and y-axis (toward the origin), respectively. Shown are experimental Hi-C maps of strains containing a single *parS* site at -1° (no collision in Fig. 4a), -59° (no collision in Fig. 5a), -59° (the head-to-tail collision in Fig. 7b) and -27° (the head-to-tail collision in Fig. 2a) at indicated time points.

(e-f) Distances between the leftward moving replisome (red dashed lines) and the starting point of arc 2 (blue dashed lines) in the head-to-tail collision in Fig. 2a and Fig. 7b.

Supplementary Figure 11

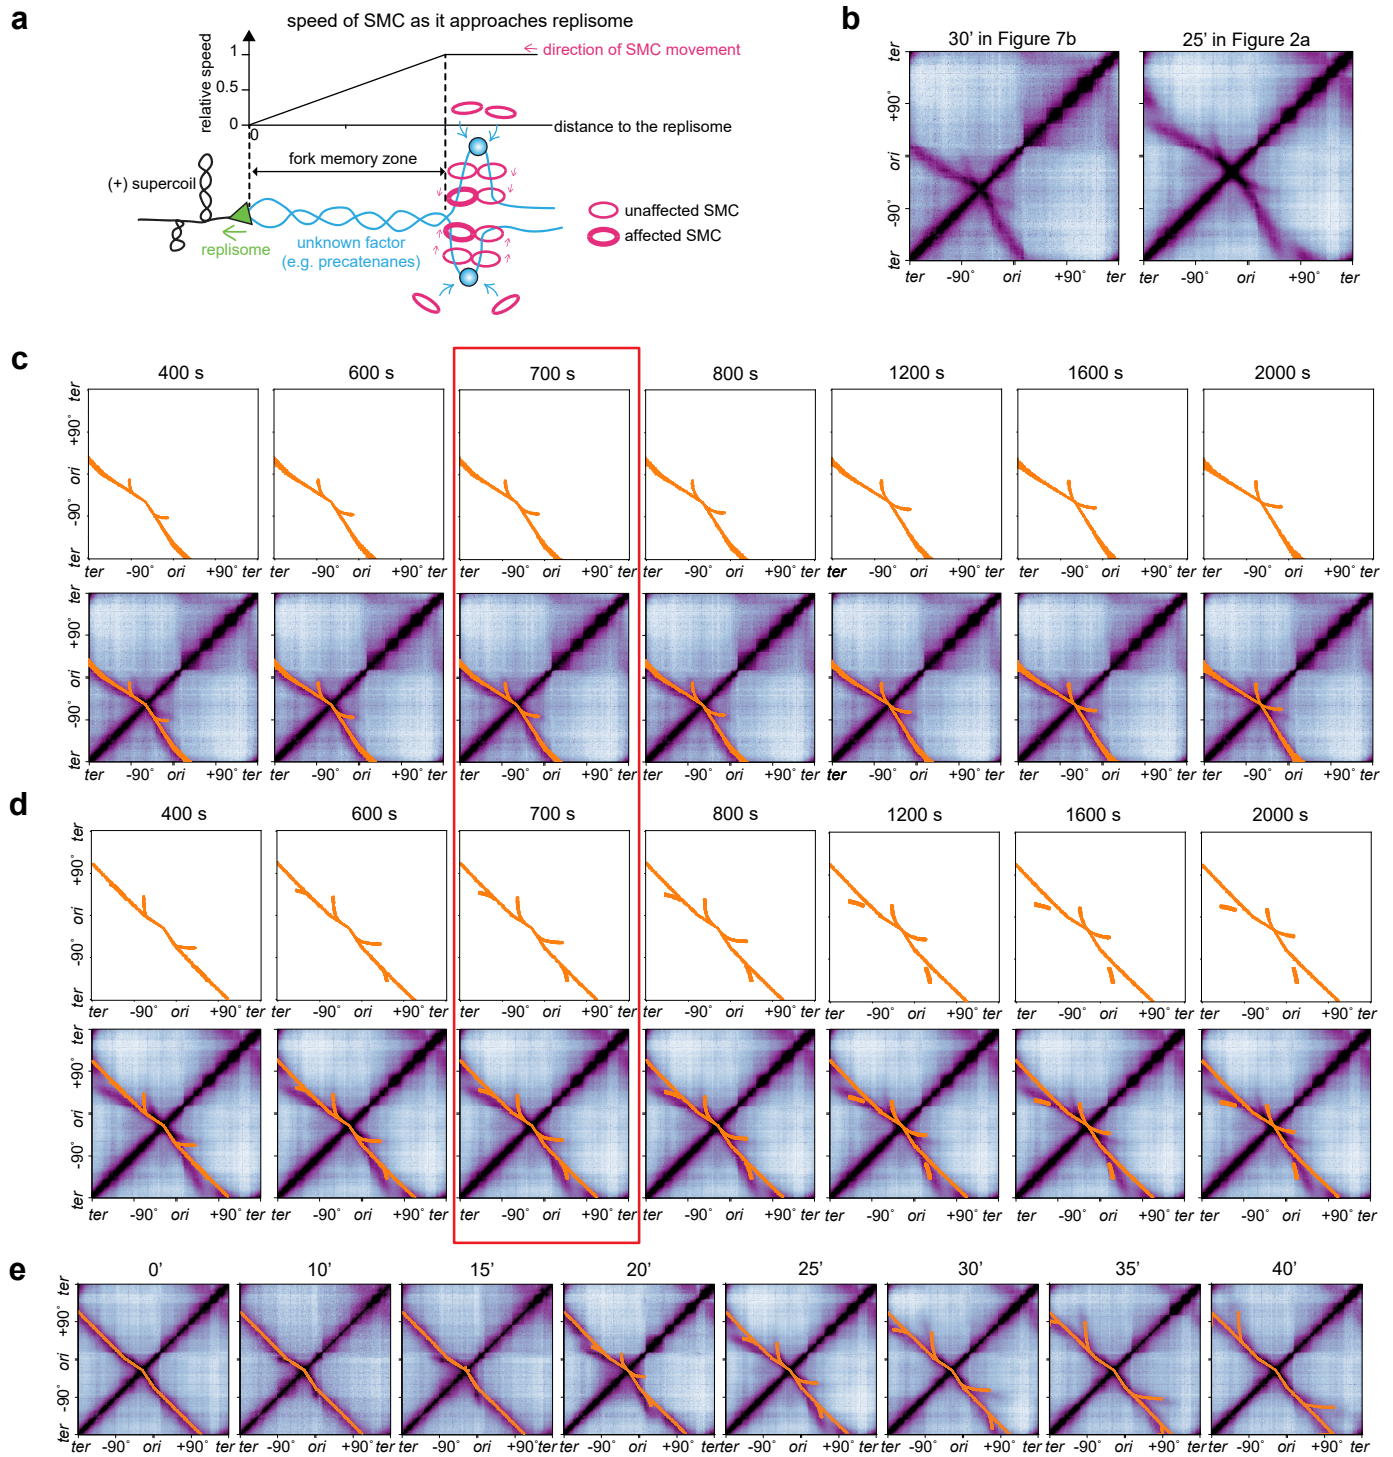

Supplementary Fig. 11: Simulations to generate arc 2 on Hi-C maps. Related to Figs. 2 and 7.

(a) Schematics depicting the setup of the model, in which SMC is progressively slowed down towards the moving replisome in a head-to-tail collision. The factor that causes such a slowdown is unknown, but an example is DNA precatenation behind the replisome. The bottom panel illustrates a moving replisome (green triangle) generating positive supercoiling ahead and precatenanes behind. In our model, SMCs loaded at *parS* behind the replisome is initially unaffected and travel at 1x relative speed. As SMCs enter the fork memory zone (e.g. where precatenanes are), SMC's speed decreases linearly and drops to zero when SMCs reach the replisome. The "fork memory time" constant describes the time SMC takes to traverse the fork memory zone. Our simulations seek to determine the fork memory time that best reproduces arc 2 in our experiments.

(b) Experimental data for head-to-tail SMC collisions with moving replisomes shown in Fig. 7b (30') and Fig. 2a (25'). Our parameter sweeps of the fork memory time in **(c)** and **(d)** seeks to reproduce the arc 2 in these two Hi-C maps.

(c) Sweeping of the fork memory time to reproduce arc 2 in Fig. 7b (30'), the left panel in **(b)**. Top: at 30' after replication, with the indicated fork memory times, the final position of each SMC complex was simulated and plotted as an orange dot. A wide range of fork memory times (100 s to 4,000 s) were simulated but only a subset of those are shown. 4,000 SMC complexes are plotted. Because of such a high number of sampled SMC complexes, the dots are not individually resolvable but form lines. See Supplementary Methods for details. Bottom: overlay of dot plot (simulated positions of SMCs) on top of experimental Hi-C data.

(d) Sweeping of the fork memory time to reproduce arc 2 in Fig. 2a (25'), the right panel in **(b)** in the same way as in **(c)**. For both **(c)** and **(d)**, simulations using a fork memory time of 600-800 s show good agreements with the experimental data in terms of the position and curvature of arc 2. The red box highlights the best fit (700 s).

(e) A fork memory time of 700 s reproduced the position and curvature of arc 2 on Hi-C maps for all time points in Fig. 2a.

Supplementary Table 1. Bacterial strains, plasmids and oligonucleotides used in this study.

**Strains used in the study**			
**Strain**	**Genotype**	**Reference**	**Figure**
PY79	Wild-type	2	1b
BWX3212	<i>parS</i> Δ9 no a.b.	3	1b
BWX3381	<i>parS</i> Δ9 no a.b., -117° <i>parS</i> (<i>loxP</i> -kan- <i>loxP</i>)	1	1b
BWX5297	<i>parS</i> Δ9 no a.b., -59° <i>parS</i> no a.b., Δ <i>parB</i> :: <i>spec</i> , <i>yvbJ</i> :: <i>Pspank parB</i> (Δ <i>parS</i>) (<i>cat</i>), <i>dnaB134</i> (<i>ts</i>) <i>zhb</i> -83::Tn917 (<i>erm</i>)	this study	1c, 5, 6af, 7a, S1cef, S2, S4bc, S5bc, S7, S8, S9, S10b
BWX5230	<i>parS</i> Δ9 no a.b., -27° <i>parS</i> no a.b., <i>dnaB134</i> (<i>ts</i>) <i>zhb</i> -83::Tn917 (<i>erm</i>)	this study	2a, S3, S10ce, S11bde
BWX2533	<i>yycR</i> :: <i>tetO48</i> (<i>cat</i>), <i>ycgO</i> :: <i>PftsW tetR</i> - <i>cfp</i> (<i>phleo</i>), <i>dnaX-yfp</i> (<i>spec</i>), <i>dnaB134</i> (<i>ts</i>) <i>zhb</i> -83::Tn917 (<i>erm</i>)	3	3
BWX4310	<i>parS</i> Δ9 no a.b., Δ <i>parB</i> (remains wt <i>parS</i> at -1°):: <i>spec</i> , <i>yvbJ</i> :: <i>Pspank parB</i> (Δ <i>parS</i>) (<i>cat</i>), <i>dnaB134</i> (<i>ts</i>) <i>zhb</i> -83::Tn917 (<i>erm</i>)	this study	4, S1d, S4, S5a, S10a
BWX4504	<i>parS</i> at -1°, <i>yhdG</i> :: <i>Phyperspank</i> -(<i>optRBS</i>)- <i>sirA</i> (<i>phleo</i>)	this study	S6
BWX5529	<i>parS</i> Δ9 no a.b., -59° <i>parS</i> no a.b., <i>dnaB134</i> (<i>ts</i>) <i>zhb</i> -83::Tn917 (<i>erm</i>)	this study	7bc, S10df, S11bc
**Strains used for strain building**			
**Strain**	**Genotype**	**Reference**	**use**
KPL69	<i>trpC2</i> , <i>pheA1</i> , <i>dnaB134</i> (<i>ts</i>) <i>zhb</i> -83::Tn917 (<i>erm</i>)	4	All strains containing <i>dnaB</i> (<i>ts</i>)
BWX2423	Δ <i>parB</i> (Δ <i>parS</i>):: <i>loxP</i> - <i>spec</i> - <i>loxP</i>	5	BWX5297
BWX3268	<i>parS</i> Δ9 no a.b., -27° <i>parS</i> no a.b.	1	BWX5230
BWX3370	<i>parS</i> Δ9 no a.b., -1° <i>parS</i> no a.b.	1	BWX4504
BWX3377	<i>parS</i> Δ9 no a.b., -59° <i>parS</i> (<i>loxP</i> -kan- <i>loxP</i>)	1	BWX5297
BWX4070	<i>parS</i> Δ9 no a.b., Δ <i>parB</i> (remains wt <i>parS</i> at -1°):: <i>spec</i> , <i>yvbJ</i> :: <i>Pspank parB</i> (Δ <i>parS</i>) (<i>cat</i>)	6	BWX4310
BWX4426	<i>parS</i> Δ9 no a.b., -59° <i>parS</i> no a.b.	this study	BWX5297
BWX4464	<i>parS</i> Δ9 no a.b., -59° <i>parS</i> no a.b., Δ <i>parB</i> :: <i>spec</i>	this study	BWX5297
BWX4467	<i>parS</i> Δ9 no a.b., -59° <i>parS</i> no a.b., Δ <i>parB</i> :: <i>spec</i> , <i>yvbJ</i> :: <i>Pspank parB</i> (Δ <i>parS</i>) (<i>cat</i>)	this study	BWX5297
**Plasmids used in the study**			
**Plasmid**	**Description**	**Reference**	**use**
pDR244	<i>cre</i> -expressing plasmid (<i>spec</i>)	7	BWX5297
pJW005	<i>yhdG</i> :: <i>Phyperspank</i> -(<i>optRBS</i>)- <i>sirA</i> (<i>phleo</i>)	8	BWX4504
pWX722	<i>yvbJ</i> :: <i>Pspank</i> (<i>optRBS</i>) <i>parB</i> Δ <i>parS</i> (<i>cat</i>)	6	BWX4310, BWX5297
**Oligonucleotides used in the study**			
**Oligos**	**Sequence**	**Reference**	**Use**
oWX507	cggtgctgaattttcaattatttccc	this study	BWX5297
oWX508	acccgttgcaaaggctcactgggcgc	this study	BWX4310
oWX888	agaggtaaacgtaatgctgcaggcc	this study	BWX5297

Supplementary Methods

Strain construction

-59° *parS*, Δ *parB*, *Pspank parB* without *parS*, *dnaB(ts)* (BW5297)

This strain was constructed in four steps: 1) The *loxP-kan-loxP* cassette in BWX3377¹ was removed using a *cre*-expressing plasmid pDR244⁷, resulting in BWX4426; 2) A PCR product of Δ *parB* clean deletion was amplified using oWX507 and oWX888 from strain BWX2423⁵ and transformed into strain BWX4426, resulting in BWX4464; 3) pWX722 (*Pspank parB* without *parS*)⁶ was transformed into BWX4464, resulting in BWX4467; 4) The genomic DNA of *dnaB134 (ts) zhb-83::Tn917*⁴ was transformed into BWX4467.

-59° *parS*, *dnaB(ts)* (BW5529)

This strain was constructed by transforming the genomic DNA of the *dnaB134 (ts) zhb-83::Tn917* strain⁴ into BWX4426 described above.

-27° *parS*, *dnaB(ts)* (BW5230)

This strain was constructed by transforming the genomic DNA of the *dnaB134 (ts) zhb-83::Tn917* strain⁴ into BWX3268 (*parS* Δ 9 no a.b., -27° *parS* no a.b.)¹.

-1° *parS*, Δ *parB*, *Pspank parB* without *parS*, *dnaB(ts)* (BW4310)

This strain was constructed by transforming the genomic DNA of the *dnaB134 (ts) zhb-83::Tn917* strain⁴ into BWX4070⁶.

-1° *parS*, *Phyterspans* *sirA* (BW4504)

This strain was constructed by transforming pJW005⁸ into BWX3370¹.

Calibration of replisome dynamics model

We first simulated replisome dynamics in a population of synchronously growing cells. Our objective was to reproduce the shape of the marker-frequency analysis (MFA) as determined by whole-genome sequencing (WGS) to define the replisome distribution on the genome using the fewest parameters possible.

We used the MFA data from the *dnaB(ts)* strain (BW5297) in Fig. 1c. We performed simulations to vary several parameters on replisome behaviors: 1) the loading rate of DNA polymerase (DNAP) to the origin (*DNAP_load_time*); 2) the speed of replication forks at 30°C (*low_temp_DNAP_rate*); 3) the speed of replication forks at 42°C (*high_temp_DNAP_rate*); 4) the time for spontaneous DNAP stalling (*DNAP_stall_time*); 5) the fraction of cells containing replisomes before initiation (*fraction_pre-existing DNAP*). See below for detailed explanations.

In the experiment in Fig. 1c, cells were first synchronized at the G-1 stage by being grown at 42°C for 45 min (T = 0 min). The overall “flat” shape of the curve in the MFA profile at this time point (Fig. 1c, 0') indicates that most of the cells in the synchronous population contained a single chromosome. However, the slight “hat shape” (i.e. ^) of the curve (Supplementary Fig. 1a, slope 1) indicates that some cells had partially replicated chromosome prior to replication initiation, despite growing at 42°C. We refer to the replisomes in this subpopulation as pre-existing replisomes, heuristically modeled its fraction by the *fraction_pre_existing DNAP* parameter, and distributed these replisomes using a wide quadratic distribution centered with its maximum at the origin.

For experimental data upon replication initiation, we found that the shapes of the MFA distribution were best matched by including a parameter, *DNAP_stall_time*, to account for spontaneous DNAP stalling. This parameter modeled the probability that a replisome prematurely stops, which could be caused by factors such as DNA damage or other temporary roadblocks. The spontaneous stalling time was modeled using an exponential distribution with the characteristic stalling rate governed by $1/\text{DNAP\_stall\_time}$.

We combined all these elements into a function to compute the probability distribution of DNAP positions

along the chromosome at given time points. Briefly, we uniformly sampled the loading times for each DNAP from an exponential distribution with average time *DNAP_load_time* to pre-determine the loading time of each replisome (DNAP). Additionally, we sampled *DNAP_stall_time* from an exponential distribution with average time to determine the spontaneous stalling time of each replisome (DNAP). We then paired up all possible combinations of sampled DNAP loading times and stalling times to generate a minimum number of sampled (simulated) replisomes.

Upon replication initiation, for simplicity, we assumed that replisomes progressed symmetrically to the left and right of the origin. Each replisome traveled away from the origin using the rate *low_temp_DNAP_rate* for the first 15 min when the cells were grown at 30°C, followed by *high_temp_DNAP_rate* when growing 42°C. The distance traveled by each replisome on each replication arm was computed by (*low_temp_DNAP_rate* * 10 min or 15 min and *high_temp_DNAP_rate* * time for time T-15 min). A fraction of pre-existing chromosomes was additionally distributed as described above.

This model for the distribution of replisome positions was then normalized and compared to experimental data. To fit the model parameters, we employed a least-squares optimization approach to collectively minimize the difference between the distributions of simulated replisome position and the experimental MFA data at the time points 0 min, 10 min, 20 min, 30 min, 40 min, 50 min after replication initiation. Both simulation and experimental MFA data were binned into 10 kb segments for a total of 404 bins for the whole genome. We normalized both the experimental data and the simulated copy number by the sum of total counts, then multiplied the values by 4200. This was calculated by: $42 * 1e6/1e4 = 4200$. The factor of 42 comes from the fact that the WGS read length is 42 bases long; the 1e6 is for reporting values in reads per million; finally, we divided the total by 1e4 since the data was median filtered with a window size of 10 kb. For the least-squares optimization, we used scipy1.4.1 (scipy.optimize.minimize). By sweeping the parameters above, we identified a set of best-fit values that reproduced the experimental MFA data in Fig. 1c (also see Supplementary Fig. 1b and c).

Parameters	Values	Units	Fit/Fixed
<i>DNAP_load_time_constant</i>	5	1/min	fit
<i>low_temp_DNAP_rate</i>	22	kb/min	fit
<i>high_temp_DNAP_rate</i>	66.0	kb/min	fit
<i>DNAP_stall_time_constant</i>	44	1/min	fit
<i>fraction_pre_existing_DNAP</i>	0.18	N/A	fit
<i>num_chromosomes_for_fit</i>	11800	N/A	fixed
<i>bin_size_for_fit</i>	10	kb	fixed
<i>chromosome_length_in_bins</i>	404	kb	fixed
<i>time_for_DNAP_loading</i>	15	min	fixed
<i>time_at_low_temperature</i>	15	min	fixed

From these fit values, we estimated that within a 15-minute time window at 30°C, approximately 5% of the cells do not initiate DNA replication (i.e., $\exp(-15\text{min}/\text{DNAP\_load\_time\_constant}) = \exp(-15\text{min}/5\text{min}) \sim 0.05 = 5\%$). Therefore, ~95% of cells were estimated to have initiated replication.

Using the same fitting procedure and same parameters, our simulation reproduced the experimental data in other experiments used in this study (Figs. 4, 5 and Supplementary Fig. 1d-f). Although it is mechanistically not precise, our heuristic model could nevertheless provide insights into the nature of the replisome dynamics. Our simulations provided the following estimates (mean $\pm$ standard error on mean):

DNAP load time constant = 4.7 ± 0.4 min
Low temperature DNAP rate = 27 ± 3 min
High temperature rate = 57 ± 4 min
DNAP_stall_time_constant = 64 ± 20 min
Fraction pre-pre-existing DNAP = 20 ± 2 %

Framework for simulations of SMC extrusion on replicated chromosomes

To assess the possible rules of the interaction between loop-extruding SMC complexes and replisomes, we extended our previous framework for simulations of SMC-SMC interactions⁹ (<https://github.com/hbbrandao/bacterialSMCtrajectories>) by including replicated chromosomes and SMC-replisome interactions.

Each simulated chromosome was segmented into 4040 bins of 1 kb each to resemble the total length ~4033 kb in our bacterial strains and to best match the number of 404 bins of 10 kb used for Hi-C and other analyses. In addition to the 4040 bins for the main (unreplicated) chromosome present in all simulations, we also added a number of lattice sites for the segments of chromosome that have been replicated. As such, each simulation could contain up to $4040 \times 2 = 8080$ chromosomal lattice sites to allow for up to two whole replicated chromosomes per cell. At the beginning of each simulation, replisome positions were assigned based on *fraction_pre_existing_DNAP* (see above).

For all simulations, we allowed the number of SMCs on the chromosome to fluctuate based on their loading/unloading dynamics, which was done by including a “cytosolic lattice site” for SMC to reside in addition to the aforementioned chromosomal lattice sites. We used a constant number of 40 SMC loop-extruding molecules per cell as determined by previous experiments and simulations⁹. At the start of each simulation, ~75% of SMCs (30 loop extruders) started off at the “cytosolic” locus to account for the fact that SMCs have not yet been induced to load on the DNA. ~25% (10 loop extruders) were “pre-loaded” throughout the chromosome to mimic the non-specific loading of SMCs in the absence of *parS* sites or ParB protein^{9, 10}.

For simulating SMC dynamics, we created a Python program defining a *smcTranslocator* class as the engine for simulating the motion of SMC complexes on the replicating chromosome. This class encapsulated the dynamic behaviors of SMCs, including their loading onto the DNA, their translocation along the chromosome, and their unloading. Broadly, the simulation of SMC dynamics can be broken down into three main parts ordered by when they occur in each simulation time step: **death**, **birth** and **step**:

death: This function governs the unloading or dissociation of SMCs from the chromosome. It includes both the basal unloading rate which represents the intrinsic tendency of SMCs to dissociate from the DNA, and the possibility of unloading triggered by interactions with other SMC complexes or interactions with the replisome. Death probabilities were pre-set at the start of each simulation and were calibrated for each simulation time-step to specific average lifetimes for the SMCs at each type of lattice site. For the cytosolic lattice site, the average lifetime was calibrated to be 180 s. For the chromosomal lattice sites including the “*parS* lattice site” and “regular lattice sites”, the average lifetime of the SMC was set to 1200 s as determined from experiments (see the SMC lifetime calibration section below for details). For “replication fork lattice sites”, the average lifetime (or probability of unloading) was left as a free parameter for each simulation (i.e. we performed parameter sweeps over this value with values ranging from 1 s [the case of immediate unloading] to 10,000,000 s [the case of no unloading]). Finally, we also defined a set of 100 terminus lattice sites (i.e. lattice sites 1950 to 2050 at the replication terminus region) to mimic the unloading of SMCs¹¹. An SMC at a *ter* site had a probability of unloading of 10% per simulation time step.

birth: This function orchestrates the transfer of dissociated SMCs onto one of the three possible simulated lattice sites described above (i.e. two for the chromosome, or one for the cytoplasm). The loading probabilities are pre-set at the start of each simulation by defining lattice sites as one of: “cytosolic” (loading strength 16,000), “*parS*” (loading strength 4000), “replication fork” (loading strength 1) or “regular” (loading strength 1). As an example, for a fully replicated chromosome has 8080 chromosomal lattice sites, including two *parS* sites (one for each daughter DNA molecules), and 2×4039 regular chromosomal lattice sites, separate from the lattice site for cytoplasmic SMCs. In this example, an SMC undergoing the “birth” (or loading) operation would be randomly selected to bind to the cytoplasmic lattice site with probability $16000/(16000 + 2 \times 4000 + 4039 \times 1 \times 2) = 49.9\%$, to a *parS* site with probability $(2 \times 4000)/(16000 + 2 \times 4000 +$

$4039 \times 1 \times 2 = 24.9\%$, and to any other regular site with probability $1/(16000 + 2 \times 4000 + 4039 \times 1 \times 2) = 0.003\%$.

step: This function simulates the translocation of SMCs along the chromosome. For each simulation step, it considers various factors influencing SMC movement, such as directionality, translocation rate and stalling probabilities. The step function uses periodic boundary conditions to model SMC movement on a circular chromosome. When an SMC moves past one end, it is repositioned to the other, creating a continuous track for translocation, reflecting the circular nature of bacterial chromosomes. In our simulations, each SMC loop extruder consists of two “motor subunits” that can move independently from one another¹², and interacts independently with other SMCs and the replisome. By default, the rule of engagement of an SMC with a replisome is “pausing” (also known as blocking or doing nothing). If an SMC subunit translocating on unreplicated DNA in *ter*-to-*ori* orientation needs to bypass (step over) a lattice site containing the replication fork (head-on collisions between SMC and replisome), the “step” function randomly selects one of the two newly replicated daughter DNA strands to move to with probability of 50% for either one. For the reverse cases where an SMC subunit moving on newly replicated DNA strands in an *ori*-to-*ter* direction encounters a replication fork site ahead (head-to-tail collision), we assumed SMCs move from the daughter DNA to the unreplicated mother DNA (i.e. transitions from daughter DNA to daughter DNA are not allowed). For the rules of engagement of SMCs with other SMCs, we fixed the rates of pausing (probability of 0.9275 per simulation step), bypassing (probability of 0.07 per simulation step) and facilitated dissociation (probability of 0.0025 per simulation step) as previously described⁹. Lastly, to best mimic the asymmetric translocation dynamics of the SMC complexes, we specified a genomic bias for the translocation: SMCs translocating from lattice site 90 (i.e. position 90 kb from *ori*) towards the terminus (lattice site 2000) move at the “full speed”, and from lattice site 2000 to 90 at 33% of the full speed to reproduce the correct “tilt” in the Hi-C secondary diagonal¹². The full speed of SMC used in the simulations was 1.07 kb/s at 42°C, close to the value of 1.18 kb/s as measured by experimental Hi-C (Supplementary Fig. 4b), and was 0.35 kb/s at 30°C as inferred by fitting a time-course of SMC ChIP-seq data (Supplementary Fig. 2b). All simulation time step units were calibrated to an equivalent of one second of real experimental time.

We note that all of the above simulations of SMC extrusion dynamics are one dimensional in nature.

Calibration of spontaneous dissociation rate of SMC complexes

We constrained the spontaneous dissociation rate of SMCs at 42°C using SMC ChIP-seq (Supplementary Fig. 6a). We used a strain (BW4504) containing a single *parS* site at -1° and IPTG-inducible *sirA* which arrested cells in G1 after one-hour treatment with 1 mM IPTG at 42°. In this dataset, most of the chromosomes were unreplicated, but the MFA analysis suggested that a small fraction of chromosomes in the cell population had pre-existing replisomes in a similar way as seen in MFA data of the *dnaB(ts)* strain described above (see the section *calibration of replisome dynamics model*) (Supplementary Fig. 1a, slope 1). As such, we took several steps to ensure that our estimate of the spontaneous SMC dissociation rate was not strongly biased by this fraction of pre-existing replisomes. We took the following key steps to determine the spontaneous SMC dissociation rate:

1. **Data preparation:** Loading and binning experimental ChIP-seq and MFA data.
2. **Replisome simulation:** Because the cells were arrested in G1, we set the DNAP loading time to 100,000 min, which was effectively not allowing any replisomes to load on the DNA. Using the fitting procedure we described in “Calibration of replisome dynamics model”, we identified that 5% of chromosomes had pre-existing replisomes. We considered their effects on SMC dynamics (see below).
3. **SMC translocation simulations:** We implemented a function (*smcTranslocator*) to simulate SMC movement on the chromosome, incorporating factors like bypassing, unloading, and pausing at the replication fork positions. We performed four simulations to account for the 5% of pre-existing replisomes. We first simulated the three extreme interaction scenarios between SMC and the replisome: 1) “blocking” where SMC translocation is blocked by the replisome and SMC remains at the collision site; 2) “unloading” where SMC immediately dissociates from the

chromosome when encountering the replisome; 3) “bypassing” where SMC immediately bypasses the replisome. We reasoned that if all the fit values for these extreme scenarios gave similar “best-fits”, then the residual 5% of pre-existing replisomes would have an overall small effect on the estimated SMC dissociation rate. As a final sanity check, we ran a fourth set of simulations assuming there was no residual (i.e. partially replicated) chromosome.

4. **Parameter sweep:** We systematically varied the SMC lifetime (i.e. $1/\text{(spontaneous dissociation rate)}$) to generate a series of simulated SMC enrichment profiles. We swept lifetime values from 200 s to 2,400 s at intervals of 200 s. The resulting simulated SMC profiles were then compared directly to the experimental ChIP-seq data (Supplementary Fig. 6a). We inspected the results both visually and by computing a goodness of fit metric.
5. **Goodness-of-fit analysis:** We compared simulated SMC enrichment profiles with experimental data to identify the SMC dissociation rate. The goodness-of-fit metrics we employed was the mean absolute deviation between the simulated SMC profiles and the experimental ChIP-seq data (Supplementary Fig. 6b). By considering the goodness-of-fit curves for all three extreme-value scenarios of SMC-replisome interaction rules, we found that the overall best fit value for the average SMC lifetime was ~1,200 s.

Generation of SMC occupancy profiles from simulations

Each SMC loop extruder has two motors (the “left” extrusion motor and the “right” extrusion motor). Thus, at each simulation time step, the position of one SMC loop extruder has a “pair” of positions corresponding to the two motors. For each lattice site, we counted the number of instances when a SMC motor was on it. The counts were summed for all SMCs on all chromosomes in a simulation (typically at least 1,025 chromosomes) to produce the plotted SMC occupancy profiles (i.e. simulated ChIP). As done for experimental ChIP-seq data, we discretized the simulated genome into 404 bins (each consisting of 10 lattice sites) and plotted the median SMC occupancy count value within each 10 kb bin. Lastly, we normalized the entire distribution by the area under the curve (i.e. the sum of all 404 median bin counts) and multiplied the result by 4,200 to report the simulated SMC occupancy profile in reads per million. In this way, we can directly compare the simulated SMC enrichments to the experimental ChIP enrichments.

Generation of Hi-C maps from simulations

For generating Hi-C maps from simulations, we used the semi-analytical methods described in Brandao et al, 2021⁹ which builds on the work from Banigan et al, 2020¹³. Briefly, the simulated Hi-C maps come from calculations of the contact probabilities between different parts of the chromosome (i.e. the chromosomal lattice sites). Since these contacts are mediated by the two motors of SMCs, the method used positions of the loop extruding SMC complexes on the genome to compute an undirected graph to obtain the shortest path between any two randomly sampled chromosomal lattice sites. We used Scipy1.4.1 (`scipy.sparse.csgraph.shortest_path`) for the shortest path calculation.

To create the simulated Hi-C maps shown in Fig. 6 we sampled at least 5,152 chromosomes for each map, with 1,000,000 randomly sampled unique contact pairs for each chromosome. Sections of the genome with replicated chromosomes were averaged. Contacts were binned to 10 kb resolution, resulting in a single Hi-C contact map of 404 bins, which was comparable to the experiments. We note that it was not possible to directly compare the Hi-C contact values in the simulated map with those in the experimental data because of the shortest-path approximation⁹, Gaussian contact model approximation¹³, and the lack of simulated “fine structures” such as plectonemes¹⁴. To closely match the experimental contact probability decay and to show the Hi-C maps on comparable color scales, we adjusted the scaling exponent in the Hi-C simulations. This adjustment aids visual comparison but does not alter our results or conclusions.

Filtering of ChIP-seq and MFA data for goodness-of-fit calculations and visual comparisons

All ChIP-seq and MFA data were mapped to 1 bp resolution. We then applied a 10 kb moving “window” and measured the median value within the window. Data were discretized to 404 bins to cover the entirety of the genome similarly to the process described above for simulated SMC occupancy profiles. For direct comparisons of the simulated SMC enrichment profiles to experimental ChIP-seq data, we did not normalize the ChIP by the DNA input (i.e. MFA data) because of two reasons: 1) our simulations already account for the distribution of multiple chromosome copies; 2) since MFA data are noisy, we

reasoned that comparing the ChIP-seq data directly to the simulated profiles would result in higher confidence and less bias.

Parameter sweeps for interaction rules between SMC and the stalled replisome

We took the following steps to generate parameter sweeps:

1. **Data preparation:** We loaded and binned experimental ChIP-seq and MFA data as described above. We fit the data using one timepoint specified in the figure legend (e.g. we used +IPTG 25min in Fig. 6a, f).
2. **Replisome simulation:** To mimic the distribution of replisomes for each experimental condition, we used the best-fit values that reproduced the MFA distributions of cells in Fig. 1c (see the section *Calibration of replisome dynamics model*, also see Supplementary Fig. 1b, c), which also reproduced the MFA plots for the stalled replisomes (Supplementary Fig. 1d-f).
3. **SMC translocation simulations and parameter sweep:** We employed the `smcTranslocator` function to simulate SMC movement on the chromosome, incorporating factors like bypassing, unloading, and blocking (i.e. pausing) at the replication fork positions. While keeping all other parameters fixed (as described above in the section *Framework for simulations of SMC extrusion on replicated chromosomes*), we systematically varied the `SMC_bypassing_time` and the `SMC_unloading_time` values. We used all pairwise combinations of the following times [3.75, 7.5, 15, 30, 60, 120, 240, 480] in seconds. Additionally, to simulate the simple models, we used the pairs of values for [`SMC_bypassing_time`; `SMC_unloading_time`] of i) [10,000,000; 10,000,000] for blocking only; ii) [1; 10,000,000] for immediate bypassing only; and iii) [10,000,000; 1] for immediate unloading only. We median-filtered the resulting simulated SMC profiles as done for the experiments, and then compared the simulations and experiments directly both visually and by computing a goodness-of-fit metric (Supplementary Figs. 7 and 8).
4. **Goodness-of-fit analysis:** We compared simulated SMC profiles with experimental data to identify the parameter combination that best explains the observed SMC distribution (Supplementary Figs. 7b and 8b). The goodness-of-fit metric we employed was the mean absolute deviation between the simulated SMC profiles and the experimental ChIP-seq data.

Simulations with an active replisome

In addition to the general SMC-replisome interaction rules explored with the simulation framework above, we developed a specialized, stand-alone simulation to investigate in more detail the dynamics of a co-loaded pair of SMC motors encountering an explicitly moving replication fork. In this model, at each simulation time step, not only do the SMC motors potentially move, but the position of the replication fork also advances along the lattice sites. This model focuses on two SMC motors initialized at the same starting position on the 4040-site circular lattice, with one designated to move clockwise and the other counter-clockwise as before.

To simplify the analysis and focus specifically on the new concept of “fork memory” – the lingering effect of a replication fork’s passage on the local chromatin and subsequent SMC motor movement, this specialized simulation intentionally omitted certain complexities present in the previous framework. Specifically, it did not include detailed SMC-SMC interactions (like those leading to facilitated dissociation or mutual pausing). Furthermore, direct SMC-replisome interactions such as “pushing”, “stalling”, or “unloading” upon encounter were not explicitly modeled. Instead, the primary goal was to understand how SMC motors that are assumed to be capable of bypassing the replisome are affected by a transient alteration of their translocation speed in regions recently traversed by a replication fork.

For these simulations, movement of each SMC motor in the pair was stochastic. At each simulation step, an attempt was made to move one site, governed by a rate function dependent on the motor’s current distance from the replication fork and the direction of movement relative to the fork. Two rate functions were defined as follows:

1. **Steady-state rate function for paired motors:** In the absence of a replication fork’s influence, or before the replisome reaches an SMC motor’s location, the SMC movement rates (i.e., the

probability of SMC advancing to the next lattice site during a simulation time-step) were spatially heterogeneous as before.

- For clockwise movement, SMC motor rate was 1.0 for positions $0 \leq p < 2020$ and 0.66 for positions $2020 \leq p < 4040$.
- For counter-clockwise movement, SMC motor rate was 0.66 for positions $0 \leq p < 2020$ (i.e., moving from 2019 towards 0) and 1.0 for positions $2020 \leq p < 4040$ (i.e., moving from site 4039 towards 2020). These differential rates modeled intrinsic regional variations in mobility for this paired configuration.

2. **Post-replication fork rate function for paired motors:** This function models how a replication fork alters the local movement rates of the paired SMC motors. The function is a linear interpolation between the steady-state rate ($R_{steadystate}$) and a modified rate ($R_{modified}$) to give a final overall rate: $R_{final} = R_{modified} \times f + (1 - f) \times R_{steadystate}$. The factor, f , represents the strength of the fork's lingering influence. The parameter f is 0 when the motor is at or ahead of the fork front. When the motor is behind the fork, f depends on the SMC motor's current distance from the advancing replication fork front. If the motor is close to the fork front, f is close to 1, meaning the movement rate is primarily the modified rate, $R_{modified}$, which was typically set to 0. If the motor is further behind the fork front, f is closer to 0, signifying that the lattice site has "forgotten" the fork's passage, and the rate is closer to the steady-state value. When the motor is behind the fork, f is calculated as: $f = 1 - \min((distance\_of\_SMC\_behind\_the\_fork) / (fork\_memory\_distance), 1)$, where $distance\_of\_SMC\_behind\_the\_fork$ is the SMC motor's current distance from the replication fork. The free parameter $fork\_memory\_distance$ was the main value we were seeking to find and optimize. While $fork\_memory\_distance$ was implemented as a characteristic distance in kilobases in the simulation code and equation above, it could also be conceptualized as a characteristic time. This temporal interpretation arises because the distance at which an SMC motor lags behind the continuously moving replication fork is related to the time elapsed since the fork passed that motor's initial relative position. Specifically, this characteristic time is given by $fork\_memory\_time = fork\_memory\_distance / v_{fork}$, where v_{fork} is the speed of the replication fork (i.e., 66 kb/min). This linear model was selected for its simplicity, aiming to capture the essential dynamics of a transiently altered environment with the fewest additional free parameters, allowing a focused investigation on the impact of the $fork\_memory\_distance$ parameter.

The logic for applying the various rates of SMC movement is as follows. The simulation first checks if the replication fork originating from site 0 (with its own $fork\_start\_time$, an exponentially drawn number of seconds with a mean value of 5 mins) and moving at $v_{fork} = 66$ kb/min has reached the SMC motor's position. If not, the steady-state rates are applied. If the fork has passed the motor's position, the modified rates are applied, interpolated with steady-state rates via the factor f described above.

A time-scaling mechanism was used to map the experimental "real time" points to "effective simulation time" points. This empirical mapping was necessary because the underlying experiments were conducted at two different temperatures (30°C and 42°C), which resulted in different SMC translocation speeds after the 15 min time point. The mapping is as follows:

- Real time 0 min → Effective time 0 min
- Real time 10 min → Effective time 5 min
- Real time 15 min → Effective time 8 min
- Real time 20 min → Effective time 16 min
- Real time 25 min → Effective time 21 min
- Real time 30 min → Effective time 26 min
- Real time 35 min → Effective time 31 min
- Real time 40 min → Effective time 36 min

The effective simulation time (in minutes) determines the duration (in numbers of simulation steps) for which the system evolves under observations. Parameter sweeps were conducted by varying:

- The effective time (to simulate different experimental time-points).

- *fork_memory_distance* (the parameter governing the decay distance of the fork's influence).

To generate the dot plots, we simulated a total of 4,000 SMC motor pairs per condition. A single simulation run tracked one clockwise and one counter-clockwise SMC motor, typically starting from a *parS* site (e.g., site 3,378 for the *parS* at the -59° position or site 3,737 for the -27° *parS* position). The simulation initiated assuming a uniform loading time for the SMC relative to the “experimental start time” (i.e., 0 min). The simulated SMC motor pair terminated if both motors reached positions adjacent to the terminus at position 2,020 or after a maximum number of simulation steps determined by the total simulation time, which is the effective simulation time given by the experimental start time (see section above) minus the replisome loading time. When generating trajectories for the dot plots, we accounted for the fraction of the chromosomes not initiating replication. In such cases, the rates of movement of SMCs were entirely governed by the steady-state rate function. For the large majority of simulations (i.e., with an “active replisome”) we used the combination of the steady-state rate function and the post-replication rate functions as defined above. The final lattice positions of the counter-clockwise and clockwise motors from each simulation run were transformed to a zero-centered chromosomal coordinate system and were plotted as in Fig. 7c and Supplementary Fig. 11. These plots aimed to reveal how different parameters governing the SMC-replication fork interaction affect the relative and absolute progress of the two motors away from their start site.

Declaration of generative AI and AI-assisted technologies in the writing process

During the preparation of this work the authors used Gemini AI 1.0 Ultra (Google Workspace, accessed September 8-15, 2024) and Gemini AI 2.5 Pro Preview (Google Workspace, accessed May 14-20, 2025) to parse our replisome simulation codes, organize and extract the names of the main variables and functions used, and generate a draft summary of the codes and methods. After using this tool, the authors reviewed and edited the content as needed and take full responsibility for the content of the publication. All subsequent writing and editing, including the details of how the simulations were performed were written by the authors.

Supplementary References

1. Wang X, Brandao HB, Le TB, Laub MT, Rudner DZ. *Bacillus subtilis* SMC complexes juxtapose chromosome arms as they travel from origin to terminus. *Science* **355**, 524-527 (2017).
2. Youngman PJ, Perkins JB, Losick R. Genetic transposition and insertional mutagenesis in *Bacillus subtilis* with *Streptococcus faecalis* transposon Tn917. *Proc Natl Acad Sci U S A* **80**, 2305-2309 (1983).
3. Wang X, Le TB, Lajoie BR, Dekker J, Laub MT, Rudner DZ. Condensin promotes the juxtaposition of DNA flanking its loading site in *Bacillus subtilis*. *Genes Dev* **29**, 1661-1675 (2015).
4. Rokop ME, Auchtung JM, Grossman AD. Control of DNA replication initiation by recruitment of an essential initiation protein to the membrane of *Bacillus subtilis*. *Mol Microbiol* **52**, 1757-1767 (2004).
5. Graham TG, *et al.* ParB spreading requires DNA bridging. *Genes Dev* **28**, 1228-1238 (2014).
6. Wang X, *et al.* In Vivo Evidence for ATPase-Dependent DNA Translocation by the *Bacillus subtilis* SMC Condensin Complex. *Mol Cell* **71**, 841-847 e845 (2018).
7. Meeske AJ, *et al.* MurJ and a novel lipid II flippase are required for cell wall biogenesis in *Bacillus subtilis*. *Proc Natl Acad Sci U S A* **112**, 6437-6442 (2015).
8. Wagner JK, Marquis KA, Rudner DZ. SirA enforces diploidy by inhibiting the replication initiator DnaA during spore formation in. *Mol Microbiol* **73**, 963-974 (2009).
9. Brandao HB, Ren ZQ, Karaboja X, Mirny LA, Wang XD. DNA-loop-extruding SMC complexes can traverse one another in vivo. *Nat Struct Mol Biol* **28**, 642-+ (2021).
10. Wilhelm L, *et al.* SMC condensin entraps chromosomal DNA by an ATP hydrolysis dependent loading mechanism in *Bacillus subtilis*. *Elife* **4**, (2015).
11. Karaboja X, Ren Z, Brandão HB, Paul P, Rudner DZ, Wang X. XerD unloads bacterial SMC complexes at the replication terminus. *Mol Cell* **81**, 756-766.e758 (2021).
12. Brandao HB, Paul P, van den Berg AA, Rudner DZ, Wang X, Mirny LA. RNA polymerases as moving barriers to condensin loop extrusion. *Proc Natl Acad Sci U S A* **116**, 20489-20499 (2019).
13. Banigan EJ, van den Berg AA, Brandao HB, Marko JF, Mirny LA. Chromosome organization by one-sided and two-sided loop extrusion. *Elife* **9**, (2020).
14. Le TB, Imakaev MV, Mirny LA, Laub MT. High-resolution mapping of the spatial organization of a bacterial chromosome. *Science* **342**, 731-734 (2013).

# Supplementary material for: Replisomes restrict SMC translocation in vivo
**Source:** Nat Commun. 2025 Aug 4;16:7151. doi: 10.1038/s41467-025-62596-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Next-generation-sequencing data used in this study

File name: Supplementary Movie 1

Description: SMC translocation is affected by moving replisomes. Related to Fig. 2. Time-course Hi-C maps of a strain containing a single parS site at -27° (BW5230) after synchronous replication. Samples were taken at 0, 10, 15, 20, 25, 30, 35, 40 min after replication initiation. The left panel shows the 0 min time point. The right panel shows the time course. The positions of parS and replisomes are labeled with black and red dashed lines, respectively. Static images can be found in Figure 2a.

File name: Supplementary Movie 2

Description: SMC translocation is affected by the two-sided head-to-tail collision with the replisome. Related to Fig. 4. Time-course Hi-C maps of a strain containing a single parS site at -1° (BW4310) after induced SMC loading. Samples were taken at 0, 15, 20, 25 and 30 min after SMC loading. The left panel shows a control experiment with no SMC-replisome collisions, in which replisome is far ahead of SMC. Static images can be found in Figure 4a. The right panel shows DNA juxtaposition when replisomes were stalled by HPUra. Static images can be found in Figure 4b. The positions of parS, moving replisomes, and stalled replisomes are labeled with black dashed lines, red dashed lines and red solid lines, respectively.

File name: Supplementary Movie 3

Description: SMC translocation is affected by the one-sided head-to-tail collision with the replisome. Related to Fig. 5. Time-course Hi-C maps of a strain containing a single parS site at -59° (BW5297) after induced SMC loading. Samples were taken at 0, 15, 20, and 25 min after SMC loading. The left panel shows a control experiment with no SMC-replisome collisions. Static images can be found in Figure 5a. The right panel shows DNA juxtaposition when replisomes were stalled by HPUra. Static images can be found in Figure 5b. The positions of parS and stalled replisomes are labeled with black dashed lines and red solid lines, respectively.

File name: Supplementary Movie 4

Description: SMC translocation is affected by moving replisomes. Related to Fig. 7. Time-course Hi-C maps of a strain containing a single parS site at -59° after synchronous replication. Samples were taken at 0, 10, 15, 20, 25, 30, 35, 40 min after replication initiation. The left panel (BW5529) has continuous SMC loading. Static images can be found in Figure 7b. The right panel (BW5297) has induced SMC loading at the onset of replication initiation. Static images can be found in Figure 7a. The positions of parS and moving replisomes are labeled with black dashed lines and red dashed lines, respectively.

# Supplementary material for: Replisomes restrict SMC translocation in vivo
**Source:** Nat Commun. 2025 Aug 4;16:7151. doi: 10.1038/s41467-025-62596-y
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☒	☐ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☒	☐ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☒	☐ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Microscopy data were collected using Nikon Elements 5.11.00 (Build 1346)
Data analysis	Microscopy data are analyzed using Nikon Elements 5.11.00 (Build 1346) 64bit. HiC results were mapped using hiclib. ChIP and WGS were mapped using CLC Genomics Workbench (CLC Bio, QIAGEN). Custom algorithms for generating Hi-C and ChIP-seq simulations are deposited at: https://github.com/hbbrandao/bacterialSMCtrajectories

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The Hi-C, ChIP-seq and WGS data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE282455

[https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282455]. Unprocessed microscopy images are available at Mendeley data (https://data.mendeley.com/datasets/7hrspzt89y/1). Source data are provided with this paper.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	N/A
Reporting on race, ethnicity, or other socially relevant groupings	N/A
Population characteristics	N/A
Recruitment	N/A
Ethics oversight	N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Microscopy images were randomly collected to obtain sufficient number of cells for each dataset. Over 500 cells were analyzed for each time point. This sample size was chosen because 500 is considered sufficient for quantitative analysis.
Data exclusions	No data were excluded. Microscopy samples were allocated into experimental groups based on the number of fluorescence foci in each cell.
Replication	Two independent experiments were performed and produced similar results.
Randomization	Microscopy images were randomly collected.
Blinding	Blinding is not relevant to our study. We are studying bacteria cells. All the cells were analyzed. No data were excluded.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	For ChIP-seq study, 4ul of anti-SMC antibodies were used for each sample. These antibodies were previously published in PMID:

Antibodies used

12421306; they are not commercially available with supplier name, catalog number, clone name or lot number. The antibodies were requested from previously published sources as cited (PMID: 12421306).

Validation

The primary antibodies were validated in *Bacillus subtilis* using by Western blotting in the sources as cited, and in multiple of our previous studies. We did not re-validate these antibodies in this study.

Plants

Seed stocks

N/A

Novel plant genotypes

N/A

Authentication

N/A

ChIP-seq

Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

NCBI Gene Expression Omnibus GSE282455 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE282455>].

Files in database submission

GSM8643504 WGS_PY79_exp
 GSM8643505 WGS_BWX3212_exp
 GSM8643506 WGS_BWX3381_exp
 GSM8643507 WGS_BWX5297_T0
 GSM8643508 WGS_BWX5297_30C_IPTG10min_T10
 GSM8643509 WGS_BWX5297_30C_IPTG15min_T15
 GSM8643510 WGS_BWX5297_42C_IPTG20min_T20
 GSM8643511 WGS_BWX5297_42C_IPTG25min_T25
 GSM8643512 WGS_BWX5297_42C_IPTG30min_T30
 GSM8643513 WGS_BWX5297_42C_IPTG35min_T35
 GSM8643514 WGS_BWX5297_42C_IPTG40min_T40
 GSM8643515 WGS_BWX5297_42C_IPTG45min_T45
 GSM8643516 WGS_BWX5297_42C_IPTG50min_T50
 GSM8643517 WGS_BWX5297_30C_T10
 GSM8643518 WGS_BWX5297_30C_T15
 GSM8643519 WGS_BWX5297_42C_T20
 GSM8643520 WGS_BWX5297_42C_T25
 GSM8643521 WGS_BWX5297_42C_T30
 GSM8643522 WGS_BWX5297_42C_T35
 GSM8643523 WGS_BWX5297_42C_T40
 GSM8643524 WGS_BWX5297_42C_T45
 GSM8643525 WGS_BWX5297_42C_T50
 GSM8643526 WGS_BWX5230_T0
 GSM8643527 WGS_BWX5230_30C_T10
 GSM8643528 WGS_BWX5230_30C_T15
 GSM8643529 WGS_BWX5230_42C_T20
 GSM8643530 WGS_BWX5230_42C_T25
 GSM8643531 WGS_BWX5230_42C_T30
 GSM8643532 WGS_BWX5230_42C_T35
 GSM8643533 WGS_BWX5230_42C_T40
 GSM8643534 WGS_BWX4310_exp
 GSM8643535 WGS_BWX4310_T0
 GSM8643536 WGS_BWX4310_30C_T15
 GSM8643537 WGS_BWX4310_42C_IPTG15min_T30
 GSM8643538 WGS_BWX4310_42C_IPTG30min_T45
 GSM8643539 WGS_BWX4310_42C_HPUraIPTG15min_T30
 GSM8643540 WGS_BWX4310_42C_HPUraIPTG30min_T45
 GSM8643541 WGS_BWX4310_42C_IPTG20min_T35
 GSM8643542 WGS_BWX4310_42C_IPTG25min_T40
 GSM8643543 WGS_BWX4310_42C_HPUraIPTG20min_T35
 GSM8643544 WGS_BWX4310_42C_HPUraIPTG25min_T40
 GSM8643545 WGS_BWX5297_42C_noreplisome_IPTG15min_T15

GSM8643546 WGS_BWX5297_42C_noreplisome_IPTG20min_T20
 GSM8643547 WGS_BWX5297_42C_noreplisome_IPTG25min_T25
 GSM8643548 WGS_BWX5297_42C_HPUrlPTG15min_T40
 GSM8643549 WGS_BWX5297_42C_HPUrlPTG20min_T45
 GSM8643550 WGS_BWX5297_42C_HPUrlPTG25min_T50
 GSM8643551 WGS_BWX5297_42C_IPTG20min_HPUrl5min_T20
 GSM8643552 WGS_BWX5297_42C_IPTG25min_HPUrl10min_T25
 GSM8643553 WGS_BWX5529_T0
 GSM8643554 WGS_BWX5529_30C_T10
 GSM8643555 WGS_BWX5529_30C_T15
 GSM8643556 WGS_BWX5529_42C_T20
 GSM8643557 WGS_BWX5529_42C_T25
 GSM8643558 WGS_BWX5529_42C_T30
 GSM8643559 WGS_BWX5529_42C_T35
 GSM8643560 WGS_BWX5529_42C_T40
 GSM8643561 WGS_BWX4504_42C_IPTG1h
 GSM8643562 ChIP_anti_SMC_BWX5297_T0
 GSM8643563 ChIP_anti_SMC_BWX5297_30C_IPTG10min_T10
 GSM8643564 ChIP_anti_SMC_BWX5297_30C_IPTG15min_T15
 GSM8643565 ChIP_anti_SMC_BWX5297_42C_IPTG20min_T20
 GSM8643566 ChIP_anti_SMC_BWX5297_42C_IPTG25min_T25
 GSM8643567 ChIP_anti_SMC_BWX5297_42C_IPTG30min_T30
 GSM8643568 ChIP_anti_SMC_BWX5297_42C_IPTG35min_T35
 GSM8643569 ChIP_anti_SMC_BWX5297_42C_IPTG40min_T40
 GSM8643570 ChIP_anti_SMC_BWX5297_42C_IPTG45min_T45
 GSM8643571 ChIP_anti_SMC_BWX5297_42C_IPTG50min_T50
 GSM8643572 ChIP_anti_SMC_BWX5297_42C_noreplisome_IPTG25min_T25
 GSM8643573 ChIP_anti_SMC_BWX5297_42C_HPUrlPTG25min_T50
 GSM8643574 ChIP_anti_SMC_BWX5297_42C_IPTG25min_HPUrl10min_T25
 GSM8643575 ChIP_anti_SMC_BWX4504_42C_IPTG1h
 GSM8643576 ChIP_anti_SMC_BWX5297_42C_IPTG20min_HPUrl5min_T20
 GSM8643577 HiC_BWX5230_T0
 GSM8643578 HiC_BWX5230_30C_T10
 GSM8643579 HiC_BWX5230_30C_T15
 GSM8643580 HiC_BWX5230_42C_T20
 GSM8643581 HiC_BWX5230_42C_T25
 GSM8643582 HiC_BWX5230_42C_T30
 GSM8643583 HiC_BWX5230_42C_T35
 GSM8643584 HiC_BWX5230_42C_T40
 GSM8643585 HiC_BWX4310_42C_IPTG15min_T30
 GSM8643586 HiC_BWX4310_42C_IPTG20min_T35
 GSM8643587 HiC_BWX4310_42C_IPTG25min_T40
 GSM8643588 HiC_BWX4310_42C_IPTG30min_T45
 GSM8643589 HiC_BWX4310_42C_HPUrlPTG15min_T30
 GSM8643590 HiC_BWX4310_42C_HPUrlPTG20min_T35
 GSM8643591 HiC_BWX4310_42C_HPUrlPTG25min_T40
 GSM8643592 HiC_BWX4310_42C_HPUrlPTG30min_T45
 GSM8643593 HiC_BWX5297_T0
 GSM8643594 HiC_BWX5297_42C_noreplisome_IPTG15min_T15
 GSM8643595 HiC_BWX5297_42C_noreplisome_IPTG20min_T20
 GSM8643596 HiC_BWX5297_42C_noreplisome_IPTG25min_T25
 GSM8643597 HiC_BWX5297_42C_HPUrlPTG15min_T40
 GSM8643598 HiC_BWX5297_42C_HPUrlPTG20min_T45
 GSM8643599 HiC_BWX5297_42C_HPUrlPTG25min_T50
 GSM8643600 HiC_BWX5297_30C_IPTG15min_T15
 GSM8643601 HiC_BWX5297_42C_IPTG20min_HPUrl5min_T20
 GSM8643602 HiC_BWX5297_42C_IPTG25min_HPUrl10min_T25
 GSM8643603 HiC_BWX5297_30C_IPTG10min_T10
 GSM8643604 HiC_BWX5297_42C_IPTG20min_T20
 GSM8643605 HiC_BWX5297_42C_IPTG25min_T25
 GSM8643606 HiC_BWX5297_42C_IPTG30min_T30
 GSM8643607 HiC_BWX5297_42C_IPTG35min_T35
 GSM8643608 HiC_BWX5297_42C_IPTG40min_T40
 GSM8643609 HiC_BWX5529_T0
 GSM8643610 HiC_BWX5529_30C_T10
 GSM8643611 HiC_BWX5529_30C_T15
 GSM8643612 HiC_BWX5529_42C_T20
 GSM8643613 HiC_BWX5529_42C_T25
 GSM8643614 HiC_BWX5529_42C_T30
 GSM8643615 HiC_BWX5529_42C_T35
 GSM8643616 HiC_BWX5529_42C_T40
 GSM8643617 Hi-C_BWX4310_42C_IPTG15min
 GSM8643618 Hi-C_BWX4310_42C_IPTG15min_HPUrl15min
 GSM8643619 Hi-C_BWX4310_42C_IPTG30min
 GSM8972109 WGS_BWX4310_42C_HPUrlPTG30min_T45_rep2
 GSM8972110 WGS_BWX5297_42C10m_T0

GSM8972111 ChIP_anti_SMC_BWX4310_42C_HPUrlPTG15min_T30
GSM8972112 ChIP_anti_SMC_BWX4310_42C_HPUrlPTG20min_T35
GSM8972113 ChIP_anti_SMC_BWX4310_42C_HPUrlPTG25min_T40
GSM8972114 ChIP_anti_SMC_BWX4310_42C_HPUrlPTG30min_T45
GSM8972115 HiC_BWX5297_42C10m_T0
GSM9087550 WGS_input_BWX3212
GSM9087551 ChIP_anti_SMC_BWX3212

Genome browser session
(e.g. [UCSC](#))

https://indiana-my.sharepoint.com/:f/g/personal/xindan_iu_edu/EqH_nMxIi8JjM4OBAf3OT8BiBVZvBDZMNRAzpzXGDhkjA?e=TBsxoE

Methodology

Replicates	The data presented are shown in 1 replicate.
Sequencing depth	ChIP-seq reads were sequenced using paired-end sequencing with 39nt per read. Over two million raw reads and uniquely mapped reads were generated for each sample.
Antibodies	anti-SMC antibodies were used for ChIP-seq. They were requested from previously published sources as cited.
Peak calling parameters	Not applicable. Genome-wide distribution of reads were plotted. Peak calling was not performed.
Data quality	This study did not involve peak calling. Genome-wide distribution of reads were plotted. We made sure that every sample had greater than two million reads.
Software	Reads were mapped to the genome using CLC genomics workbench (Qiagen). The data were plotted using R.

How the deposited data were processed for this re-analysis (not part of the article)

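The deposited series holds 125 libraries of B. subtilis: 61 of WGS from 8 strains, 20 of anti-SMC ChIP-seq from 4 strains and 44 Hi-C maps from 4 strains. Each condition has 1 library, except WGS of BWX4310 with HPUra and IPTG for 30 min, which has 2 replicates. Of BWX5297 at T = 25 min without IPTG and HPUra, 2 libraries from different series have the same treatment, and BWX3212 has a ChIP input beside its WGS library. These were kept apart. Samples were grouped by strain, treatment and time as their labels and Supplementary Data 1 give them.

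WGS and ChIP-seq values are read coverage: the authors mapped the reads to the PY79 genome and deposited whole-number coverage at each base, not scaled to depth. The paper names CLC Genomics Workbench for the mapping, and the submitters' notes name Bowtie2 2.1.0; no filter on reads is stated. Hi-C values are fractions: the authors mapped the reads, counted contacts between 10-kb bins and normalized the map, so that each value as deposited is the fraction of the contacts of a bin, with a sum of about 1 per bin. Their read depth is not recoverable.

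Mean coverage was 27.2 to 100.9 reads per base (median 53.6) for WGS and 7.87 to 59.2 (median 28.9) for ChIP-seq. The lowest ChIP library, of BWX5297 in G1 with IPTG for 25 min, had a median coverage of 4 and 331004 positions at 0. A median of whole-number coverage moves in coarse steps at such depth.

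Values were computed with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. For MFA, the median coverage in 10-kb bins was divided by the mean of all bins. The origin-to-terminus ratio took windows of 200 kb, with a 95% interval from 1000 resamplings of bins. Forks were placed per arm on the profile over T = 0, after a running median of 5 bins, at 0.5 of the step between the plateau (100 kb) and the baseline (from 1800 kb), with a smallest step of 1.2. Fork speed is the line through T = 20, 25, 30 and 35 min.

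The replication model was fitted by least squares to 6 times, with the forks of cells already replicating at T = 0 held in place at a density falling as the square of distance, loading only in the first 15 min, and standard errors from 50 resamplings of 41 blocks. ChIP and input were averaged in 5-kb bins and scaled to the same mean. The input was the WGS library of the same condition. The end of an enrichment zone is the first run of 5 bins at or below T = 0 after a running median of 11 bins.

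On Hi-C maps smoothed over 3 by 3 bins, the zipped region is the connected area above the mean plus 0.65 SD, between pairs over 200 kb apart, starting within 300 kb of parS and of at least 10 bins. Contact beyond forks was averaged over 5 bins about the ridge of the control, from 100 kb of parS, over 30 kb inside and over 50 kb beyond the fork. The second ridge was sought on the map minus T = 0, up to 0.8 of the origin-side distance and from 250 to 1400 kb, keeping points of at least 0.25 of the largest, with a Theil-Sen slope. Intervals of ridge slopes are over neighbouring points of a smoothed map, which are not independent. They do not cover differences between maps or the choice of limits.

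The test of 9 pairs of origin-to-terminus ratios and that of the pairs of fork positions with and without IPTG were two-sided exact sign-flip tests. Other comparisons have 1 library per side and no test. Where no replicate gives a spread, 20 kb was taken for a zipping end, 25 kb for a zone end and 50 kb for the start of the second ridge. An alternative value of a result with no test counts as moved when it differs by more than the spread and as reversed when a value larger than its spread changes sign. For the tests, a change of sign counts as reversed, and a count is the same within 1.5 times.

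The fork was at first placed at the outermost crossing of the level. This was replaced after the profiles had been seen, and it is kept as an alternative. The plateau, baseline and smallest step of the fork rule, the margins inside and beyond forks, the limits of the second ridge and the thresholds from distant pairs were also set after profiles or maps had been seen. Alternatives covered bin sizes, windows, the crossing level, the division by T = 0, ChIP without input, other scalings, thresholds, smoothing, time ranges and band widths.

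The rules were tested on simulated data. The fork rule was off by a mean of 0.93 kb (SD 5.63) over 80 positions, the zone end by 0.08 kb (SD 28.5) over 60 and the zipping end by −20.5 kb (SD 84.0) over 40, where a ridge was added to a measured T = 0 map. An end set at 1600 kb was placed at 1468 kb (SD 110) by this rule and at 1620 kb with the threshold from pairs over 100 kb apart, chosen after seeing the data, whose error over the 40 was 25.5 kb (SD 5.04). With pairs over 200 kb apart the error was 80.5 kb (SD 133.8), most of it at the shortest ends. The added ridge had even strength and a sharp end, while contact on measured ridges declines gradually. The zipping simulations thus do not test how ends are placed on such ridges. The sign-flip test gave a p at or under 0.05 in 5.00% of 400 sets with no difference. The model gave the time to load with a mean error of −4.18%, the time to stall with −3.60% and the cells with earlier replisomes with −5.18% over 5 fits.

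Bins were named by a rule: the 20 bins of 1 kb with the highest ChIP/input in BWX5297 at T = 0 and in BWX3212, among bins with input above 0.2 of the median. No annotation of the PY79 genome was at hand, so the genes in these bins are not named and the gene lists set beforehand were not run. Microscopy, simulations of SMC movement and data from other series were left out.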

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

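The tests of the ChIP clusters and of the fork position during HPUra, and that of contact with HPUra, were chosen only after the results were seen; the test of a common threshold was written before.

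SMC ChIP/input in BWX5297 at T = 0, before ParB was induced, held bins of 1 kb far from parS with a signal that the paper does not discuss. It was 9.91 at 512001 to 513000, 9.46 at 915001 to 916000 and 7.33 at 2990001 to 2991000, above the highest bin of 6.54 in BWX3212, which has no parS. The top 20 bins form 10 clusters, none nearer than 381.5 kb to the −59° parS, and 6 of the 20 bins lie within 1 bin of a top bin of BWX3212.

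From T = 0 to T = 50 min, 7 of the 10 clusters rose, by a median log2 of 1.22 (1.00 to 2.22), and 3 fell, by −0.78 to −1.81. Uneven input is argued against by the input at the clusters that rose, whose lowest log2 change from T = 0 to T = 50 min was −0.11. A background that changes as the right arm does is argued against by a median over all 10 clusters 2.75 above the change of that arm on the log2 scale (SD 1.39 over clusters), although the 3 that fell do not argue against it. In G1 cells with IPTG for 25 min the same 7 clusters were above T = 0, which goes against replication, but the median of all 10 was 0.46 (SD 1.09) and this population held some replicating DNA, so replication and ParB induction cannot be told apart. Time at 42 °C was not separated from ParB induction either, since no later ChIP library without IPTG exists. Which genes lie in these clusters was not examined, as the gene lists set beforehand, rRNA operons among them, were not run. Whether gene content goes with the rise is thus open.

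In BWX5297 with HPUra from T = 25 min, the fork position changed by −3.36 ± 0.18 kb/min (4 libraries). Under the other fork rules the change nearest to 0 was −3.22 kb/min, which argues against the rule as the whole cause. Over the 3 libraries with HPUra alone the change was −3.28 ± 0.67 kb/min, −32.8 kb in all. That is less than the 68.9 kb between 2 libraries at T = 25 min of the same treatment. With the other of these in place of the first the change was −0.41 ± 0.85 kb/min, so a fall cannot be told apart from a difference between libraries. Over the one first library, log2 copy number after 15, 20 and 25 min was −0.10, −0.10 and −0.14 at 850 to 1000 kb from the origin, and −0.11, −0.13 and −0.13 in the 150 kb beyond. No biological explanation was tested, and each time has 1 library.

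In G1-arrested BWX4310 the zipping end after 30 min lay nearer parS with HPUra at the threshold of each map. The difference was also negative at the mean plus 0.8 SD, −170 kb. It reversed to 15.0 kb at the mean plus 0.5 SD, 40.0 kb without smoothing, and 55.0 and 65.0 kb with the thresholds from distant pairs. Whether there is a difference to explain is thus open. With the threshold of the map without HPUra applied to both, the difference was −140.0 kb, which argues against unequal thresholds (4.10 and 4.14 per 1000). Contact at 900 to 1100 kb from parS was 0.953 of that without HPUra (interval over 20 positions 0.936 to 0.972), and whether less contact there moved the end cannot be told apart from other explanations, since the interval spans the bound of 0.95 set for it. The labels give 30 min at 42 °C before IPTG without HPUra and 45 min with it, which leaves the length of the arrest open too. No biological explanation was tested.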

How the results depend on the processing

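Of the alternative values of 62 results, 130 stayed within the spread or on the same side of the threshold, 68 moved beyond the spread, 66 of them with the same sign, and 8 reversed. For every change below the cause was not tested. The scalings to the right arm or to distant bins, the thresholds from distant pairs, the limit of 0.7 and ChIP alone for the named bins were chosen after seeing the data. The outermost crossing was the first fork rule, and the main fork rule replaced it after the profiles had been seen. Results rest on 1 library or map per condition. The low depth of the G1 ChIP control limits the comparison with stalled forks, and Hi-C depth is unknown.

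Without division by T = 0, the fork difference with IPTG was 5.12 kb (exact sign-flip p = 0.875), fork speeds were 49.2 (BWX5297 without IPTG), 54.0 (with IPTG) and 44.2 kb/min (BWX5529), the fork of the 30-min HPUra replicates (235.1 kb) was at 256.9 kb and the change in BWX5297 from T = 25 min was −4.49 kb/min. In 5-kb bins the fork difference was 5.73 kb (exact p = 0.75) and that change −3.64 kb/min. At the outermost crossing the fork difference was 13.8 kb (exact p = 0.484). Without the first time point the speeds were 69.0 (BWX5297 with IPTG) and 51.9 kb/min (BWX5529). At 0.25 of the step the fork of those replicates was at 284.7 kb.

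Scaled to the right arm, SMC beside parS over T = 0 was 2.70 and 3.28 on the terminus side at T = 20 and T = 50 min, and 2.58 and 2.83 on the origin side. With ChIP alone, the right arm at T = 20 min was −1.18, zone ends were 0.515 and 0.610 Mb from parS (terminus side, T = 20 and T = 25 min) and 0.335 and 0.495 Mb (origin side), SMC at 30 min was −0.066 beyond the left stalled fork and −0.021 and −0.33 inside the left and right fork, and over the control it was 0.21 from parS to the left fork, −0.34 beyond it, −0.12 from parS to the origin, 0.22 beyond the right fork and 0.33 on the right arm. The terminus-side zone end of moving minus stalled forks was −80.0 kb, and −50.0 kb in 10-kb bins, and 14 named bins were shared. Scaled to bins over 1500 kb from the origin, SMC beyond the left fork reversed to 0.065 and was 0.11 beyond the right fork, −0.10 inside the left and −0.34 inside the right fork. Scaled to the right arm beyond the right fork, SMC over the control was −0.54 from parS to the left fork, −0.59 beyond it and −1.02 from parS to the origin.

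At the mean plus 0.5 SD, zipping rates were 54.6 (left) and 57.4 kb/min (right), the end with stalled forks at 30 min 0.40 Mb, the head-on origin-side difference at 25 min 250 kb, the G1 end at 15 min 670.0 kb and the G1 difference with HPUra 15.0 kb, reversed. At 0.8 SD the left rate was 40.2 kb/min, the two-sided difference at 15 min 240 kb, the stalled end 0.335 Mb, the one-sided terminus difference 380 kb, the head-on difference 260 kb and the G1 difference −170.0 kb. Without smoothing, the one-sided difference was 380 kb and the G1 difference reversed to 40.0 kb. Over 15 to 25 min the rates were 59.0 and 55.0 kb/min.

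With the threshold from pairs over 100 kb apart, rates were 62.2 and 65.0 kb/min, the two-sided difference 290 kb, the stalled end 0.63 Mb, the one-sided differences 280 (terminus) and 140 kb (origin), the head-on difference 210 kb, the G1 end 765.0 kb and the G1 difference 55.0 kb, reversed. From pairs over 200 kb apart these were 78.4 and 77 kb/min (30-min ends at the search limit), 290 kb, 0.85 Mb, 150, 0 and 210 kb, 815.0 kb and 65.0 kb, the last again reversed. With contact divided by its mean at the same distance, contact past the one-sided stalled fork at 25 min was 0.745 of the control. With the limit of 0.7, the slope of the second ridge was 0.0863 (BWX5230, T = 30 min) and 0.0909 (BWX5529, T = 35 min).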

Differences from the paper's values

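The comparison with distant-pair thresholds and with the limit of 0.7 of the origin-side distance was chosen only after seeing the values.

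The mean time to load at the origin was 11.5 min, and the paper's is 5 min. The alternative set before the data were examined, the fit to T = 0 to T = 40 min, gave 12.0 min and differs too. Without T = 0 the fit gave 7.46 min, within 1.5 times of the paper's value but still above it. That fit also put the fraction of cells with replisomes before initiation at 0.0116. Whether the T = 0 library causes the difference was not tested. The other times left out gave 9.35 to 14.1 min.

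The zipping rate of BWX4310 was 47.1 kb/min, and the paper's is 71.5 ± 2 kb/min. Of the alternatives set before the data were examined, the mean plus 0.5 SD (56.0), no smoothing (49.5) and 15 to 25 min (57.0) lie within 1.5 times of the paper's value, and the mean plus 0.8 SD (42.2) does not. Thresholds from pairs over 100 or 200 kb apart, chosen after seeing the values, gave 63.6 and 77.7 kb/min. The latter includes ends at 30 min at the limit of 2000 kb that the search allows. Between 15 and 20 min alone that threshold gave 70 and 68 kb/min.

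Without replisomes, the origin-side rate from 15 to 20 min was 28 kb/min, and the paper's is about 49 kb/min. The mean plus 0.5 SD (26), the mean plus 0.8 SD (26) and no smoothing (28), set before the data were examined, all differ, as do the thresholds from distant pairs (30 and 32).

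At 15 min of IPTG, zipping in the one-sided head-to-tail collision was 330 kb shorter than in the control toward the terminus, where the paper's value is 129 kb, and 210 kb toward the origin, where it is 72 kb. The alternatives set before the data were examined all differ: 350 and 190 kb at the mean plus 0.5 SD, 380 and 230 kb at 0.8 SD, and 380 and 210 kb without smoothing. From pairs over 100 kb apart the differences were 280 and 140 kb. From pairs over 200 kb apart, a threshold chosen after seeing the values, the terminus side gave 150 kb, within 1.5 times of the paper's value. The origin side gave 0 kb, which differs. At T = 0, before ParB was induced, the distant-pair thresholds already gave origin-side ends of 670 and 690 kb. The control at 15 min lay no farther out, at 650 and 670 kb, so origin-side differences at these thresholds do not measure zipping.

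Before HPUra, the leftward fork was 343.03 kb past parS, and the paper's value is 517 kb. Of the alternatives set before the data were examined, 0.25 of the step (402.01 kb) lies within 1.5 times of the paper's value, though still short of it. No division by T = 0 and 5-kb bins (328.5 kb) differ. The outermost crossing gave the same value.

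The second ridge began 366.4 kb behind the fork in BWX5230, the mean of T = 25 to T = 40 min, and 335.2 kb in BWX5529, the mean of T = 30 and T = 35 min, where the paper's values are 705 and 605 kb. No alternative was set for this before the data were examined. With the limit of 0.7, chosen after seeing the values, BWX5230 gave 526.4 kb. That is within 1.5 times of the paper's value but rests on 1201 kb at T = 40 min, where the start is uncertain. Without T = 40 min BWX5230 gave 364.7 kb up to 0.8 and 301.4 kb up to 0.7, which both differ. BWX5529 gave 270.2 kb up to 0.7, which differs too.

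The paper states that zipping in G1 proceeded equally far with and without HPUra. Here it was −145 kb with HPUra at the threshold of each map, and 15.0 kb at the mean plus 0.5 SD. The paper also states that zipping was slower with moving than with stalled replisomes, for head-on collisions at T = 15 to 20 min. Here the ends at T = 20 min were at 610 and 390 kb with moving and 650 and 430 kb with stalled forks, which goes with that statement. At the mean plus 0.5 SD they were at 660 and 410 kb against 660 and 470 kb. From pairs over 200 kb apart they were at 910 and 590 kb in both, so the gap depends on the threshold. The T = 0 map already gave an origin-side end of 690 kb at that threshold. At T = 25 min, when the moving leftward fork had passed parS, the ends at the main threshold were at 850 and 530 kb against 790 and 520 kb.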

Other observations

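Clusters of high SMC signal away from parS were named in BWX5297 at T = 0. With stalled forks 25 min after IPTG, 9 of 10 clusters were lower than in G1 cells without replisomes, by a median log2 of −0.60. On the right arm, 7 of 8 clusters were lower (median −0.61, from −0.71 to 0.25), while the median of all bins of that arm was 0.47 higher. The 2 clusters on the left arm were lower too. This comparison was made after the values were seen, and the control library is the one with a mean coverage of 7.87.

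In 4 of 61 WGS libraries, 50 or more bins of 1 kb lay under 0.6 of their local median: 68 bins in the BWX3212 ChIP input, 88 and 140 in BWX5230 at T = 0 and T = 30 min, and a number between these in BWX5297 with IPTG at T = 45 min. Most were shared among these libraries (59, 84, 99 and 93 bins), and the other 57 libraries had at most 15. The BWX5230 library at T = 0 is the divisor for all forks of that strain. Its library at T = 30 min enters the fork speed and the distances of the second ridge. The BWX3212 input divides the ChIP of that strain. BWX5297 at T = 45 min is the time with a profile difference of 0.09 with IPTG. Whether these bins changed those results was not tested.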
